# Premeiotic 24-nt phasiRNAs are present in the *Zea* genus and unique in biogenesis mechanism and molecular function

**DOI:** 10.1073/pnas.2402285121

**Published:** 2024-05-13

**Authors:** Junpeng Zhan, Sébastien Bélanger, Scott Lewis, Chong Teng, Madison McGregor, Aleksandra Beric, Michael A. Schon, Michael D. Nodine, Blake C. Meyers

**Keywords:** maize, teosinte, phasiRNA, small RNA, nanoPARE

## Abstract

Reproductive phasiRNAs (phased, small interfering RNAs) are broadly present in angiosperms and play crucial roles in sustaining male fertility. While the premeiotic 21-nt (nucleotides) phasiRNAs and meiotic 24-nt phasiRNA pathways have been extensively studied in maize (*Zea mays*) and rice (*Oryza sativa*), a third putative category of reproductive phasiRNAs–named premeiotic 24-nt phasiRNAs–have recently been reported in barley (*Hordeum vulgare*) and wheat (*Triticum aestivum*). To determine whether premeiotic 24-nt phasiRNAs are also present in maize and related species and begin to characterize their biogenesis and function, we performed a comparative transcriptome and degradome analysis of premeiotic and meiotic anthers from five maize inbred lines and three teosinte species/subspecies. Our data indicate that a substantial subset of the 24-nt phasiRNA loci in maize and teosinte are already highly expressed at the premeiotic phase. The premeiotic 24-nt phasiRNAs are similar to meiotic 24-nt phasiRNAs in genomic origin and dependence on DCL5 (Dicer-like 5) for biogenesis, however, premeiotic 24-nt phasiRNAs are unique in that they are likely i) not triggered by microRNAs, ii) not loaded by AGO18 proteins, and iii) not capable of mediating *PHAS* precursor cleavage. In addition, we also observed a group of premeiotic 24-nt phasiRNAs in rice using previously published data. Together, our results indicate that the premeiotic 24-nt phasiRNAs constitute a unique class of reproductive phasiRNAs and are present more broadly in the grass family (Poaceae) than previously known.

## Significance

We previously reported two classes of reproductive phasiRNAs (phased, small interfering RNAs) in maize, the premeiotic 21-nt (nucleotides) phasiRNAs and the meiotic 24-nt phasiRNAs. Here, we report a third class of reproductive phasiRNAs—premeiotic 24-nt phasiRNAs—that are present in the *Zea* genus, including all five maize inbred lines and three teosinte species/subspecies that we examined, plus rice. We show that in the *Zea* genus, the premeiotic 24-nt phasiRNAs are distinct from the meiotic 24-nt phasiRNAs in triggering mechanism, effector protein, and molecular function.

Two size classes of reproductive, phased, small interfering RNAs (phasiRNAs)—21-nucleotides (nt) and 24-nt in length—accumulate to high abundance in the anthers of numerous flowering plants. The total abundance of the 21-nt phasiRNAs usually peaks at the premeiotic phase of anther development, whereas the 24-nt phasiRNAs peak during meiosis (1). The premeiotic 21-nt phasiRNAs and meiotic 24-nt phasiRNAs are derived from long noncoding loci and produced via two genetically separable biogenesis pathways. In both pathways, phasiRNA precursors (aka *PHAS* precursors) are generated from *PHAS* loci by RNA polymerase II, cleaved by an Argonaute1 (AGO1) clade protein directed by a microRNA (miRNA), converted to double-stranded RNA molecules, and chopped by a Dicer-like (DCL) protein to produce siRNAs that map to the corresponding genomic loci in a precise head-to-tail arrangement (hence the term “phased siRNA”). The two pathways differ primarily in miRNA triggers and DCL proteins, with miR2118 and DCL4 acting in the 21-nt phasiRNA pathway, and miR2275 and DCL5 acting in the meiotic 24-nt phasiRNA pathway (2). The AGO proteins known to load 21-nt phasiRNAs and 24-nt phasiRNAs include a few pathway-specific members and a few that are common to both pathways. For example, AGO1d loads 21-nt phasiRNAs in rice (3, 4); AGO5 clade proteins load 21-nt phasiRNAs in rice and maize (5, 6); and AGO18b loads both 21-nt and 24-nt phasiRNAs in maize (7).

Reproductive phasiRNAs are crucial for maintaining male fertility. Mutations in a few rice 21-nt phasiRNA loci (aka *21-PHAS* loci) cause temperature/photoperiod-sensitive male sterility (8, 9), and loss of a subset of *MIR2118* genes in rice causes male and female sterility (10). In maize, loss-of-function mutants of *Dcl5*, which likely functions specifically in the 24-nt phasiRNA pathway, exhibit temperature-sensitive male sterility (11). In terms of molecular functions, the 21-nt phasiRNAs are known to mediate *cis*-cleavage of their own precursors in rice and maize (12), and *trans*-cleavage of protein-coding mRNAs in rice (13, 14). In maize, 24-nt phasiRNAs are essential for maintaining CHH DNA methylation at their own genomic loci *in cis* (15). However, RNA targets of the 21-nt and 24-nt phasiRNAs in maize, if any, remain largely unknown.

The 21-nt phasiRNAs and meiotic 24-nt phasiRNAs both have been demonstrated to be widely present in angiosperms (16). However, their patterns of conservation differ; except for a handful of eudicot species that have recently been shown to accumulate 21-nt phasiRNAs (17), the majority of eudicots lack 21-nt phasiRNAs, whereas the meiotic 24-nt phasiRNAs are more broadly present in angiosperms. Notably, several eudicot species–including the model plant species *Arabidopsis thaliana*–apparently lack both 21- and 24-nt reproductive phasiRNAs (16). We previously reported a group of 24-nt phasiRNAs that peak at the premeiotic phase of anther development in barley and wheat and lack miR2275 target sites (18). However, whether the premeiotic 24-nt phasiRNAs are also present in other grass lineages remains poorly understood, as do their biogenesis mechanisms and functions.

Here, we carried out a comprehensive survey of reproductive phasiRNA pathways in five maize inbred lines and three teosinte species/subspecies. The maize inbred lines were chosen from among the founders of the maize nested association mapping population, including a stiff-stalk (B73), a non-stiff-stock (Oh43), a popcorn (HP301), a sweet corn (Il14H), and a tropical (NC358) variety, each representing a major clade of modern maize inbred lines (19, 20), and the teosinte varieties included two subspecies—*Zea mays* ssp. *parviglumis* (TIL11) and *Z. mays* ssp. *mexicana* (TIL25)—that are known as progenitors of modern maize (21), and *Zea luxurians* (RIL003). We show that in all eight *Zea* varieties, a substantial subset of *24-PHAS* loci are highly expressed at the premeiotic phase of anther development. These premeiotic 24-nt phasiRNAs are distinct from the meiotic 24-nt phasiRNAs and premeiotic 21-nt phasiRNAs in several aspects of biogenesis mechanisms and functions, and thus constitute a unique class of reproductive phasiRNAs.

## Results

### Conservation of PhasiRNA Pathway Genes in *Zea* Genus.

To identify reproductive *PHAS* loci and phasiRNA pathway genes in the eight *Zea* varieties (Fig. 1*A*), we performed small RNA-seq (sRNA-seq), RNA-seq, and nanoPARE analyses of 2 to 5 developmental stages of anthers in each variety, spanning premeiotic to meiotic phases (Fig. 1*B*). We annotated the HD-ZIP IV, bHLH, RDR, DCL, AGO, SGS3, DRB, SE, SDN1, and HESO1/URT1 family proteins, which are involved in the biogenesis of phasiRNAs and/or miRNAs (2), encoded in all the *Zea* genomes and a few outgroup species, and performed phylogenetic analyses for each family (Fig. 1*A* and *SI Appendix*, Fig. S1). The gene copy numbers of each major clade in each phylogenetic tree are similar across the *Zea* genomes, with only a few clades (e.g. the RDR6, DRB4, and HEN1 clades) exhibiting copy number variation (Dataset S1). These data suggest that the phasiRNA pathway genes are largely conserved in the *Zea* genus.

**Fig. 1.**
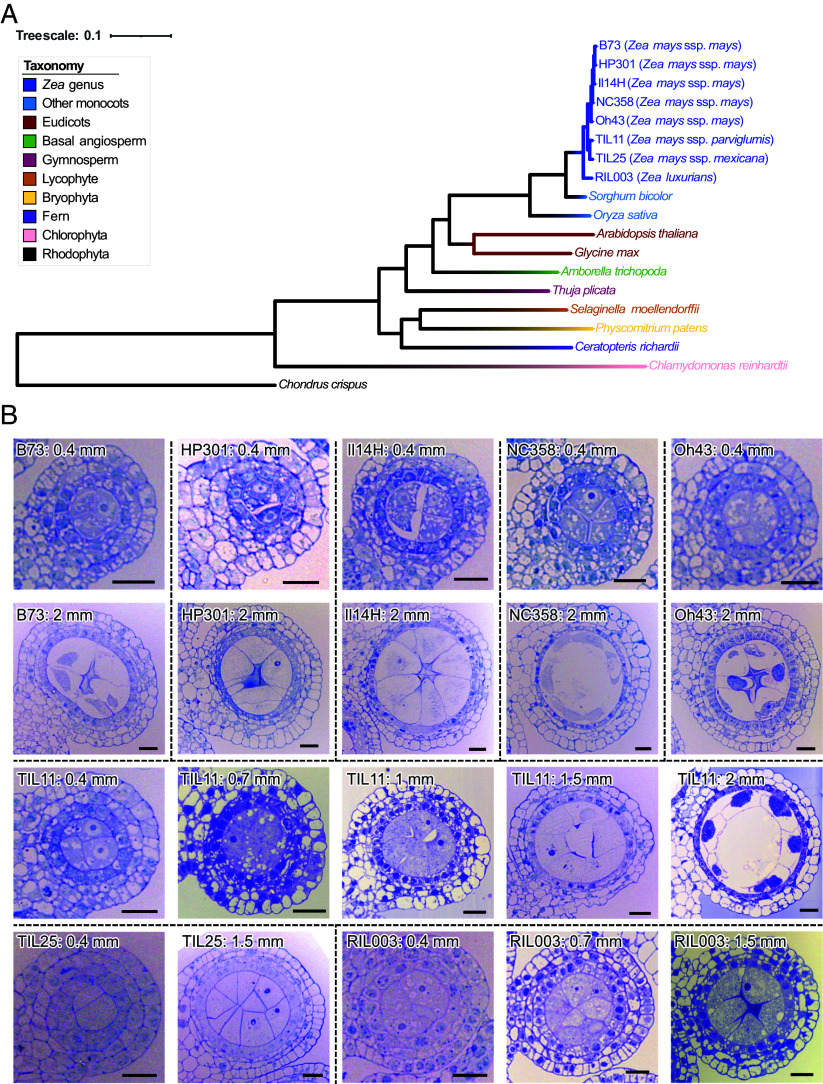
*Zea* varieties and anther developmental stages sampled for the comparative analysis of phasiRNAs. (*A*) Phylogeny of the *Zea* varieties and outgroup species. (*B*) Micrographs of cross sections of anthers representing those sampled for transcriptome and degradome analyses. In the maize varieties (B73, HP301, Il14H, NC358, and Oh43) and TIL25, 0.4-mm anthers are premeiotic and 2-mm anthers are meiotic. In TIL11, 0.4 to 0.7-mm anthers are premeiotic, and 1.5- to 2-mm anthers are meiotic. In RIL003, 0.4- and 0.7-mm anthers are premeiotic, and 1.5-mm anthers are meiotic. (Scale bars, 20 μm.)

### Identification of Reproductive *PHAS* Loci in the *Zea* Varieties.

Using the sRNA-seq data, we identified reproductive *PHAS* loci and examined their temporal expression patterns during early anther development in the *Zea* varieties. Similar to the W23 *bz2* maize (1), we found that in the five maize inbred lines plus TIL11, 21-nt phasiRNAs were more abundant in premeiotic anthers than in meiotic anthers. However, in TIL25 and RIL003, 21-nt phasiRNAs were more abundant at the meiotic phase than the premeiotic phase (*SI Appendix*, Fig. S2). These results suggest that the gene regulatory program controlling the temporal accumulation of 21-nt phasiRNAs diverged between TIL11 and the other two teosinte varieties, and the TIL11-like program was retained in modern maize. Remarkably, while it had previously been demonstrated in maize that the 24-nt phasiRNAs are most abundant during meiosis (1), in all the *Zea* varieties we analyzed, we observed a group of *24-PHAS* loci that already accumulated a high abundance of phasiRNAs at the premeiotic phase (Fig. 2*A* and Dataset S2). Hereafter, the *PHAS* loci that produce substantial levels of phasiRNAs [counts per million (CPM) > 20] at the premeiotic stage are referred to as premeiotic *24-PHAS* loci, and the other *24-PHAS* loci are referred to as meiotic *24-PHAS* loci. The two classes of *24-PHAS* loci and the *21-PHAS* loci do not overlap in genomic locations in any of the *Zea* varieties. In TIL11 and the modern maize varieties, phasiRNA abundance of the premeiotic *24-PHAS* loci declined substantially by the meiotic phase, whereas this decrease did not occur or was modest in TIL25 and RIL003 (Fig. 2*A*), suggesting that TIL11 evolved a regulatory mechanism that down-regulates the abundance of 24-nt phasiRNAs after the premeiotic phase, and such a mechanism has been maintained in modern maize.

**Fig. 2.**
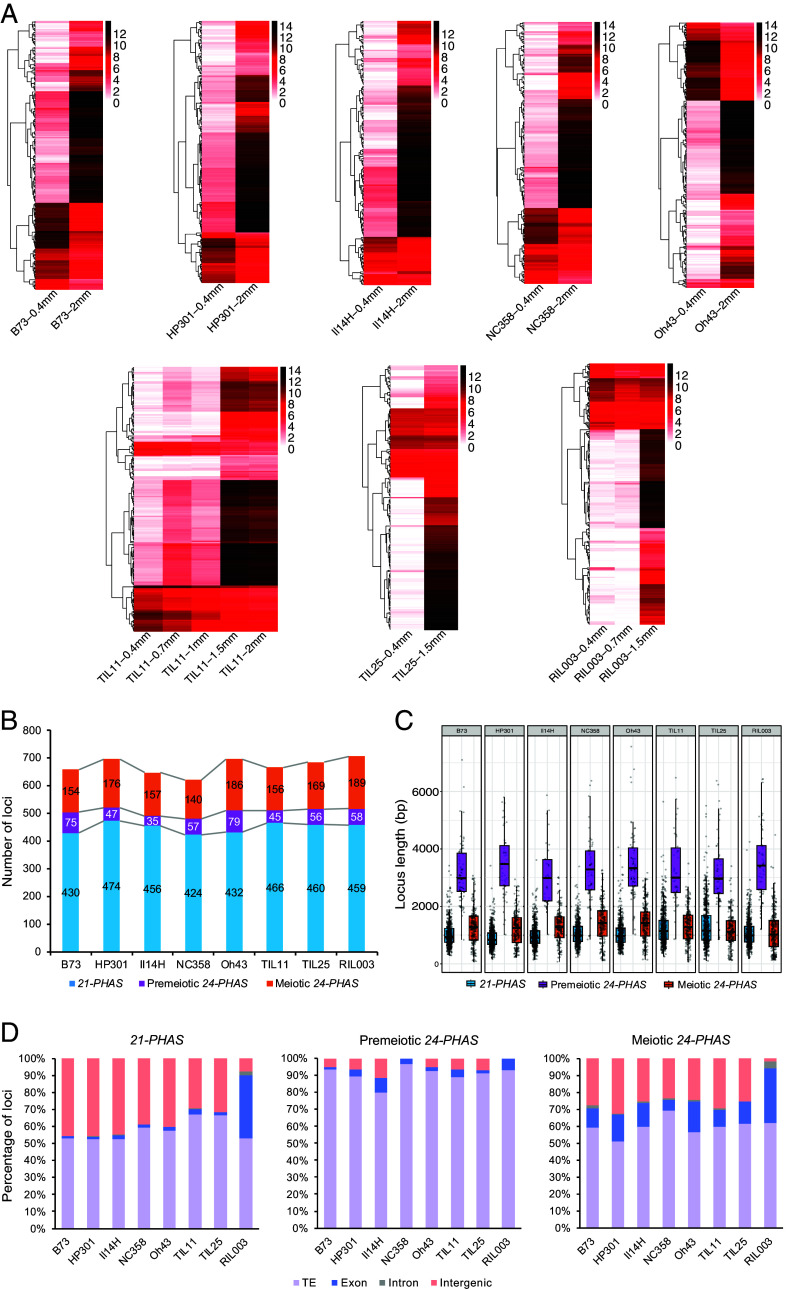
Identification of reproductive *PHAS* loci in the *Zea* varieties. (*A*) Heatmaps of abundance of phasiRNAs derived from individual *24-PHAS* loci. Heatmaps were clustered on Euclidean distance. (*B*) Numbers of *PHAS* loci in each genome. (*C*) Boxplot of *PHAS* loci lengths. (*D*) Percentages of *PHAS* loci overlapping with TEs, exons, introns, or intergenic regions.

The numbers of *21-* and *24-PHAS* loci were similar across the *Zea* varieties and to the previously reported loci numbers in W23 *bz2*, which has 463 *21-PHAS* and 176 *24-PHAS* loci (1) (Fig. 2*B*). Interestingly, in every variety, the premeiotic *24-PHAS* loci were significantly longer than the *21-PHAS* and meiotic *24-PHAS* loci (*P* < 0.05) (Fig. 2*C* and Dataset S3). The distribution of *PHAS* loci across chromosomes was similar among the *Zea* varieties in that i) in every variety, the *21-PHAS*, premeiotic *24-PHAS*, and meiotic *24-PHAS* were distributed across all chromosomes (*SI Appendix*, Figs. S3 and S4); and ii) in nearly every variety, Chr. 2 had the largest number of *21-PHAS* loci, Chr. 4 had the largest number of premeiotic *24-PHAS* loci, and Chr. 1 had the largest number of meiotic *24-PHAS* loci (*SI Appendix*, Fig. S3).

For both premeiotic and meiotic *24-PHAS* loci, the major sRNAs were enriched for a 5′-terminal adenine (5′-A). For the *21-PHAS* loci, in all eight varieties, the 19th nucleotide position of the major sRNAs was consistently enriched for cytosine (C) and underrepresented by A, while the 20th position was enriched for uracil (U) and underrepresented by C. On the other hand, the major sRNAs of the *21-PHAS* loci were enriched for a 5′-A in B73, HP301, NC358, and Oh43, but were enriched for a 5′-C in Il14H, TIL11, TIL25, and RIL003 (*SI Appendix*, Fig. S5). Prior work in rice demonstrated that the rice AGO5c [aka MEIOSIS ARRESTED AT LEPTOTENE1 (MEL1)] preferentially loads sRNAs with a 5′-C (5). Whether the differential enrichment of the 5′ end nucleotide of 21-nt phasiRNAs in the *Zea* varieties affects their sorting onto AGO proteins is yet to be determined.

In all *Zea* varieties, the majority of *PHAS* loci overlapped with transposons (Fig. 2*D* and Dataset S4). The majority of transposons that overlapped with *21-PHAS* loci were terminal inverted repeats (TIRs), which are DNA transposons, whereas the majority of those that overlapped with *24-PHAS* loci—both premeiotic and meiotic loci— were long terminal repeats (LTRs), which are retrotransposons (*SI Appendix*, Fig. S6 *A–C*). Furthermore, *21-PHAS* overlapped primarily with the PIF/Harbinger-type TIRs, whereas *24-PHAS* overlapped primarily with the Gypsy-type LTRs (*SI Appendix*, Fig. S6 *D*–*F*). These results indicate distinct genomic origins of the 21- and 24-nt phasiRNAs, and suggest that the two size classes of reproductive phasiRNAs may play different roles in transposon silencing (if that is their biological function). Notably, in RIL003, 37% of the *21-PHAS* loci and 32.3% of the meiotic *24-PHAS* loci overlapped with exons (Fig. 2*D* and Dataset S4). These proportions are much higher than in the other varieties and is possibly due to the fact that the RIL003 transcriptome was assembled and annotated using our anther data and with different methods than those used for annotating the other *Zea* genomes.

Interrogation of a previously published sRNA-seq dataset of a null *dcl5* mutant (11) demonstrated that the majority of both the premeiotic and meiotic *24-PHAS* loci were down-regulated substantially in *dcl5* (Fig. 3), suggesting that both types of 24-nt phasiRNAs are dependent on DCL5. In support of this notion, *DCL5* is expressed in the premeiotic anthers of wild-type maize, although at lower levels compared to the 1.5-mm stage (*SI Appendix*, Fig. S7) (22). Notably, many *24-PHAS* loci of both types still produce detectable levels of 24-nt phasiRNAs in *dcl5* (Fig. 3 *A* and *B*), indicating that *24-PHAS* precursors are processed by another DCL protein in the absence of DCL5. This DCL protein is possibly DCL3, a paralog of DCL5 and known to process 24-nt siRNAs (2). Moreover, the downregulation of meiotic 24-nt phasiRNAs was significantly more substantial than the premeiotic 24-nt phasiRNAs at both 1.5- and 2-mm stages (*P* < 0.05; Fig. 3*C*), suggesting that the meiotic 24-nt phasiRNAs are more crucially dependent on DCL5 than the premeiotic 24-nt phasiRNAs. Using RNA-seq data from the prior DCL5 study (11), we performed a differential transposon expression analysis of 1.5-mm anthers from the *dcl5* mutant but did not detect any differentially expressed transposons [fold change (FC) > 1.5, FDR < 0.05; Dataset S5], suggesting that both classes of 24-nt phasiRNAs are unlikely to transcriptional repress transposons.

**Fig. 3.**
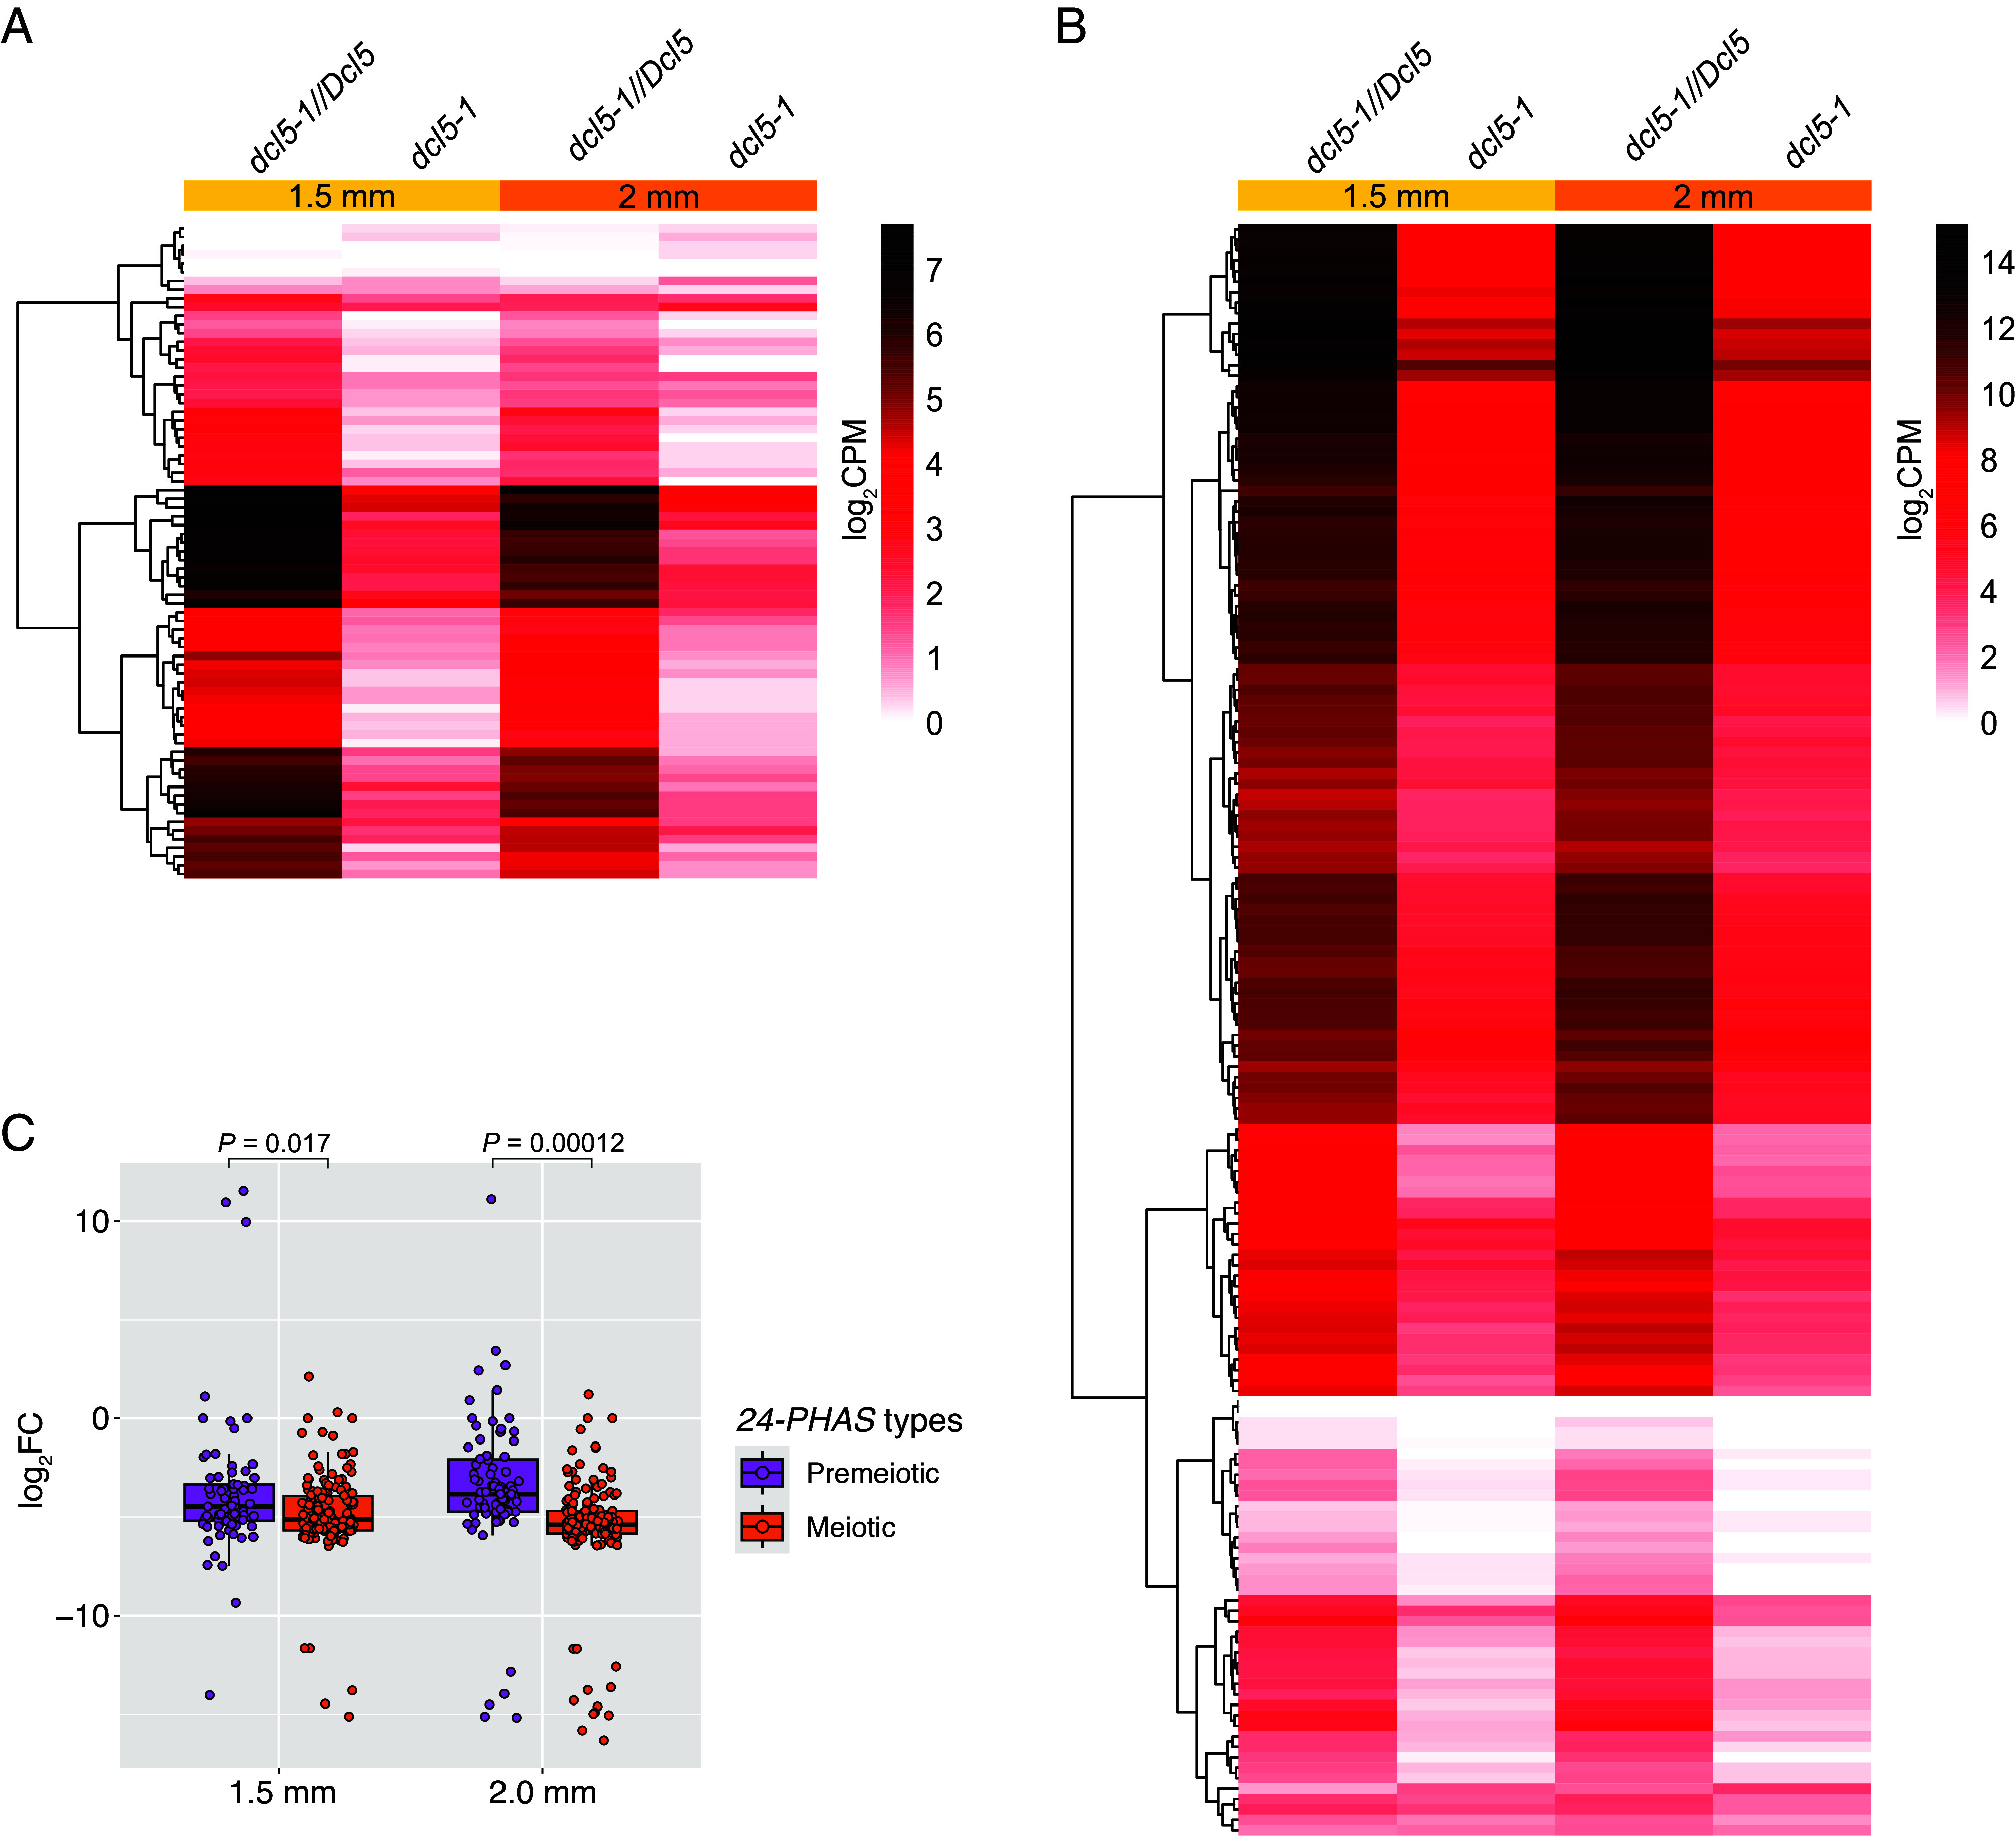
Abundance of premeiotic and meiotic 24-nt phasiRNAs in the previously reported *dcl5-1* mutant compared to heterozygous siblings (*dcl5-1//Dcl5*) (11). (*A* and *B*) Abundance of 24-nt sRNAs derived from premeiotic (*A*) and meiotic (*B*) *24-PHAS* loci. In both heatmaps, each row represents a *24-PHAS* locus. Heatmaps were clustered on Euclidean distance. (*C*) Box plot of log_2_FC of the abundance of 24-nt phasiRNAs derived from premeiotic and meiotic *24-PHAS* loci. The *P* values were calculated using unpaired Student’s *t* test.

Premeiotic 24-nt phasiRNAs have been reported in barley and wheat, but not in maize or rice (18). Thus, we identified *24-PHAS* loci in rice and examined their temporal expression patterns using two previously published sRNA-seq datasets (3, 23) using the same methods we applied to our *Zea* data. We found that 34 of the 79 *24-PHAS* loci in rice already produced abundant phasiRNAs at premeiotic stages (*SI Appendix*, Fig. S8 and Dataset S6). Similar to the *Zea* varieties, the rice premeiotic *24-PHAS* loci are significantly longer than rice *21-PHAS* and meiotic *24-PHAS* loci (*SI Appendix*, Fig. S9). Therefore, we conclude that premeiotic 24-nt phasiRNAs are more broadly present in grasses than previously thought.

### Identification of miRNA Loci in the *Zea* Genomes.

Using ShortStack (24), miR-PREFeR (25), and miRador (26), we annotated the expressed miRNAs in the *Zea* genomes. A union of miRNAs identified by the three methods yielded 175 (in NC358) to 366 (in TIL11) mature miRNA sequences encoded by each genome (*SI Appendix*, Fig. S10 and Dataset S7). In every variety, we detected expression of at least one copy of *MIR2118* and *MIR2275* in the anthers (Dataset S8), consistent with their canonical roles in triggering reproductive phasiRNAs. To identify all putative *MIR2118* and *MIR2275* loci in the *Zea* genomes, including those without detectable mature miRNAs in our anther samples, we employed a BLAST-based approach to identify all putative *MIR2118*/*MIR2275* loci in the eight genomes, without relying on sRNA-seq reads. This led to identification of 15 to 17 *MIR2118* loci and 6 to 11 *MIR2275* loci in each genome (Dataset S9). The numbers of *MIR2118/MIR2275* copies and their chromosomal distributions are similar across the *Zea* varieties suggesting high levels of functional conservation of the two miRNA families in the *Zea* genus.

### The Premeiotic 24-nt PhasiRNAs Are Unique in Triggering Mechanism and Targets.

To identify the triggers of reproductive phasiRNAs in the *Zea* varieties, we predicted interactions between miR2118 and *21-PHAS* precursors and between miR2275 and *24-PHAS* precursors using sPARTA (27). In each *Zea* variety, 64.1 to 84.7% of the *21-PHAS* precursors have a predicted miR2118 target site, and 66.1 to 79.0% of the meiotic *24-PHAS* have a predicted miR2275 target site, respectively. In contrast, only 3.4 to 17.0% of the premeiotic *24-PHAS* have a predicted miR2275 target site (Dataset S10). Consistent with these predicted miRNA-*PHAS* interactions, an enrichment analysis of ~22-nt motifs in the *PHAS* loci of each *Zea* variety detected a miR2118-matching motif in the *21-PHAS* loci and a miR2275-matching motif enriched in the meiotic *24-PHAS* loci, whereas no miR2275-like motif was found to be enriched in the premeiotic *24-PHAS* loci (Dataset S11). Moreover, none of the 20- to 22-nt motifs enriched in the premeiotic *24-PHAS* loci were similar to known maize miRNAs in sequences (Dataset S11), suggesting that the maize premeiotic 24-nt phasiRNAs are not triggered by miRNAs.

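NanoPARE captures the 5′ ends of RNAs, including the ends that a small RNA-guided cut leaves on its target. For each anther sample the authors made a nanoPARE library and a Smart-seq2 RNA-seq library, and the EndCut step of their pipeline compared both with the sites predicted for each small RNA. The deposited tables, 1 for miRNAs and 1 for phasiRNAs per library, list each candidate site with its Allen score, its RPM and an adjusted P value. The Allen score is a penalty for mismatches between the small RNA and its site, and the RPM gives the reads that begin at the site, scaled to the reads of the library. The tables of 46 libraries covered 7 varieties: the maize inbred lines B73, HP301, Il14H and Oh43, and the teosintes TIL11, TIL25 and RIL003. No table of NC358 was at hand, and NC358 was not analysed here. Each variety and anther length had 2 or 3 biological replicates. Depth was worked out from the steps between RPM values and ranged from 1.71 to 18.7 M reads per library, with a median of 7.47 M. The libraries of TIL25 anthers at 0.4 mm were the shallowest of the varieties, at 1.71 to 2.56 M reads. A pair of a small RNA and a target was counted in a library when its adjusted P value was below 0.05. Following the authors' rule, a pair was positive in a group when it passed in at least 2 replicates. Libraries were compared by an exact permutation test on log2(interactions + 1), two-sided, with labels exchanged only within a variety. Loci were compared by Fisher's exact test, also two-sided, and the p-values of all 36 tests were adjusted together by the Benjamini-Hochberg method.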

To validate the phasiRNA triggers in the *Zea* varieties, we performed nanoPARE (28) analyses on the same anther materials we used for sRNA-seq. 

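In the maize inbred lines, miR2118 had 117.1 ± 12.8 (SD, n = 9 libraries) interactions with *21-PHAS* precursors per library at the premeiotic 0.4-mm stage. At the meiotic 2-mm stage the number was 3.67 ± 2.55 (SD, n = 9), a log2 difference of 4.85 (exact permutation p = 0.000278, the smallest this design allows, adjusted p = 0.00167). Every 0.4-mm library, at 93 to 135 interactions, lay above every 2-mm library, at 1 to 8. In TIL11 the number fell from 102.4 ± 16.6 (SD, n = 5) in premeiotic anthers to 2.50 ± 2.26 (SD, n = 6) in meiotic anthers (log2 difference 5.22, exact permutation p = 0.00216, the smallest possible, adjusted p = 0.00974). RIL003 had 87.0 ± 13.2 (SD, n = 5) and 36.3 ± 13.7 (SD, n = 3) interactions, a log2 difference of 1.28 (exact permutation p = 0.0179, the smallest possible, adjusted p = 0.0536). TIL25, for which the legend of Fig. 1 gives 2 mm as meiotic but whose later libraries are of 1.5 mm, went the other way, with 63.0 ± 10.5 (SD, n = 3) at 0.4 mm and 86.7 ± 9.71 (SD, n = 3) at 1.5 mm (log2 difference −0.46, exact permutation p = 0.100, the smallest that 3 libraries against 3 allow, adjusted p = 0.180). That direction reversed to a log2 difference of 0.19 when only adjusted P values below 0.01 were counted. Interactions of miR2275 with *24-PHAS* precursors rose in the maize inbred lines from 3.22 ± 2.17 (SD, n = 9) to 45.0 ± 22.3 (SD, n = 9) per library, and the premeiotic-to-meiotic log2 difference was −3.33 (exact permutation p = 0.000556, adjusted p = 0.00286). The same difference was −2.81 in TIL11 (5 libraries against 6, exact permutation p = 0.0368, adjusted p = 0.0946), −3.95 in RIL003 (5 against 3, exact permutation p = 0.0357, adjusted p = 0.0946) and −2.88 in TIL25 (3 against 3, exact permutation p = 0.100, adjusted p = 0.180). None of these 3 values passed the adjustment. Of the settings tried on the log2 scale, an Allen score of at most 4 moved the miR2118 difference of the maize inbred lines most, from 4.85 to 4.03 (exact permutation p = 0.000278). Positive pairs covered 104 of 430 *21-PHAS* loci in B73 (24.2%), 110 of 474 in HP301 (23.2%), 103 of 456 in Il14H (22.6%), 112 of 432 in Oh43 (25.9%) and 125 of 466 in TIL11 (26.8%). Of the *24-PHAS* loci, 4 were detected as miR2275 targets in B73, against 46 to 73 in the other varieties. The B73 libraries of 2 mm held 20 and 3 interactions, so few pairs could pass in both. Libraries of AGO18 heterozygotes, described below and called on the same B73 loci, gave 58 detected loci. The low number of B73 thus need not be a difference between varieties. The passing sites held a median of 15.0 reads for miR2118 and 152.9 reads for miR2275.

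**Figure D1:**
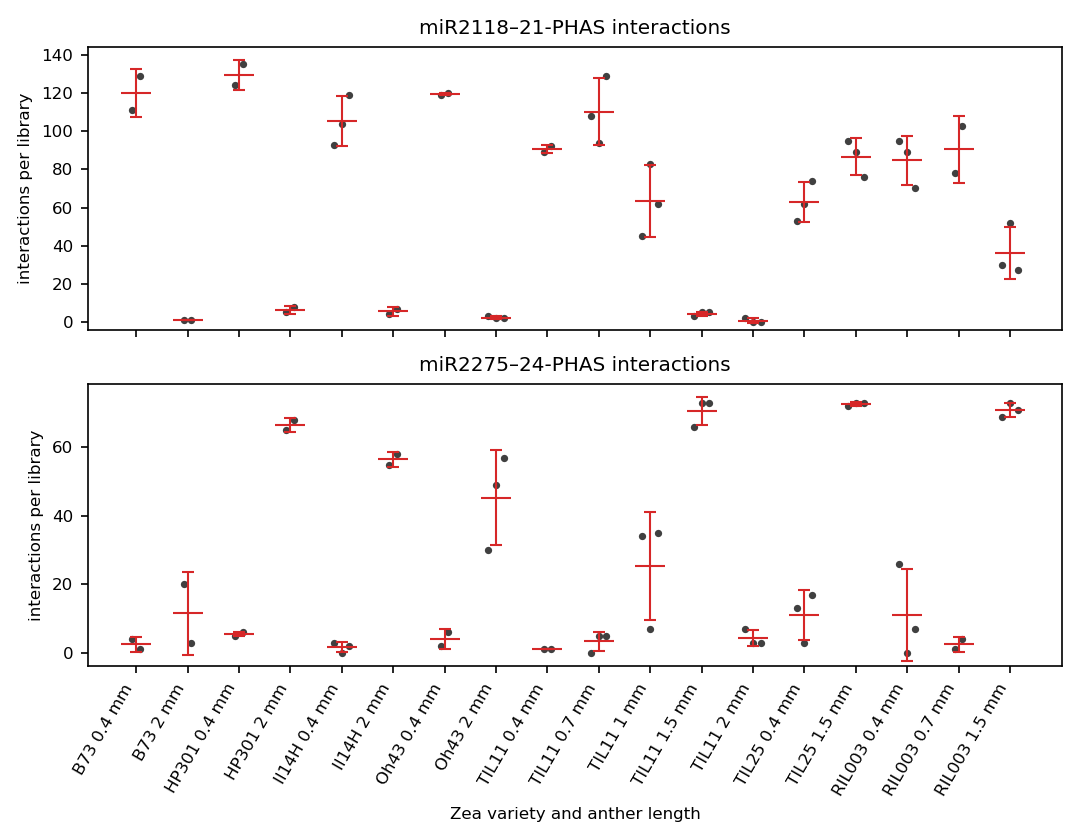
Interactions per library (y axis) of miR2118 with *21-PHAS* (top) and of miR2275 with *24-PHAS* (bottom) by variety and anther length (x axis). Points are libraries, long bars means and short bars SD. The maize inbred lines lie at 93 to 135 miR2118 interactions at 0.4 mm and at 1 to 8 at 2 mm.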

In line with our predictions above, many *21-PHAS* precursors and meiotic *24-PHAS* precursors were targeted by miR2118 or miR2275 (Dataset S12, Sheets 1 and 3 to 22). In TIL11, we observed the largest number of miR2118–*21-PHAS* interactions at 0.7 mm compared to the other stages, and the largest number of miR2275–*24-PHAS* at 1.5 mm (Dataset S12, Sheet 1), indicating stage-specific biogenesis of reproductive phasiRNAs. 

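In TIL11, the number of miR2118–*21-PHAS* interactions per library was 90.5 ± 2.12 (SD, n = 2) at 0.4 mm, 110.3 ± 17.6 (SD, n = 3) at 0.7 mm and 63.3 ± 19.0 (SD, n = 3) at 1 mm. It was 4.33 ± 1.15 (SD, n = 3) at 1.5 mm and 0.667 ± 1.15 (SD, n = 3) at 2 mm. The pairs positive in a stage numbered 71, 116, 59, 2 and 0 in the same order. The 0.7-mm libraries differed from the 11 others by a log2 difference of 3.18 (exact permutation p = 0.0467, adjusted p = 0.112), which did not pass the adjustment. Their range, 94 to 129, was above the highest of the others, 92. For miR2275–*24-PHAS*, the numbers were 1.00 ± 0 (SD, n = 2), 3.33 ± 2.89, 25.3 ± 15.9, 70.7 ± 4.04 and 4.33 ± 2.31 (SD, n = 3 each). The 1.5-mm libraries, at 66 to 73 interactions, exceeded all the others, at 0 to 35 (log2 difference 3.66, exact permutation p = 0.00275, the smallest that 3 libraries among 14 allow, adjusted p = 0.0110). The miR2118 pair with the lowest adjusted P value joined miR2118b-5p to TIL11_21PHAS_17348 on chromosome 4 of the TIL11 assembly, from 8204819 to 8206145, with 8.86 ± 3.18 RPM (SD, n = 3) at 0.7 mm. The corresponding miR2275 pair was on TIL11_24PHAS_11034 on chromosome 2, from 214824250 to 214826364, with 105.9 ± 39.0 RPM (SD, n = 3) at 1.5 mm.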

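The classes of *24-PHAS* loci were taken from Dataset S2 for B73, HP301, Il14H, Oh43 and TIL11, and the copy at hand holds only part of the lists of TIL25 and RIL003. Of 281 premeiotic loci in these 5 varieties, 3 were detected as miR2275 targets (1.07%, 95% Wilson interval 0.364 to 3.09%). Of 829 meiotic loci, 234 were (28.2%, interval 25.3 to 31.4%), and the classes differed by Fisher's exact test (p = 1.47e-29, adjusted p = 5.29e-28). Within the varieties, the shares were 2 of 47 and 61 of 176 in HP301 (Fisher's exact p = 7.60e-06, adjusted p = 6.84e-05) and 1 of 35 and 50 of 157 in Il14H (exact p = 0.000196, adjusted p = 0.00141). No premeiotic locus was detected in Oh43 (0 of 79, against 46 of 186 meiotic loci, Fisher's exact p = 1.79e-08, adjusted p = 2.15e-07) or in TIL11 (0 of 45 against 73 of 156, exact p = 5.62e-11, adjusted p = 1.01e-09). The 46 loci of Oh43 fell to 39, 25 and 24 with each 2-mm library left out in turn. In B73 the difference did not pass (0 of 75 against 4 of 154, Fisher's exact p = 0.306, adjusted p = 0.441). With 1 replicate enough it did, at 0 of 75 against 20 of 154 (Fisher's exact p = 0.000295). A count of 0 allows a share of up to 4.00% in B73, 3.80% in Oh43 and 6.67% in TIL11, and these limits, like the intervals, cover counting error only. Fisher's test takes loci as independent, although the loci of a variety were called from the same libraries. The pooled test also joins related genomes, in which corresponding loci may recur, so its p-value can be too small. Sites were listed for few premeiotic loci, 4 with miR2275 (1.42%) against 382 meiotic loci (46.1%), and 14 with any miRNA. Among loci with a listed site alone, the direction reversed, with premeiotic loci 13.7 percentage points higher (Fisher's exact p = 1.00), the largest move of any setting. Counted library by library, the passing sites of premeiotic loci numbered 6, all of them miR2275 sites on the 3 positive loci.

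**Figure D2:**
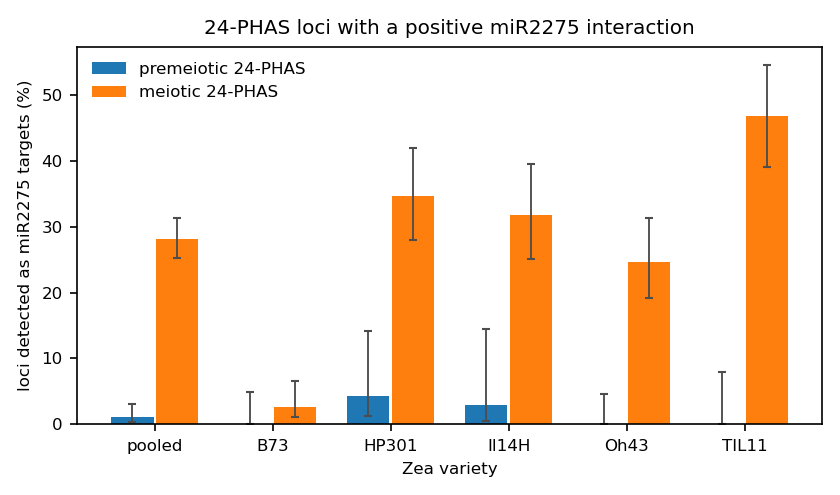
Percent of premeiotic and meiotic *24-PHAS* loci with a positive miR2275 interaction (y axis), pooled and in each variety (x axis). Bars are shares of loci and error bars 95% Wilson intervals. The pooled shares are 1.07% and 28.2%.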

Notably, premeiotic *24-PHAS* precursors were rarely targeted by miR2275 or any other known miRNAs based on our nanoPARE analysis (Dataset S12, Sheet 1). This result confirms that the premeiotic 24-nt phasiRNAs are likely not triggered by miRNAs.

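The 3 premeiotic loci were positive at 2 mm. HP301_24PHAS_1947 lies on chromosome 1 of the HP301 assembly from 177829683 to 177831484 and had 99.8 ± 68.8 RPM (SD, n = 2) at its miR2275 site, or 955 and 1955 reads. HP301_24PHAS_1964, on chromosome 1 from 178797847 to 178798866, had 102.7 ± 95.4 RPM (SD, n = 2). Il14H_24PHAS_11434, on chromosome 4 of the Il14H assembly from 14789074 to 14791283, had 4.97 ± 5.72 RPM (SD, n = 2). The spread between replicates was close to or above the mean at 2 of these 3 sites. The paper concludes that miRNAs likely do not trigger premeiotic 24-nt phasiRNAs. It draws on predicted target sites and motif enrichment, besides the rarity of cleavage of premeiotic precursors by miR2275 or other known miRNAs.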

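Positive pairs of miRNAs with transcripts outside *PHAS* loci fell on 34 genes in B73, 29 in HP301, 46 in Il14H, 50 in Oh43, 74 in TIL11 and 43 in TIL25. In RIL003, whose transcripts the authors assembled from the RNA-seq and nanoPARE reads, they fell on 101 transcripts. TIL11 was represented by 14 libraries, RIL003 by 8 and the other varieties by 4 to 6. Sites of miRNAs other than miR2118 and miR2275, those on *PHAS* loci included, passed on a median of 3.00 reads, and 28.5% of the 4750 passing sites held 1 read or less.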

Using the nanoPARE data, we also detected several miRNA-mediated mRNA cleavage events in each *Zea* variety (Dataset S12, Sheet 2). 

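Dataset S12 lists 61 pangene sets, groups of corresponding genes in several *Zea* genomes, that hold a miRNA target. Its 168 genes in the 6 analysed varieties with pangene annotation all had a positive pair in the deposited tables. The largest families by sets were miR396 with 14 sets and 45 genes, miR160 and miR167 with 8 sets each and 32 and 14 genes, and miR171 with 7 sets and 28 genes.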

Notably, several of the miRNA families mediate cleavage of mRNAs encoded by orthologous genes in several of the *Zea* genomes. For example, miR160, miR171, and miR396 each regulates one or two genes that are highly conserved (i.e., within a pangene set) across all *Zea* varieties with available pangene annotation (i.e., except RIL003), plus several other genes that are in a pangene set comprising fewer *Zea* genomes. 

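Of the sets with a gene in all 7 annotated varieties, NC358 among them, 6 had a positive gene in each of the 6 analysed. The miR160 set Zm00001eb045640 passed in 4 of 4 B73 libraries with 0.432 ± 0.521 RPM (SD, n = 4), in 9 of 14 TIL11 libraries with 0.714 ± 0.358 RPM (SD, n = 9) and in 2 of 6 TIL25 libraries with 0.916 ± 0.396 RPM (SD, n = 2). The miR171 sets were Zm00001eb186770, with 0.610 ± 0.128 RPM (SD, n = 3) in B73, and Zm00001eb429450, with 0.223 ± 0.167 RPM (SD, n = 4). The miR396 sets were Zm00001eb430300, with 1.17 ± 0.897 RPM (SD, n = 3) in B73, and Zm00001eb071830, with 1.55 ± 1.91 RPM (SD, n = 2). The miR394 set was Zm00001eb143020, with 0.422 ± 0.235 RPM (SD, n = 3) in B73. These means cover passing libraries only, so they do not rank the genes or the varieties. The tables give no gene symbols for these identifiers, and none of them matched the gene names at hand.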

The highly conserved miRNA-target pairs are likely to play a key role in regulating anther development.

An analysis of phasiRNA targets showed that, in every *Zea* variety, phasiRNAs regulate a small number of protein-coding transcripts, and only a few targets of the meiotic 24-nt phasiRNAs, belonging to two pangene sets, are conserved in three or four *Zea* varieties (Dataset S13, Sheet 2). These results suggest that either the majority of reproductive phasiRNAs function via a mechanism other than mediating mRNA cleavage or they act on only a small number of target genes that diverged rapidly in the *Zea* genus. 

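Positive phasiRNA pairs outside *PHAS* loci fell on 4 genes in B73, 1 in HP301, 3 in Il14H, 5 in Oh43, 8 in TIL11 and 14 in TIL25. All of these genes are among those that the paper lists in Dataset S13. Single libraries held 4.00 ± 2.16 (SD, n = 4) such genes in B73 and 8.43 ± 2.17 (SD, n = 14) in TIL11. In the 5 varieties with classed loci, no positive pair came from a premeiotic *24-PHAS* locus. In TIL25, 1 of the 14 genes, Zx00003aa004712, is listed by the paper as a target of premeiotic 24-nt phasiRNAs. Its pair with TIL25_24PHAS_3485 passed in 2 libraries of 1.5 mm with 0.305 ± 0.104 RPM (SD, n = 2), or 1 and 2 reads. RIL003, which has no pangene annotation, had positive pairs on 79 assembled transcripts. Of 834 passing RIL003 pairs on transcripts, 733 (87.9%) also passed on a *PHAS* locus with the same small RNA, library and RPM, against 17.9 to 61.1% in the other varieties.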

Consistent with a prior study in maize and rice (12), 21-nt phasiRNAs can mediate *cis*-cleavage in all *Zea* varieties (Dataset S13, Sheets 1 and 3 to 22). 

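A pair was counted as *cis* when the phasiRNA came from the target locus itself. Positive *cis* pairs of 21-nt phasiRNAs numbered 6 in B73, 2 in HP301, 20 in Il14H, 5 in Oh43, 22 in TIL11, 19 in TIL25 and 14 in RIL003. These calls rest on few reads, with a median of 2.00 per passing site, and 47.2% of the 572 passing sites held 1 read or less. Passing *cis* sites of 21-nt and of 24-nt phasiRNAs had a median Allen score of 0, and nearly every listed *cis* pair passed. In the B73 0.4-mm libraries, 20 of 20 and 25 of 25 listed 21-nt *cis* pairs did. The threshold on the adjusted P value thus selected little among *cis* pairs. With at least 2 reads required, a setting chosen after the data were seen, the total of 88 positive pairs fell to 49. Of the *cis* sites of 21-nt phasiRNAs in all libraries, the *ago18* ones included, 15 of 615 (2.44%) were also passing sites of miR2118, miR482 or miR2275.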

Our analyses also detected many *21-PHAS* precursors that are targeted by 21-nt phasiRNAs *in trans* (Dataset S13, Sheet 1). Furthermore, meiotic 24-nt phasiRNAs also mediate *cis*-cleavage and/or *trans*-cleavage of other *24-PHAS* precursors in most of the varieties (Dataset S13, Sheet 1). In contrast, the premeiotic 24-nt phasiRNAs do not mediate *cis*- or *trans*-cleavage of *PHAS* precursors in nearly all the varieties with the exception of two *cis*-cleavage events detected in B73). These results suggest that the premeiotic 24-nt phasiRNAs are distinct from the meiotic 24-nt phasiRNAs (and the 21-nt phasiRNAs) in their abilities to mediate *PHAS* precursor cleavage.

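Positive *trans* pairs of 21-nt phasiRNAs, in which the phasiRNA came from another locus, numbered 48 in B73, 3 in HP301, 6 in Il14H, 52 in Oh43, 44 in TIL11, 75 in TIL25 and 78 in RIL003. Most came from single source loci. B73_21PHAS_54597, on chromosome 10 from 120346275 to 120348687, was the source of 47 of the 48 pairs in B73 at 0.4 mm, and Oh43_21PHAS_39902, on chromosome 10 of the Oh43 assembly from 119892627 to 119894661, of all 52 in Oh43. In TIL11, TIL11_21PHAS_45236 was the source of 32 of 37 pairs at 0.7 mm. The major small RNA of each of these loci is the 22-nt UUCCUGAUGCCUCUCAUUCCUA, which has 2 mismatches to miR2118b-5p. Across all libraries, 1286 of 1639 *trans* sites of 21-nt phasiRNAs (78.5%) were also passing sites of miR2118, miR482 or miR2275 in the same library. With those sites left out, a setting chosen after the data were seen, the 306 positive pairs of the varieties fell to 55.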

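Positive *cis* pairs of 24-nt phasiRNAs numbered 3 in B73, 7 in HP301, 2 in Il14H, 3 in Oh43, 22 in TIL11, 24 in TIL25 and 37 in RIL003. Their *trans* pairs numbered 5 in HP301, 11 in Il14H, 9 in TIL11, 67 in TIL25, 76 in RIL003 and 0 in B73 and Oh43. Of 374 passing *cis* sites, 41.4% held 1 read or less. None of 424 *cis* sites, but 269 of 629 *trans* sites (42.8%), coincided with a passing site of those miRNAs. In Il14H, 10 of the 11 *trans* pairs came from Il14H_24PHAS_28164, on chromosome 10 from 72566436 to 72567360. Its major small RNA, UUCAGUUUCCUCUAAUAUCUCA, has 0 mismatches to miR2275c-3p. Leaving the shared sites out reduced the total of the varieties from 168 to 96 *trans* pairs.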

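Among classed loci, 2 of 281 premeiotic *24-PHAS* loci (0.712%, 95% Wilson interval 0.195 to 2.56%) and 35 of 829 meiotic loci (4.22%, interval 3.05 to 5.82%) had a positive *cis* pair (Fisher's exact p = 0.00317, adjusted p = 0.0114). This pooled test again took loci of related genomes and shared libraries as independent. TIL11, with 22 of 156 meiotic and 0 of 45 premeiotic loci, was the only variety that passed by itself (Fisher's exact p = 0.00499, adjusted p = 0.0163). In HP301, Il14H and Oh43, the p-values were 0.350, 1.00 and 0.557. In B73 the direction was the opposite, with 2 of 75 premeiotic loci against 1 of 154 meiotic loci (Fisher's exact p = 0.251). The pair of B73 loci were B73_24PHAS_4019, on chromosome 1 from 172544492 to 172551593, and B73_24PHAS_55682, on chromosome 10 from 146955125 to 146957141. Their sites held 0.267 ± 0.270 RPM (SD, n = 2), or 1 and 6 reads, and 0.114 ± 0.0545 RPM (SD, n = 2), or 1 and 2 reads. Neither stayed positive with at least 2 reads required at the site. When a pair passing in 1 replicate was enough, the pooled difference of −3.51 percentage points became −3.26 (Fisher's exact p = 0.127). In B73 that setting gave 11 of 75 premeiotic loci against 3 of 154 meiotic loci (Fisher's exact p = 0.000390). As sources of *trans* pairs, 0 of 281 premeiotic loci (a limit of 1.07%) and 7 of 829 meiotic loci (0.844%) did not differ (Fisher's exact p = 0.202, adjusted p = 0.316). With 1 replicate enough, the *trans* difference was −3.15 percentage points (Fisher's exact p = 0.00483).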

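Without the need for a second replicate, 29 of the 281 premeiotic loci were the source of a site that passed in at least 1 library, out of 109 that were the source of any listed site. Counted library by library, the passing premeiotic sites included 22 in *cis*, with those of the 2 positive B73 pairs among them, and 2 in *trans*, the latter in TIL11. From the scarcity of premeiotic *cis* and *trans* events, the paper proposes that premeiotic 24-nt phasiRNAs differ from meiotic 24-nt and 21-nt phasiRNAs in their ability to direct precursor cleavage.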

### *AGO18* Genes Are Essential for Normal Accumulation of Meiotic 24-nt PhasiRNAs But Not the Premeiotic 24-nt PhasiRNAs.

AGO18b is known to load 21- and 24-nt phasiRNAs in maize (7), and in rice, the single-copy *AGO18* gene has been shown to be crucial for male fertility (29). To understand the role of the *AGO18* genes in maize anther development and phasiRNA pathways, we generated a triple knockout mutant of all three *AGO18* copies (*SI Appendix*, Fig. S1*E*) by crossing an *ago18a;b* double null mutant that we generated previously using CRISPR-Cas9 (30) with a *ago18c* null mutant obtained from the Mu-Illumina population (31) (*SI Appendix*, Fig. S11). The triple homozygous mutant exhibited no obvious defect in fertility, forming fertile tassels and anthers, viable pollen grains, and fully pollinated ears when self-pollinated (*SI Appendix*, Fig. S12), suggesting that the *AGO18* genes are dispensable for male and female fertility under normal growth conditions.

Our RNA-seq analyses of developing anthers detected only 47 genes differentially expressed between the triple homozygous mutant plants and their triple heterozygous siblings at 0.5 mm (premeiotic), one gene differentially expressed at 2 mm (meiotic), and none at 5 mm (postmeiotic) (FC > 1.5, FDR < 0.05; Dataset S14), suggesting that loss of *AGO18* genes has a minor impact on the anther mRNA transcriptome. Using sRNA-seq, we detected, at the 0.5- and 2-mm stages, only one *21-PHAS* locus that was differentially expressed between the *ago18* triple mutant and its triple heterozygous siblings, whereas at the 5-mm stage, three *21-PHAS*, two premeiotic *24-PHAS*, and 123 meiotic *24-PHAS* loci were significantly down-regulated in the mutant (Fig. 4*A* and Dataset S15). Accordingly, by the 5-mm stage, the total abundance of meiotic 24-nt phasiRNAs was also down-regulated dramatically, with average CPM decreasing from 46,664.8 to 3,987.3 (FC = 11.7; *P* = 3.8 × 10^−3^) (Fig. 4*B*). In contrast, the total abundance of the 21-nt phasiRNAs or premeiotic 24-nt phasiRNAs was not down- or up-regulated significantly at any of the three stages (*SI Appendix*, Fig. S13). In addition, we detected only three differentially accumulated miRNAs, including a putative miR159 and a putative miR2275 (Dataset S16). Together, these sRNA-seq results suggest that the *AGO18* genes play a key role in the normal accumulation of meiotic 24-nt phasiRNAs and a minor role in that of the 21-nt phasiRNAs, premeiotic 24-nt phasiRNAs, and miRNAs.

**Fig. 4.**
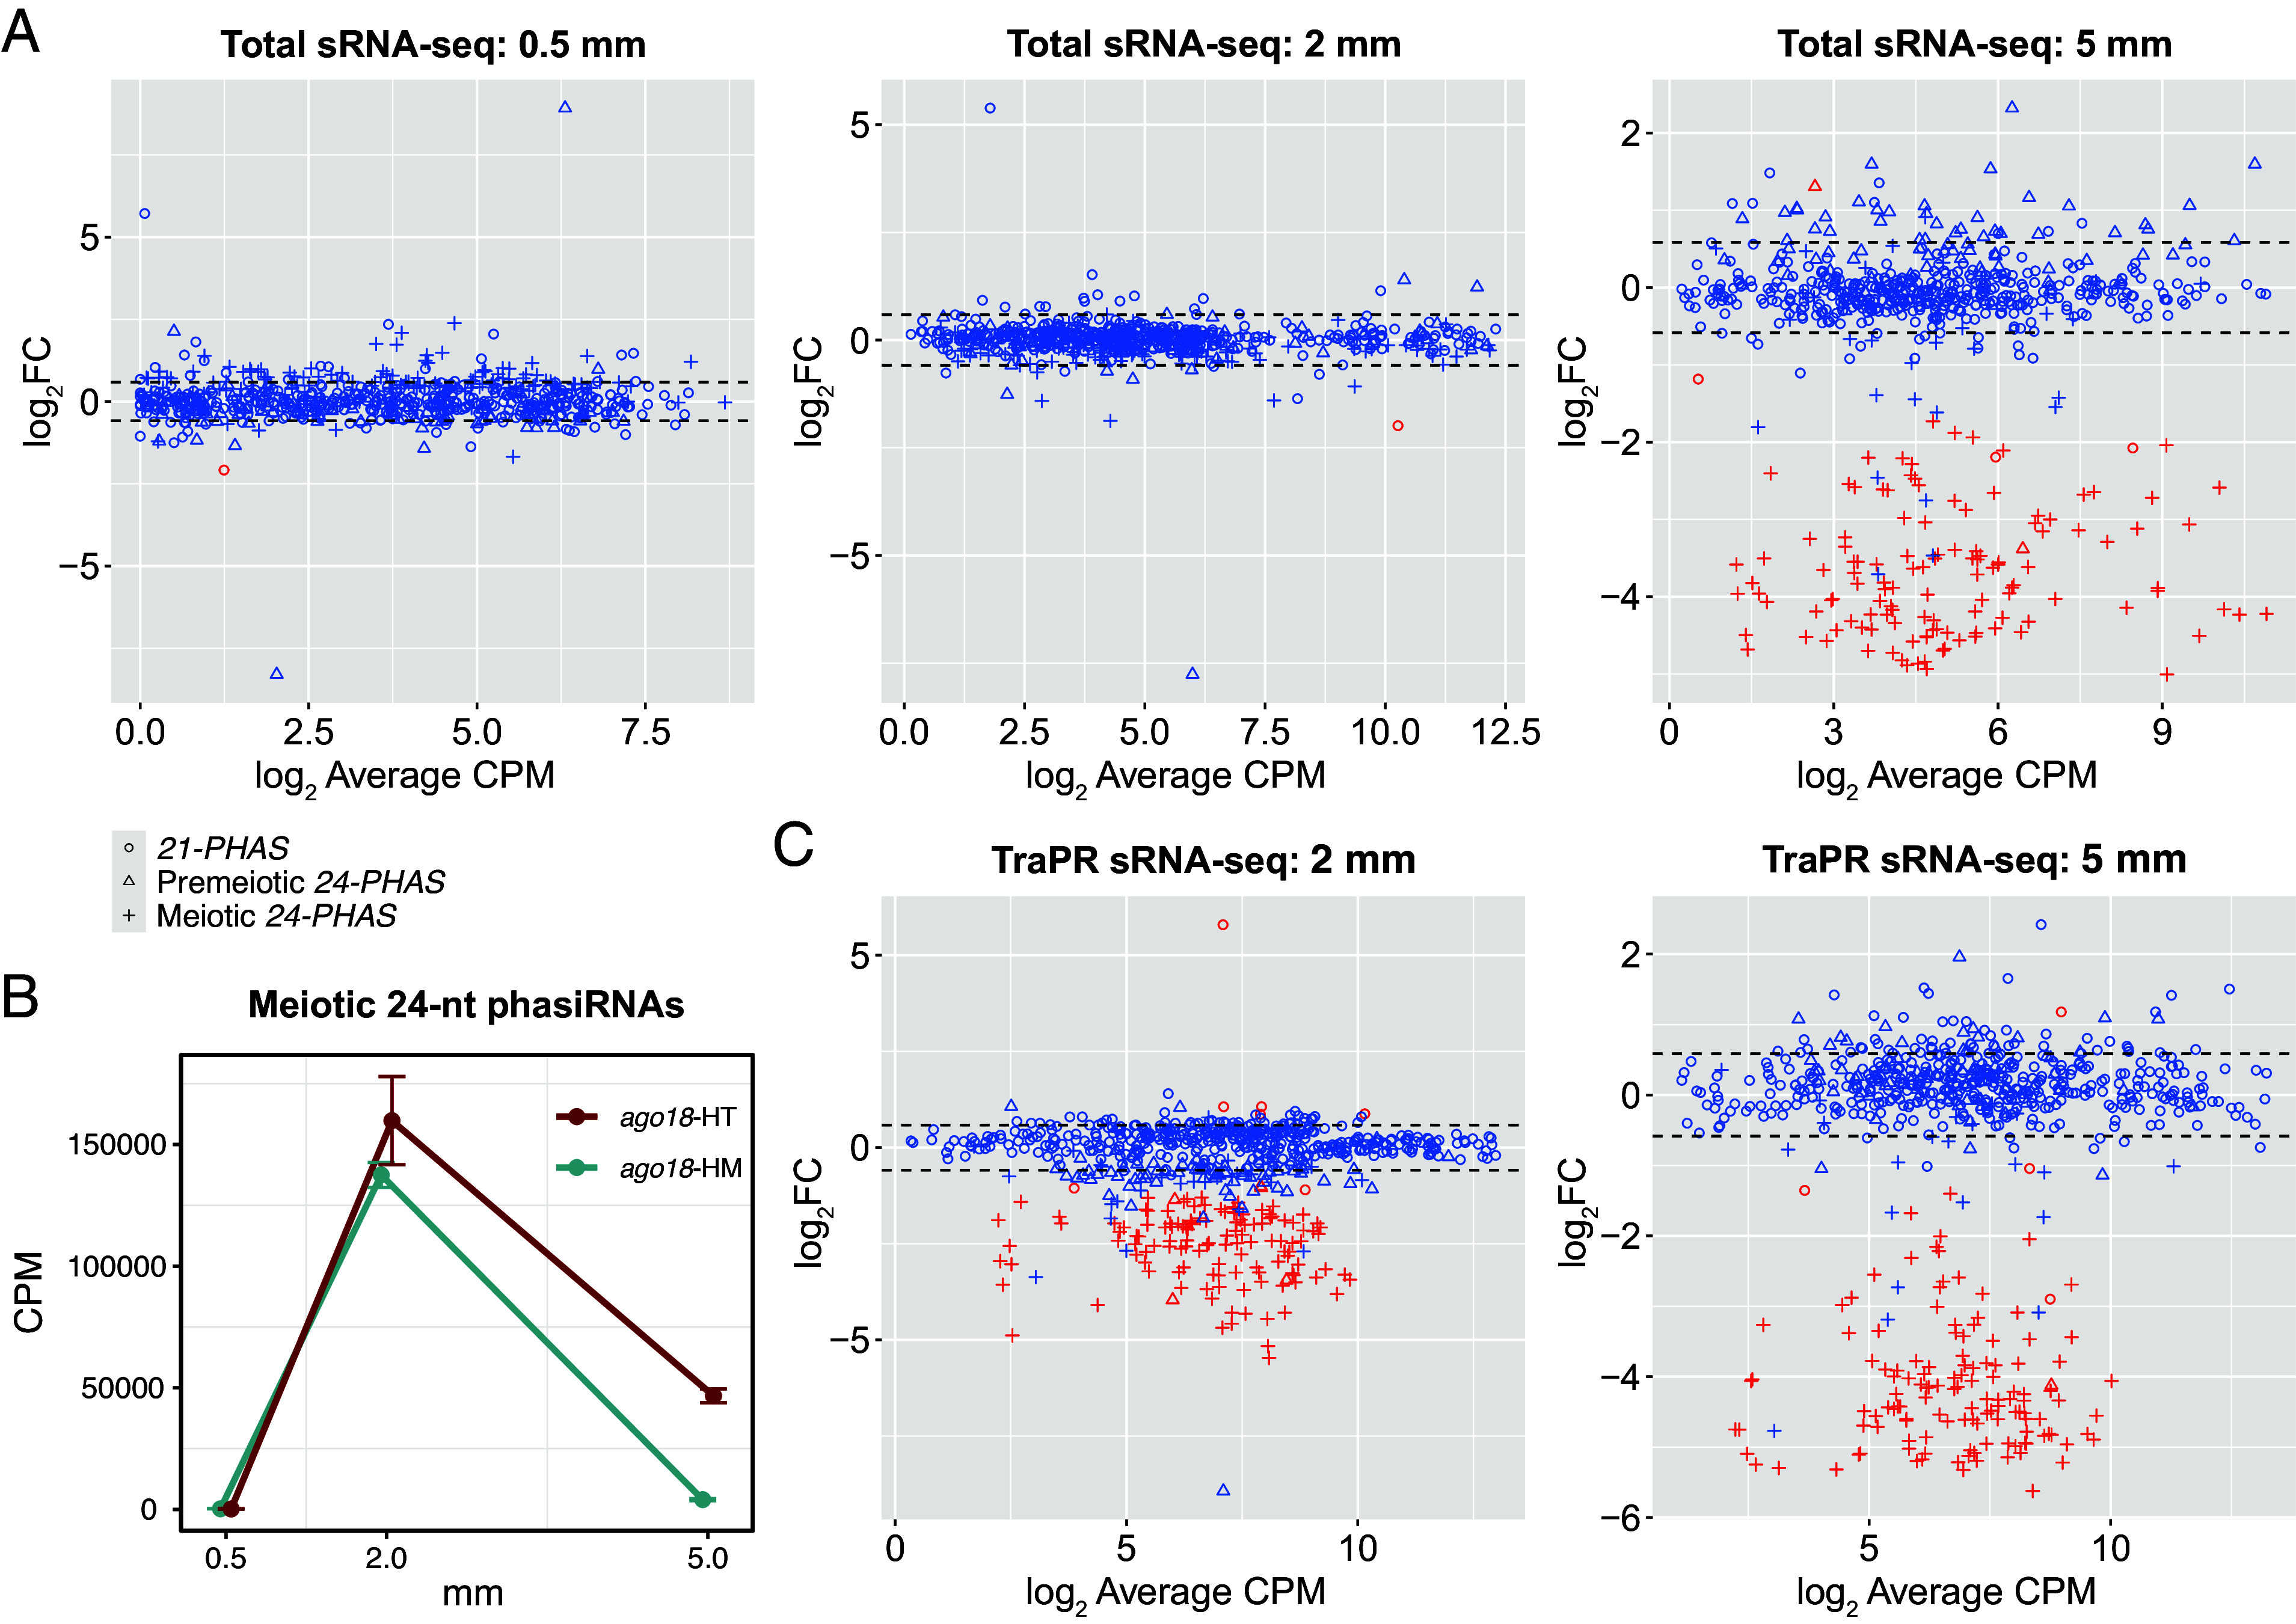
Total sRNA-seq and TraPR sRNA-seq analyses of the *ago18* triple mutant anthers. (*A*) Mean-difference (MA) plots of *PHAS*loci based on sRNA-seq. (*B*) Total abundance (mean ± SE) of meiotic 24-nt phasiRNAs in *ago18* triple homozygous mutant plants (*ago18*-HM) and their triple heterozygous siblings (*ago18*-HT). Results of Student’s *t* test are shown in *SI Appendix*, Fig. S13. (*C*) MA plots from differential accumulation analyses of phasiRNA abundance per loci based on TraPR sRNA-seq. In *A* and *C*, average CPM values were calculated for only triple heterozygous samples. Significantly differentially expressed loci (FC > 1.5, FDR < 0.05) are represented by red circles/triangles/plus signs, and the other loci in blue. Dash lines indicate FC = ±1.5 (i.e., log_2_FC = ±0.585).

To characterize the impact of loss of *AGO18* genes on the profile of AGO-loaded sRNAs, we carried out high-throughput sequencing of sRNAs isolated using the TraPR method (32) from 2- and 5-mm anthers of the *ago18* triple mutant. In contrast to the total sRNA-seq results described above, 98 meiotic *24-PHAS* loci, two premeiotic *24-PHAS* loci, and two *21-PHAS* loci were already down-regulated in phasiRNA abundance at 2 mm. At the 5-mm stage, 129 meiotic *24-PHAS* loci, one premeiotic *24-PHAS*, and four *21-PHAS* loci were down-regulated in the mutant (Fig. 4*C* and Dataset S17). Moreover, the total abundance of meiotic 24-nt phasiRNAs demonstrated significant downregulation at 2 and 5 mm, whereas the premeiotic 24-nt phasiRNAs did not show this (*SI Appendix*, Fig. S14). Together, our total sRNA-seq and TraPR sRNA-seq analyses indicate that, at 2 mm, the loss of *AGO18* genes does not affect the abundance of meiotic 24-nt phasiRNAs, but significantly fewer meiotic 24-nt phasiRNAs are loaded onto AGOs, suggesting that AGO18 proteins are essential for loading meiotic 24-nt phasiRNAs but not for their accumulation at the 2-mm stage. In contrast, at the 5-mm stage, AGO18 proteins are essential for both loading and accumulation of 24-nt phasiRNAs.

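The *ago18* plants carry mutations in all 3 AGO18 genes, and homozygous mutants were compared with heterozygous siblings at each anther length. The deposited tables cover 17 libraries, 9 of the mutant and 8 of the heterozygote, made and mapped to the B73 genome as for B73. Depth ranged from 1.35 to 12.0 M reads per library. At 0.5 mm the mutant libraries held 1.35, 5.40 and 2.22 M reads against 9.06 and 6.22 M in the heterozygote. The tables do not measure expression of the AGO18 genes. They list 3 candidate sites on AGO18a (Zm00001eb104820), 7 on AGO18b (Zm00001eb050240) and 0 on AGO18c (Zm00001eb320080), none of them passing, so the genotype labels could not be checked. Over all lengths, the mutant had 57.6 ± 24.2 (SD, n = 9) miRNA-mediated interactions per library and the heterozygote 99.9 ± 66.0 (SD, n = 8). The log2 difference was −0.60 (exact permutation test within lengths, two-sided, p = 0.0740, adjusted p = 0.166). It was −1.23 at 0.5 mm (3 libraries against 2, exact permutation p = 0.100, the smallest possible), −0.67 at 2 mm (3 against 3, p = 0.400) and −0.30 at 5 mm (3 against 3, p = 0.500). For phasiRNAs the numbers were 16.1 ± 18.0 (SD, n = 9) and 43.0 ± 48.4 (SD, n = 8), a log2 difference of −1.13 (exact permutation p = 0.121, adjusted p = 0.208). By length, it was −1.58 at 0.5 mm (3 against 2, exact permutation p = 0.100), −0.93 at 2 mm (3 against 3, p = 0.500) and −1.71 at 5 mm (3 against 3, p = 0.200). No test by length could reach 0.05, since the smallest p these designs allow was 0.100, or 0.200 for phasiRNAs at 5 mm. With each library left out in turn, the miRNA difference ranged from −1.18 to −0.287 at 2 mm and from −0.60 to 0.0530 at 5 mm. The phasiRNA difference ranged from −2.40 to 0.00341 at 2 mm and from −2.15 to −0.989 at 5 mm. The means were lower in the mutant at each length, and only at 0.5 mm did every mutant library lie below every heterozygote library. Heterozygote 2-mm replicate 3, with 41 miRNA and 1 phasiRNA interactions, lay below the mutant libraries of 2 mm. Without it the differences were −0.74 (exact permutation p = 0.0280) and −1.61 (exact permutation p = 0.0110). The 0.5-mm libraries, 3 of the mutant and 2 of the heterozygote, weigh unequally in the means over all lengths. With the differences averaged within lengths, a setting chosen after the data were seen, they were −0.73 for miRNAs (exact permutation p = 0.0222) and −1.40 for phasiRNAs (exact permutation p = 0.0275), both under 0.05 before adjustment. The setting that moved these results most was the share of listed pairs that pass, under which the direction reversed, to 0.458 percentage points for miRNAs (exact permutation p = 0.647) and 0.112 for phasiRNAs (exact permutation p = 0.869). Pairs positive in at least 2 replicates numbered 63 in the mutant and 122 in the heterozygote at 0.5 mm for miRNAs, 37 and 97 at 2 mm, and 21 and 30 at 5 mm. For phasiRNAs they numbered 27 and 71, 2 and 25, and 3 and 4.

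**Figure D3:**
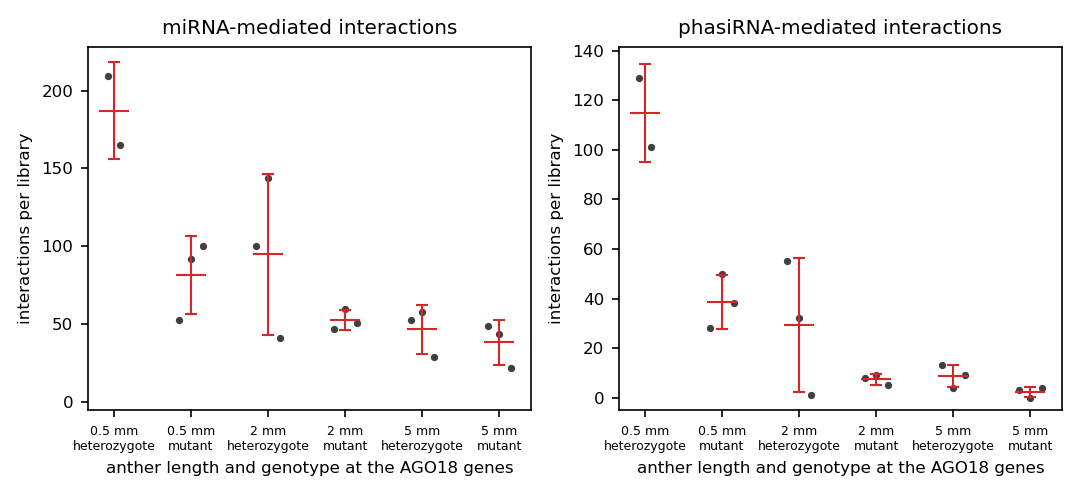
Interactions per library (y axis) of miRNAs (left) and phasiRNAs (right) by anther length and genotype (x axis). Points are libraries, long bars means and short bars SD. The heterozygote at 2 mm spans 41 to 144 miRNA interactions, across the mutant range of 47 to 60.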

NanoPARE analyses of 0.5-, 2-, and 5-mm anthers of the *ago18* triple mutant demonstrated that for both miRNAs and reproductive phasiRNAs, the sRNA-target interactions were consistently fewer in the mutant compared to their heterozygous siblings (Dataset S18), suggesting that AGO18 facilitates miRNA and phasiRNA-mediated gene silencing. Furthermore, at 0.5 and 2 mm, we detected many *trans*-cleavage events of *PHAS* precursors by 21-nt and meiotic 24-nt phasiRNAs, consistent with our analysis of wild-type maize varieties, yet most of the cleavage events were not detected in the triple mutant (Dataset S18), suggesting that the loading of 21-nt phasiRNAs and meiotic 24-nt phasiRNAs by AGO18 is crucial for *cis*- and *trans*-cleavage of reproductive *PHAS* precursors.

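At 0.5 mm, positive *trans* pairs of 21-nt phasiRNAs numbered 65 in the heterozygote and 26 in the mutant, and 22 of the 65 were positive in both. Of the 65, 37 passed in at least 1 mutant library. Single libraries held 81.5 ± 13.4 (SD, n = 2) and 26.7 ± 5.03 (SD, n = 3) such pairs. At 2 mm, *trans* pairs of 24-nt phasiRNAs numbered 18 in the heterozygote and 0 in the mutant, where 2 of the 18 passed in at least 1 library. Per library these were 13.7 ± 12.1 (SD, n = 3) and 0.667 ± 1.15 (SD, n = 3), and none of the 18 passed in every heterozygote replicate. One locus, B73_21PHAS_54597, was the source of 64 of the 65 pairs and of all 26, and B73_24PHAS_53395, on chromosome 10 from 72453877 to 72454822, of 17 at 2 mm. The latter's major small RNA equals miR2275c-3p. Positive miR2275–*24-PHAS* pairs at 2 mm were likewise fewer in the mutant, 5 against 58 in the heterozygote, and 19 of the 58 passed in at least 1 mutant library. The 3 heterozygote libraries held 66, 59 and 2 such interactions. With sites that also passed for a miRNA left out, a setting chosen after the data were seen, the 21-nt *trans* pairs of all *ago18* libraries fell from 92 to 11 and the 24-nt pairs from 18 to 1. The *cis* pairs of 21-nt phasiRNAs at 0.5 mm numbered 2 in the heterozygote and 0 in the mutant. Those of 24-nt phasiRNAs numbered 2 and 1 at 0.5 mm, 4 and 1 at 2 mm, and 1 and 1 at 5 mm. Of the passing *cis* sites, 69.8% of the 21-nt and 48.0% of the 24-nt ones held 1 read or less. From the events missing in the mutant, the paper proposes that AGO18 loaded with 21-nt and meiotic 24-nt phasiRNAs is needed for precursor cleavage in *cis* and in *trans*.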

## Discussion

We demonstrate that premeiotic 24-nt phasiRNAs are present in all the *Zea* varieties that we analyzed—including five maize inbred lines and three teosinte species/subspecies —and rice (Fig. 1 and *SI Appendix*, Fig. S8). In the *Zea* genus, premeiotic 24-nt phasiRNAs exhibited several similarities and differences compared to meiotic 24-nt phasiRNAs. The two types of 24-nt phasiRNAs are similar in that i) their genomic origins, which overlap predominantly with transposons (Fig. 2*D* and *SI Appendix*, Fig. S6); and ii) their dependence on DCL5 for biogenesis (Fig. 3). However, the premeiotic 24-nt phasiRNAs are unique in several aspects. First, their genomic loci are distinct and significantly longer than those of the 21-nt and meiotic 24-nt phasiRNAs (Fig. 2*C*). Second, they are likely not triggered by miRNA-mediated cleavage of *PHAS* precursors, but rather by an unknown mechanism (Dataset S11). Third, the vast majority of premeiotic 24-nt phasiRNAs are likely not loaded by AGO18, whereas many meiotic 24-nt phasiRNAs are (Fig. 4). Fourth, while both the 21-nt phasiRNAs and the meiotic 24-nt phasiRNAs can mediate cleavage of *PHAS* precursors, the premeiotic 24-nt phasiRNAs generally do not mediate *PHAS* precursor cleavage (Dataset S13). Together, these findings indicate that the premeiotic 24-nt phasiRNAs constitute a unique class of reproductive phasiRNAs with respect to both biogenesis mechanism and molecular function. We speculate that a possible reason that the premeiotic 24-nt phasiRNAs were not identified in previous work (1) was that the anther sRNA data were generated from the W23 *bz2* inbred line, but were aligned to the B73 reference genome for analyses, requiring zero mismatch in identifying *PHAS* loci. Thus, mapping sRNA data to the corresponding genome might be crucial; this is easier today than it was in 2015 because of the proliferation of high-quality genomes.

Our observations that only a small number of anther-expressed protein-coding genes are down-regulated in the *ago18* triple mutant (Dataset S14) but many *24-PHAS* loci are down-regulated in sRNA abundance (Fig. 4*A* and Dataset S15) suggest that in anthers the *AGO18* genes function predominantly in the reproductive phasiRNA pathways. The substantial differences we observed in total sRNA-seq versus TraPR sRNA-seq analyses of the *ago18* mutant—especially at the 2-mm stage (Fig. 4 *A* and *C*)—indicate that the meiotic 24-nt phasiRNAs can accumulate in maize anthers without being loaded onto an AGO protein, at least for a period of time. However, by the postmeiotic phase of anther development, the AGO18 proteins seem necessary for normal phasiRNA accumulation (Fig. 4*A*). This in turn suggests that the meiotic 24-nt phasiRNAs may have crucial functions during postmeiotic anther development. Nonetheless, the lack of an obvious phenotype of the *ago18* triple mutant (*SI Appendix*, Fig. S12), contradicting a prior report showing that the rice *AGO18* gene is crucial for male fertility (29), suggests that perhaps in maize other AGO protein(s) act redundantly or in a compensatory manner with AGO18 in the phasiRNA pathways.

In summary, this work demonstrates that the premeiotic 24-nt phasiRNAs are more broadly present—at least in the grass lineage—than previously thought. Our data provide significant insights into the biogenesis and molecular function of the premeiotic 24-nt phasiRNAs, including the roles of several biogenesis factors or effector proteins such as DCL5 and AGO18. However, the identity of the other key players in the premeiotic 24-nt phasiRNA pathway, and whether premeiotic 24-nt phasiRNAs exist in other grass species and more broadly across monocots, remains unknown. Therefore, more work will be needed to further understand the biogenesis, function, and evolution of these premeiotic 24-nt phasiRNAs.

## Materials and Methods

### Plant Materials and Growth.

Seeds of HP301, Il14H, NC358, Oh43, and TIL11 were provided by Matthew Hufford (Iowa State University), TIL25 seeds were provided by John Doebley (University of Wisconsin-Madison), and RIL003 seeds were obtained through the US National Plant Germplasm System (accession: PI 422162). The *ago18* triple mutant was generated by crossing a previously reported *ago18a;b* double mutant (30) with an *ago18c* mutant obtained from the Mu-Illumina population (insertion ID: mu-illumina_50570.7) (31); the *ago18* materials analyzed in this work are transgene-free. Maize plants were grown in greenhouses of the Donald Danforth Plant Science Center Plant Growth Facility under 14-h day length, 28 °C/24 °C temperature cycles, and 50% humidity, and the teosinte varieties were grown in a walk-in growth chamber at the same facility under 12-h day length, 28 °C/23 °C temperature cycles, and 40% humidity.

### Cytological Analysis.

Fresh anthers were fixed with 2% [v/v] paraformaldehyde, 2% [v/v] glutaraldehyde, and 0.1% [v/v] Tween-20 in 0.1 M PIPES [piperazine-*N,N'*-bis(2-ethanesulfonic acid)] buffer (pH 7.4) overnight, dehydrated using a concentration gradient of acetone (30%, 50%, 70%, 80%, 90%, and 100% [v/v]), embedded using a Quetol 651 - NSA Kit (no. 14640, Electron Microscopy Sciences), and polymerized at 60 °C. Embedded tissues were sectioned into 500 nm sections using a Leica Ultracut UCT (Leica Microsystems Inc.), and stained using the Epoxy Tissue Stain solution (no. 14950, Electron Microscopy Sciences). Anther sections were imaged using a Leica DM 750 microscope. Images were captured with a Leica ICC50 HD camera and Leica Acquire v2.0 software (Leica Microsystems Inc.).

### Library Preparation and Sequencing.

Fresh anther samples, each with 2 or 3 biological replicates derived from distinct plants, were snap-frozen in liquid nitrogen, and total RNA was extracted using the TRI reagent (Sigma-Aldrich) or the TraPR Small RNA Isolation kit (Lexogen; for TraPR sRNA-seq only). sRNA-seq libraries were prepared from ~100 ng total RNA per sample using a Somagenics RealSeq-AC miRNA library kit following the manufacturer’s protocol. RNA-seq (Smart-seq2) and nanoPARE libraries were prepared from 5 ng total RNA per sample using the nanoPARE library preparation protocol (28) with previously described modifications (17). All libraries were sequenced on an Illumina NextSeq 550 instrument at the University of Delaware DNA Sequencing & Genotyping Center to generate 76-nt single-end reads.

### Whole Proteome-Based Phylogenetic Analysis.

The anther transcriptome of RIL003 was assembled from the RNA-seq and nanoPARE reads. Briefly, StringTie v2.1.7 (33) and Scallop v0.10.4 (34) were separately used with default parameters to perform de novo transcriptome assembly, and the resulting transcriptome annotations were merged using the merge function of StringTie. Protein-coding transcripts were identified using TranSuite v0.2.2 (35) with parameter “Auto”. RIL003 transposons were annotated using Extensive de novo TE Annotator v2.0.1 (36) with parameters --species Maize --anno 1 --force 1. Annotation of gene models and transposons of all the other *Zea* genomes (B73 RefGen_v5 and v1 of all the other varieties) were obtained from maizeGDB (37). Whole proteome sequences of the outgroup species were obtained from Ensembl Plants (*Chondrus crispus*) or Phytozome v13 (all the other species). A species tree was generated using Orthofinder v2.5.4 (38) with default parameters. Gene trees were built using previously described methods (39).

### *PHAS* Loci Identification and Analyses.

*PHAS* loci were identified from sRNA-seq data using ShortStack v3.8.5 with parameters --mismatches 0 --mincov 0.5 rpm and phasing scores ≥ 30 as the cutoff. The length of each *PHAS* precursor, as estimated by ShortStack, was used as a proxy to the length of the *PHAS* locus. Premeiotic *24-PHAS* loci were defined as those with a minimal CPM (mean of replicates) >20 at premeiotic stages, and the remaining *24-PHAS* loci were defined as meiotic. Rice sRNA-seq were obtained from two previous studies (3, 23). Data from ref. 3 were used to identify *PHAS* loci, and data from both studies were separately normalized and analyzed for abundance of 24-nt phasiRNAs per loci. Premeiotic *24-PHAS* loci were defined as those with minimal CPM > 20 at premeiotic stages based on data from ref. 23. Overlap among the three types of *PHAS* loci or between *PHAS* loci and various genomic features were determined using the intersect function of BEDtools v2.29.2 (40) with parameters -e -f 0.5 -F 0.5.

### miRNA Loci Identification and Analyses.

To annotate expressed miRNA loci, all sRNA-seq data for each genotype were analyzed using ShortStack v3.8.5 with parameters --mismatches 0 --dicermax 22 --mincov 15, miR-PREFeR v0.24 with parameters PRECURSOR_LEN = 300, READS_DEPTH_CUTOFF = 20, MIN_MATURE_LEN = 20, MAX_MATURE_LEN = 22, ALLOW_NO_STAR_EXPRESSION = N, ALLOW_3NT_OVERHANG = N, CHECKPOINT_SIZE = 300, and miRador with default parameters. Using BLASTN, miRNAs were assigned to known miRNA families in miRBase (41) release 22.1 (≤5 mismatches) or defined as previously unannotated miRNAs (requiring corresponding miRNA* reads). For each genome, a union of all the expressed mature miRNAs identified using the three tools was used for downstream analyses.

To identify all putative *MIR2118* and *MIR2275* loci in the *Zea* genomes, publicly available *MIR2118*/*MIR2275* precursor sequences were obtained from miRBase and a previous study (42) and used as queries to search for homologous sequences in the *Zea* genomes using BLASTN with parameters -max_target_seqs 10 -evalue 10 -word_size 10. The subject regions that were longer than 80% of the length of query sequences were filtered and merged using the merge function of BEDtools. The resulting sequences were aligned using MUSCLE (43), and phylogenetic trees were built using IQ-TREE v2.2.0.3 (44) to assign/curate names of *MIR2118* and *MIR2275* loci based on orthology. MUSCLE-generated alignments were examined using Jalview v2 (45) to identify putative mature miR2118/miR2275 sequences and corresponding miRNA* sequences that are homologous to known members of the families.

### sRNA/mRNA Quantification and Differential Expression Analyses.

To quantify phasiRNA abundance, sRNA-seq reads were mapped to the respective *Zea* genomes using Bowtie v1.3.1 (46); to quantify miRNA abundance, sRNA-seq reads were mapped to a FASTA file of all mature miRNAs annotated for each genome using Bowtie; and to quantify mRNA abundance, RNA-seq/Smart-seq2 reads were mapped to the respective *Zea* genomes (B73 RefGen_v5 was used for the *dcl5* and *ago18* mutant data) using HISAT v2.1.0 (47) with parameters --min-intronlen 30 --max-intronlen 8000. Reads mapped to *PHAS* loci or miRNAs were counted using featureCounts v1.6.3 (48) with parameter -M and normalized to CPM using edgeR v4.0.2 (49). Differential expression analyses were performed using edgeR with a generalized linear model–based method.

### Small RNA Target Identification.

Small RNA-transcript interactions in each anther sample were identified using the nanoPARE analysis pipeline (28). The sRNA-target pairs with adjusted *P* value < 0.05 at the EndCut step and are detected in at least two biological replicates were considered positive.

### Identification of RNA Polymerase II-Derived Strands of *PHAS* Precursors.

NanoPARE reads mapped to both strands of genomic DNA were counted separately using featureCounts for each *PHAS* locus. For loci with >10 raw reads, the RNA strand that accounts for >70% of the total reads was considered as the RNA polymerase II-derived strand of a precursor.

### Motif Enrichment analysis.

For detection of potential miRNA-target sites in *PHAS* precursors, *PHAS* loci were extended by 500 bp on both ends. The sequences of extended *PHAS* loci were obtained using the getfasta function of BEDTools, and motif enrichments were detected using the Multiple Expectation maximizations for Motif Elicitation (MEME) program (*E* value < 0.05) of the MEME Suite (50). Enriched motifs were aligned with known maize miRNA sequences from miRBase using the Tomtom program (*E* value < 0.001) of the MEME Suite.

### Quantification of Male Fertility.

Anther exertion was monitored daily, and tassels were detached on the day when anthers in the lower florets of the lowest tassel branch exerted. Red/green/blue (RGB) images of the tassels were captured using a digital single-lens reflex camera controlled by a Raspberry Pi within an enclosed light tent to ensure consistent imaging settings. Four photos were taken for each tassel with 90° rotations to capture variations from different angles. The Tasselyzer pipeline (51) was applied to the tassel images to quantify anther exertion. Images were analyzed at the pixel level based on color information and segmented into anthers, other tassel areas, and background, using a naïve Bayes classifier on the PlantCV platform (52). The ratio of anther pixels to the total pixels of anther and other tassel areas was calculated to quantify male fertility mimicking visual observations. Anther/tassel area ratios were averaged among the four images taken from different angles. Fuchsia and green highlights were applied to anthers and other tassel areas for visual inspection of segmentation results and demonstration purposes.

### Pollen Imaging.

Anthers were dissected shortly before exertion and placed in a 1.7 mL tube. About 6 anthers were stained in 35 µL of Alexander staining solution for 5 min. During staining, anthers were gently squeezed using forceps to release pollen grains. The tube was centrifuged at 100 × g for 1 min, and the debris of somatic cells was removed using forceps. Pollen grains were washed twice in 100 µL of 1× phosphate buffered saline (PBS) solution, resuspended in 35 µL of 50% glycerol solution, mounted on a microscope slide, and imaged using a Leica DM 750 microscope as described above for the cytological analysis of anthers.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

Dataset S06

Dataset S07

Dataset S08

Dataset S09

Dataset S10

Dataset S11

Dataset S12

Dataset S13

Dataset S14

Dataset S15

Dataset S16

Dataset S17

Dataset S18

## Data Availability

The high-throughput sequencing data reported in this article have been deposited in the NCBI Gene Expression Omnibus (53) and are accessible through GEO Series accession number GSE254584.

# Supplementary material for: Premeiotic 24-nt phasiRNAs are present in the Zea genus and unique in biogenesis mechanism and molecular function
**Source:** Proc Natl Acad Sci U S A. 2024 May 13;121(21):e2402285121. doi: 10.1073/pnas.2402285121
**Supplement:** Supplementary file 1 — Appendix 01

## SUPPLEMENTAL FIGURE LEGENDS

**Figure S1.** Maximum-likelihood phylogenies of small RNA pathway-associated protein families HD-ZIP IV (A), bHLH (B), RDR (C), DCL (D), AGO (E), SGS3 (F), DRB (G), SE (H), SDN (I), and HESO1/URT1 (J) in the *Zea* varieties and outgroup species shown in Figure 1A. The HD-ZIP IV clade was pruned from a bigger homeobox (HB) family phylogeny, and in the bHLH phylogeny, clades that are distantly related to the MS23/MS32/bHLH51/bHLH122 were collapsed.

**Figure S2.** Temporal accumulation patterns of phasiRNAs derived from individual 21-*PHAS* loci in each *Zea* variety. Heatmaps are color-coded by log<sub>2</sub>-transformed average CPM of biological replicates.

**Figure S3.** Numbers of *PHAS* loci on individual chromosomes of each *Zea* variety.

**Figure S4.** Chromosomal distribution of *PHAS* loci in each *Zea* variety. 21-*PHAS*, premeiotic 24-*PHAS*, and meiotic 24-*PHAS* loci are represented by dots with the same color scheme as Figures 2B and 2C. Height of dots corresponds to log<sub>2</sub>-transformed maximal CPM (Dataset S2).

**Figure S5.** Nucleotide composition of 21-nt phasiRNAs, premeiotic 24-nt phasiRNAs, and meiotic 24-nt phasiRNAs in each *Zea* variety.

**Figure S6.** Percentages of *PHAS* loci that overlap with different transposon types in each *Zea* variety. In panels A–C, transposons were separated based on the major categories, whereas in D–F, transposons were classified into more specific subtypes.

**Figure S7.** Temporal expression pattern of *Dcl5* in wild-type maize (W23 *bz2* inbred line) anthers and pollen. Numbers on the x-axis are developmental stages represented by anther lengths (in mm). Normalized RNA-seq data in reads per kilobase of transcript per million reads mapped (RPKM) were obtained from a prior publication (22).

**Figure S8.** sRNA abundance of rice *24-PHAS* loci based on previously published data. *24-PHAS* loci were identified using the raw sRNA-seq data from (3, 23). Data from the two studies were separately normalized. In rice anther development, it had been demonstrated that stages before stage 7 (S7) are premeiotic, S7–S8 are meiotic, while S9 and later stages are postmeiotic.

**Figure S9.** Boxplot of lengths of *PHAS* loci in rice. *P* values were calculated using one-way ANOVA with post-hoc Tukey's HSD test.

**Figure S10.** Venn diagrams of mature miRNAs identified by miRaor, ShortStack, or miR-PREFeR in each *Zea* variety.

**Figure S11.** Nature of the *ago18a/b/c* mutations in the maize *ago18* triple mutant. The *ago18a* and *ago18b* mutations are single-nucleotide deletion in the coding DNA sequences, causing frameshift and premature stop codons, whereas the *ago18c* mutant allele has a Mu transposon insertion in the coding sequence. CRISPR guide RNA sequences are shown in magenta, and the adjacent protospacer adjacent motif (PAM) sequences in green. Underscore indicates an intron in the *AGO18b* sequence.

**Figure S12.** Phenotypic analyses of the maize *ago18* triple mutant. (A and B) Quantification of male fertility using the Tasselyzer method. Tassels of 5 triple homozygous (*ago18*-HM) and 6 triple heterozygous siblings (*ago18*-HT) were phenotyped and one representative tassel of each genotype is shown in (A). The *P* value in (B) was calculated using unpaired Student's *t* test. (C) Micrographs of mature pollen grains treated with Alexander staining solution. Pollen from 7 triple homozygous and 9 triple heterozygous siblings were examined and one representative image of each genotype is shown. (D) Images of self-pollinated ears. Ears from 5 triple homozygous and 8 triple heterozygous siblings were examined and one representative image of each genotype is shown.. Scale bars: (A) and (E), 2 cm; (C), 20  $\mu$ m; (D), 200  $\mu$ m.

**Figure S13.** Total abundance of each phasiRNA class in the *ago18* triple homozygous mutant plants (*ago18*-HM) versus their triple heterozygous siblings (*ago18*-HT) based on total sRNA-seq. **(A)** Total abundance (mean  $\pm$  se) of 21-nt phasiRNAs (*Left*) and premeiotic 24-nt phasiRNAs (*Right*). **(B)** *P* values of the differences in phasiRNA abundance between *ago18*-HM and *ago18*-HT calculated using unpaired Student's *t* test. The only *P* value smaller than 0.05 is in bold and red.

**Figure S14.** Abundance of AGO-loaded sRNAs of each phasiRNA class in the *ago18* triple homozygous mutant plants (*ago18*-HM) versus their triple heterozygous siblings (*ago18*-HT) based on TraPR sRNA-seq. **(A)** Abundance (mean  $\pm$  se) of premeiotic 24-nt phasiRNAs (*Top left*), meiotic 24-nt phasiRNAs (*Top right*), and 21-nt phasiRNAs (*Bottom left*). **(B)** *P* values of the differences in phasiRNA abundance between *ago18*-HM and *ago18*-HT calculated using unpaired Student's *t* test. *P* values smaller than 0.05 are in bold and red.

# A

Tree scale: 1

### OCL4 orthologs

● OCL4

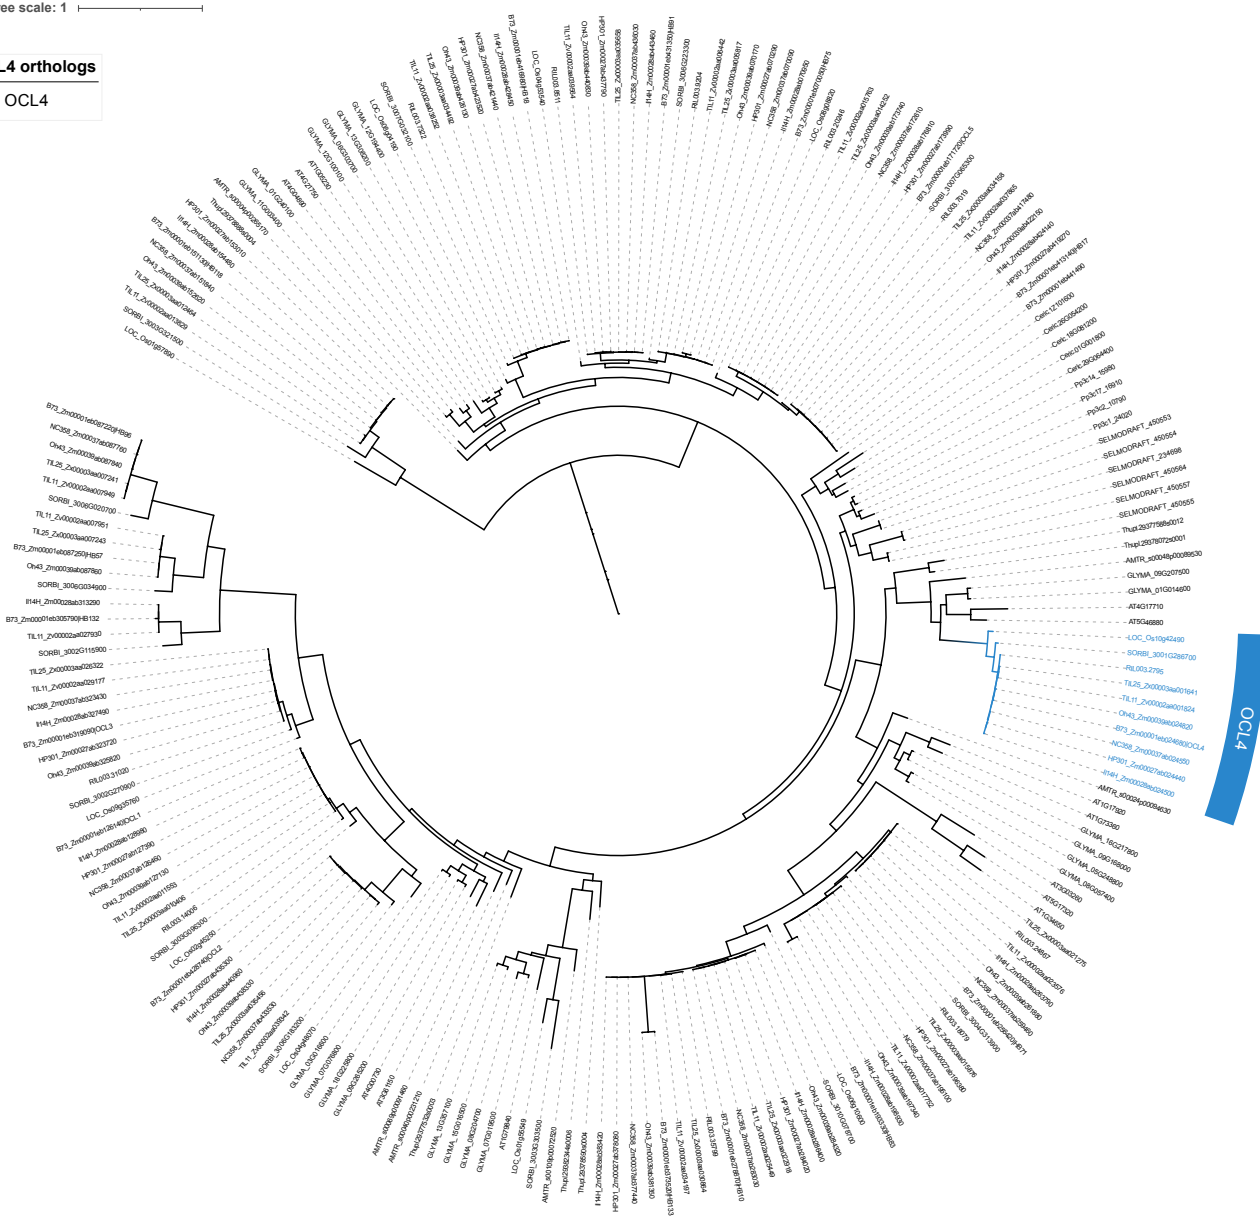

# Figure S1A

Tree scale: 1 

- MS23
- bHLH122
- bHLH51
- MS32

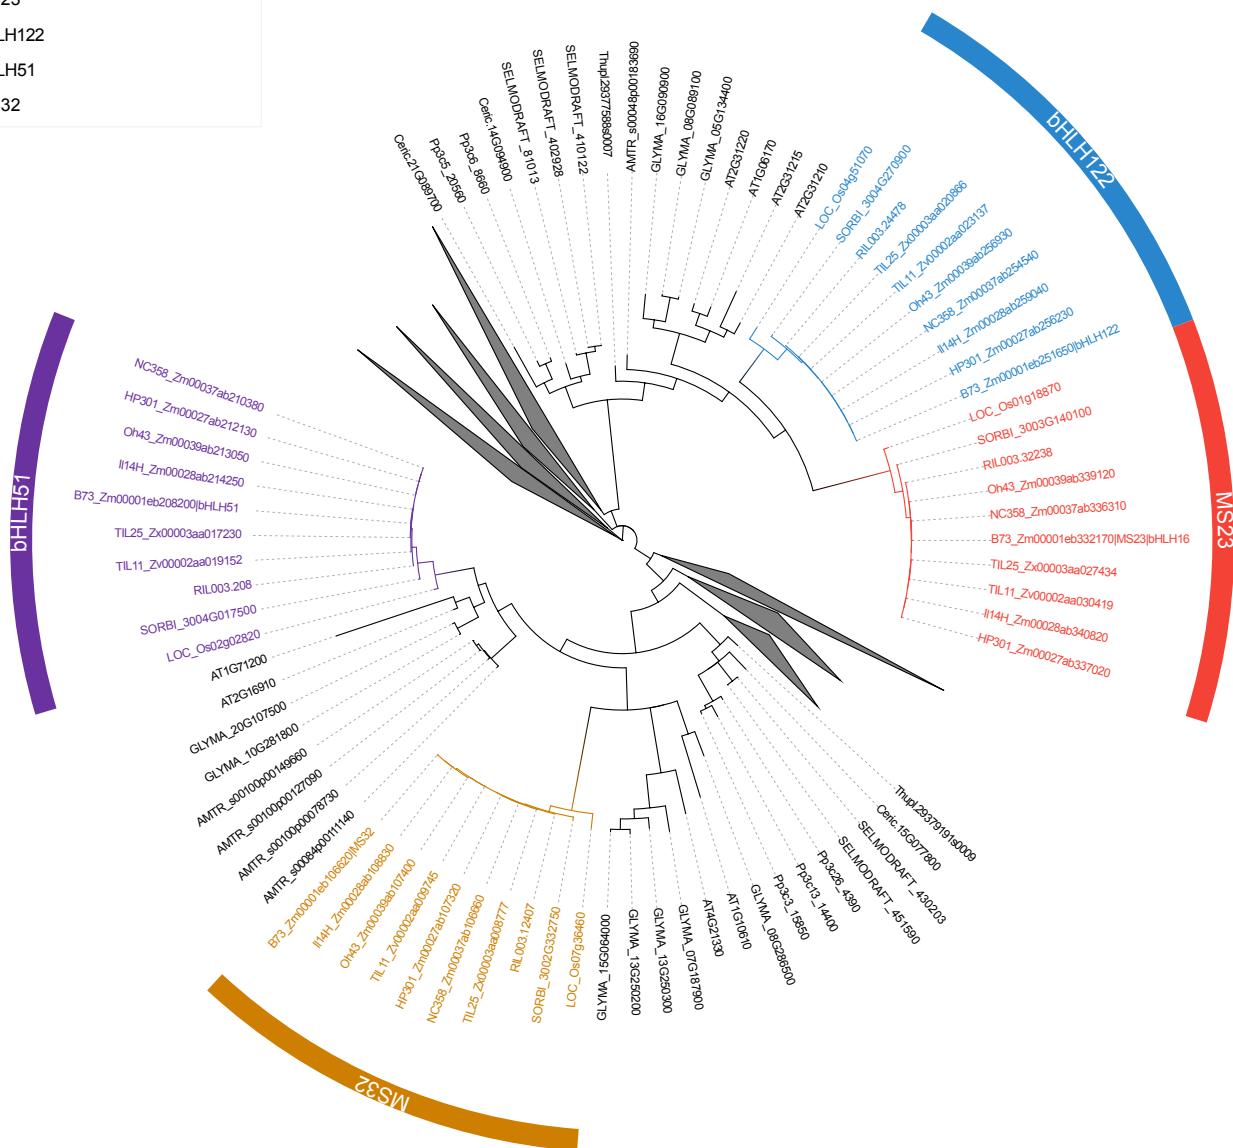

## Figure S1B

**C**

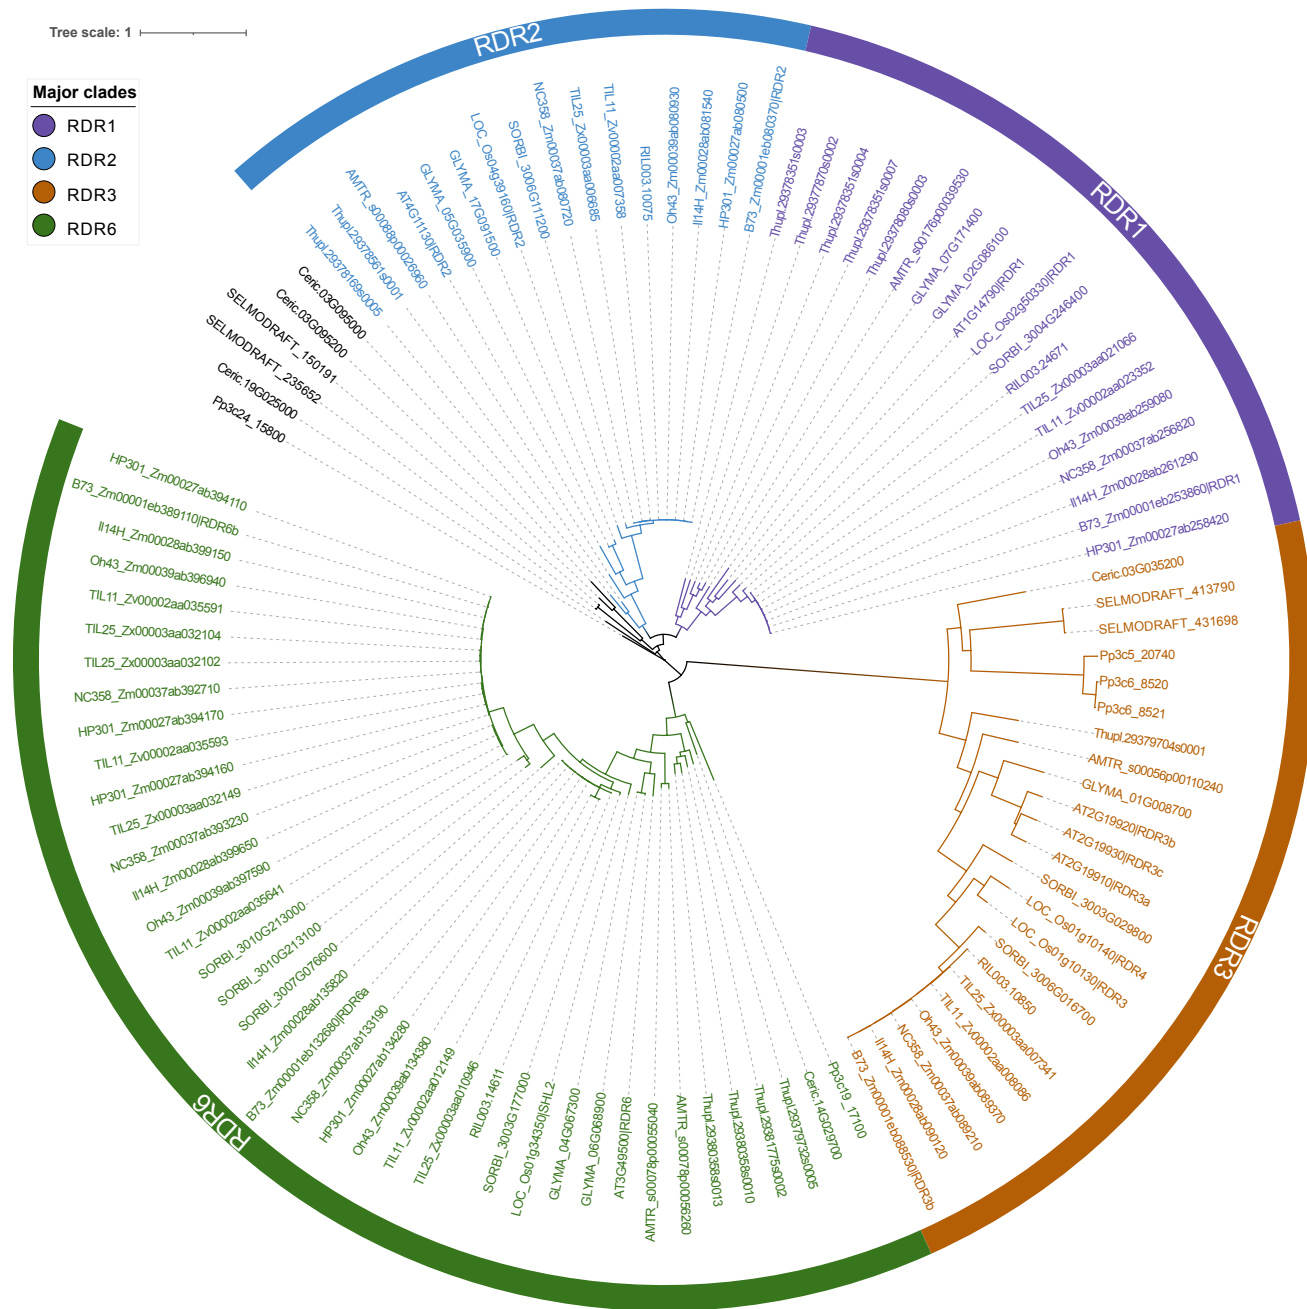

### Figure S1C

D

Tree scale: 1

# Major clades

- DCL1
- DCL2
- DCL3
- DCL4
- DCL5

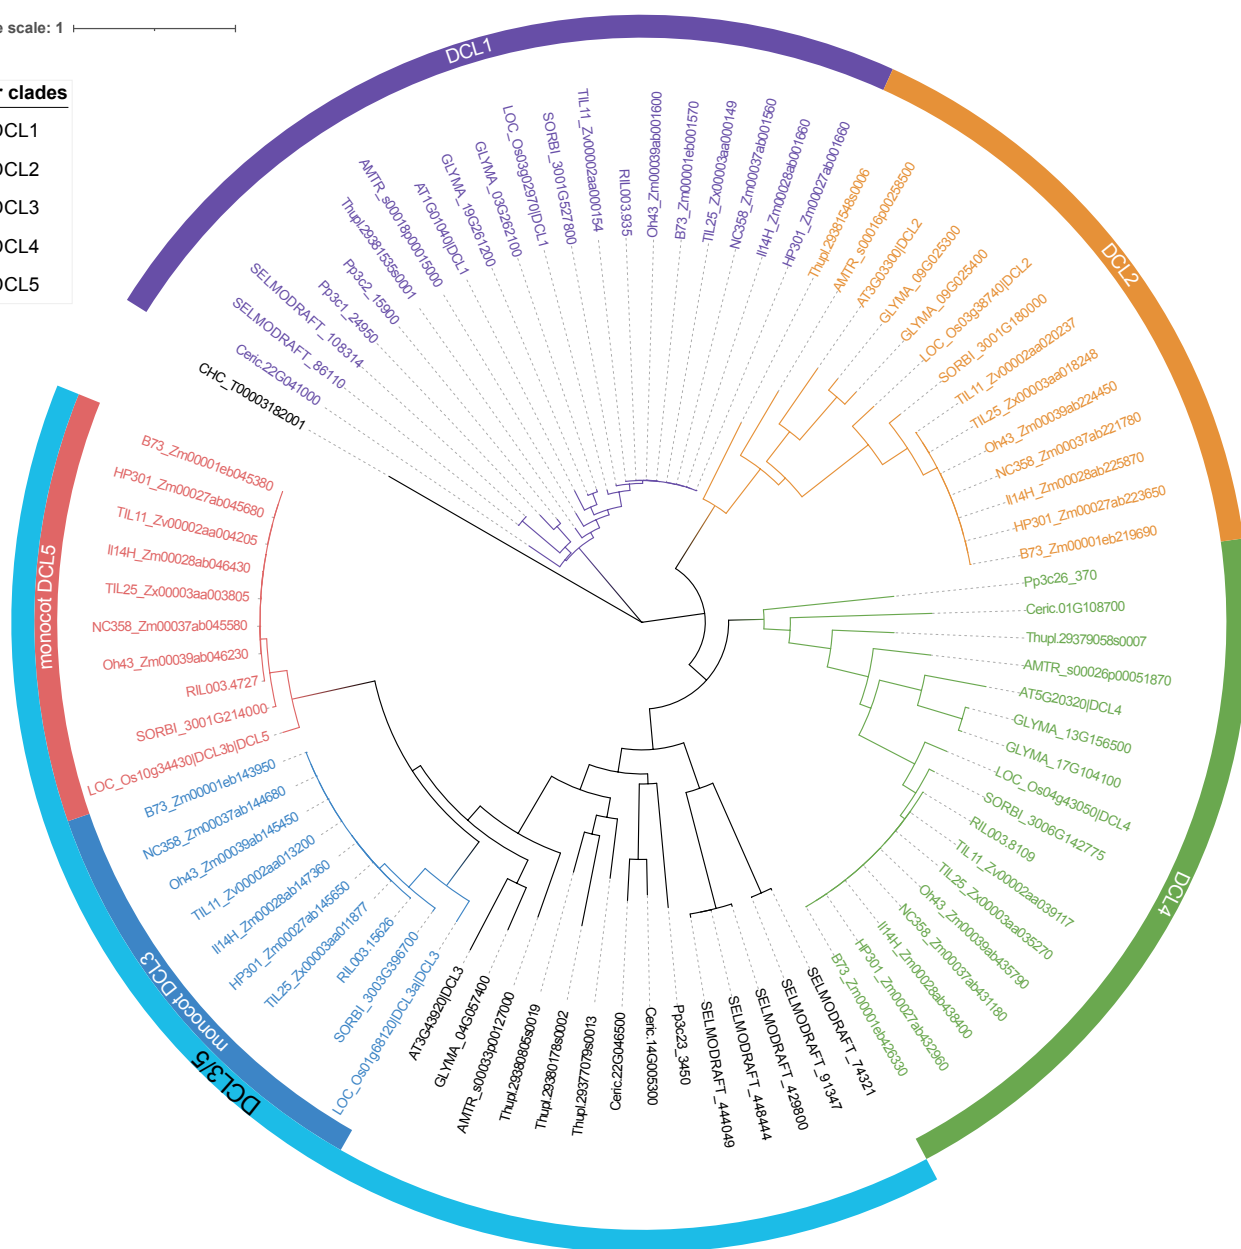

Figure S1D

E

Tree scale: 1

## Major clades

- AGO1
- AGO2
- AGO4
- AGO5
- AGO6
- AGO7
- AGO10
- AGO18

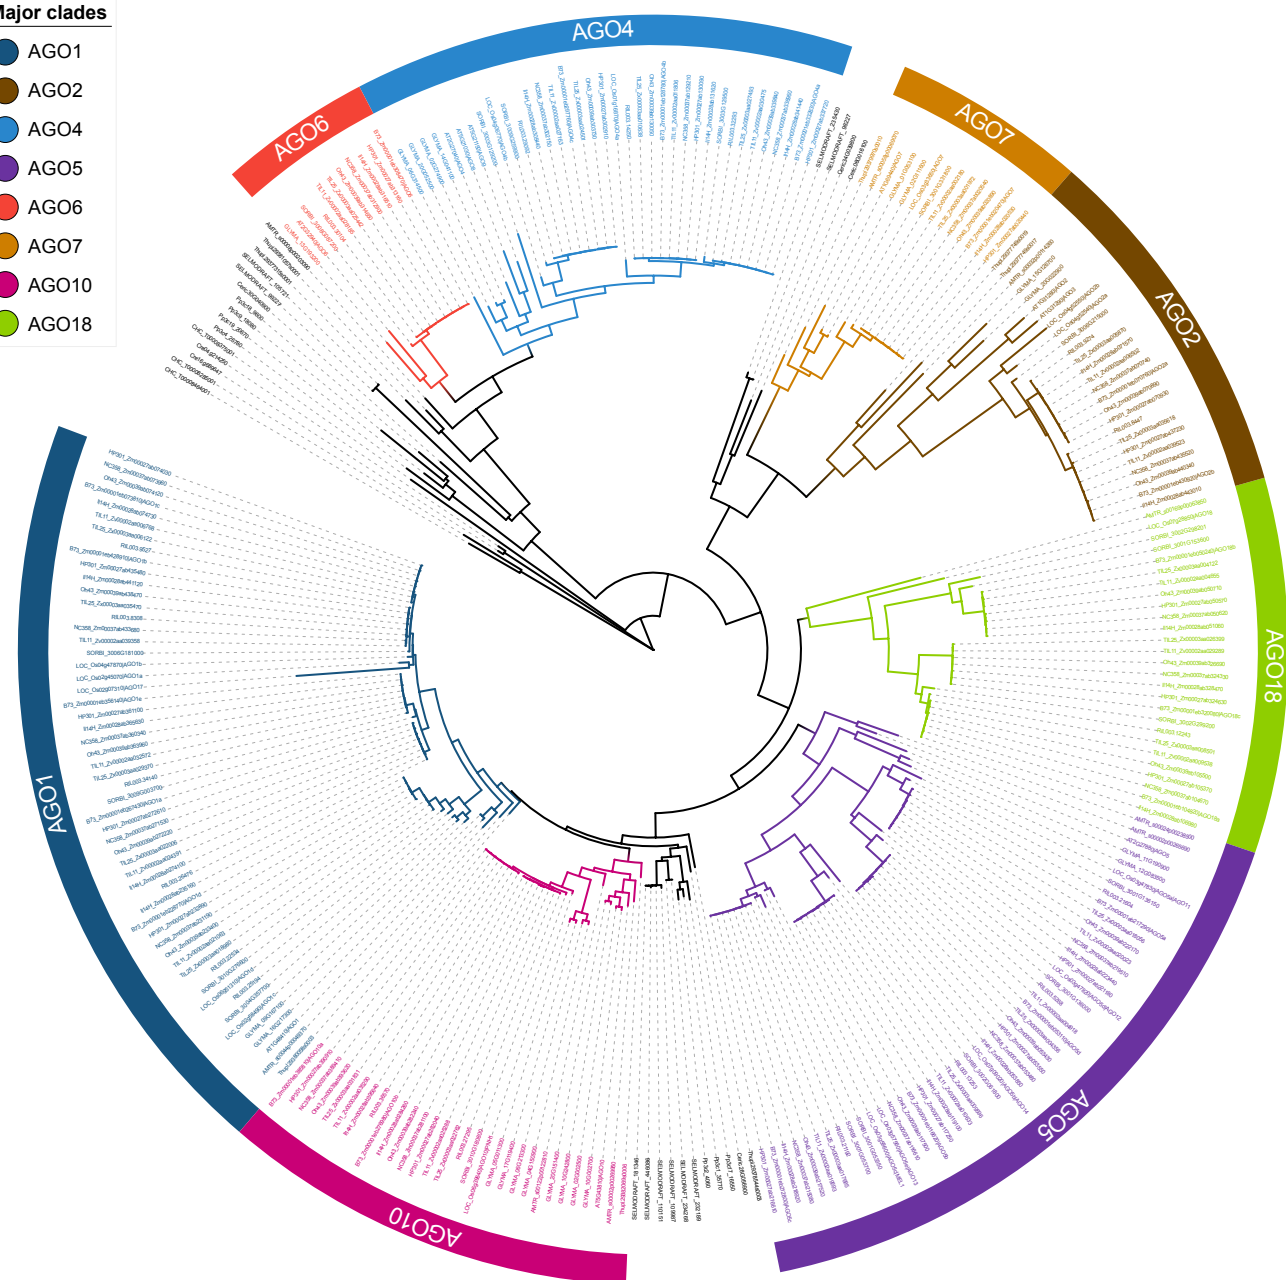

Figure S1E

F

Tree scale: 0.1

# Major clades

- SGS3a
- SGS3b
- SGS3c

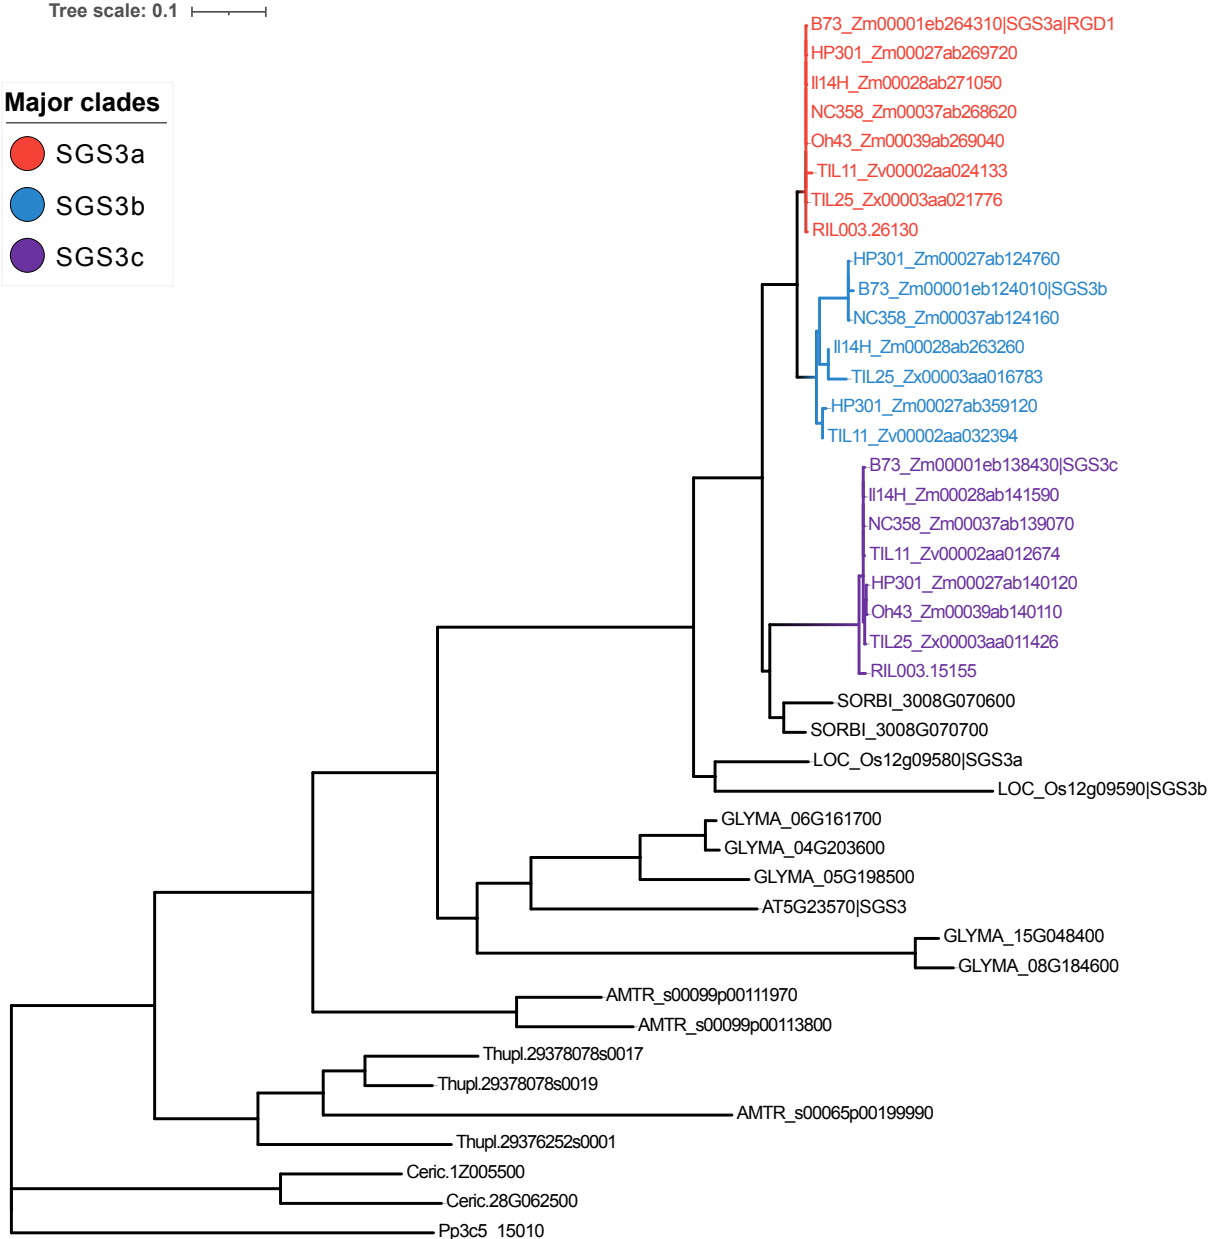

SGS3a

SGS3b

SGS3c

Figure S1F

## G

Tree scale: 1 

## Major clades

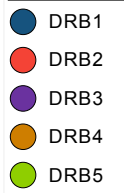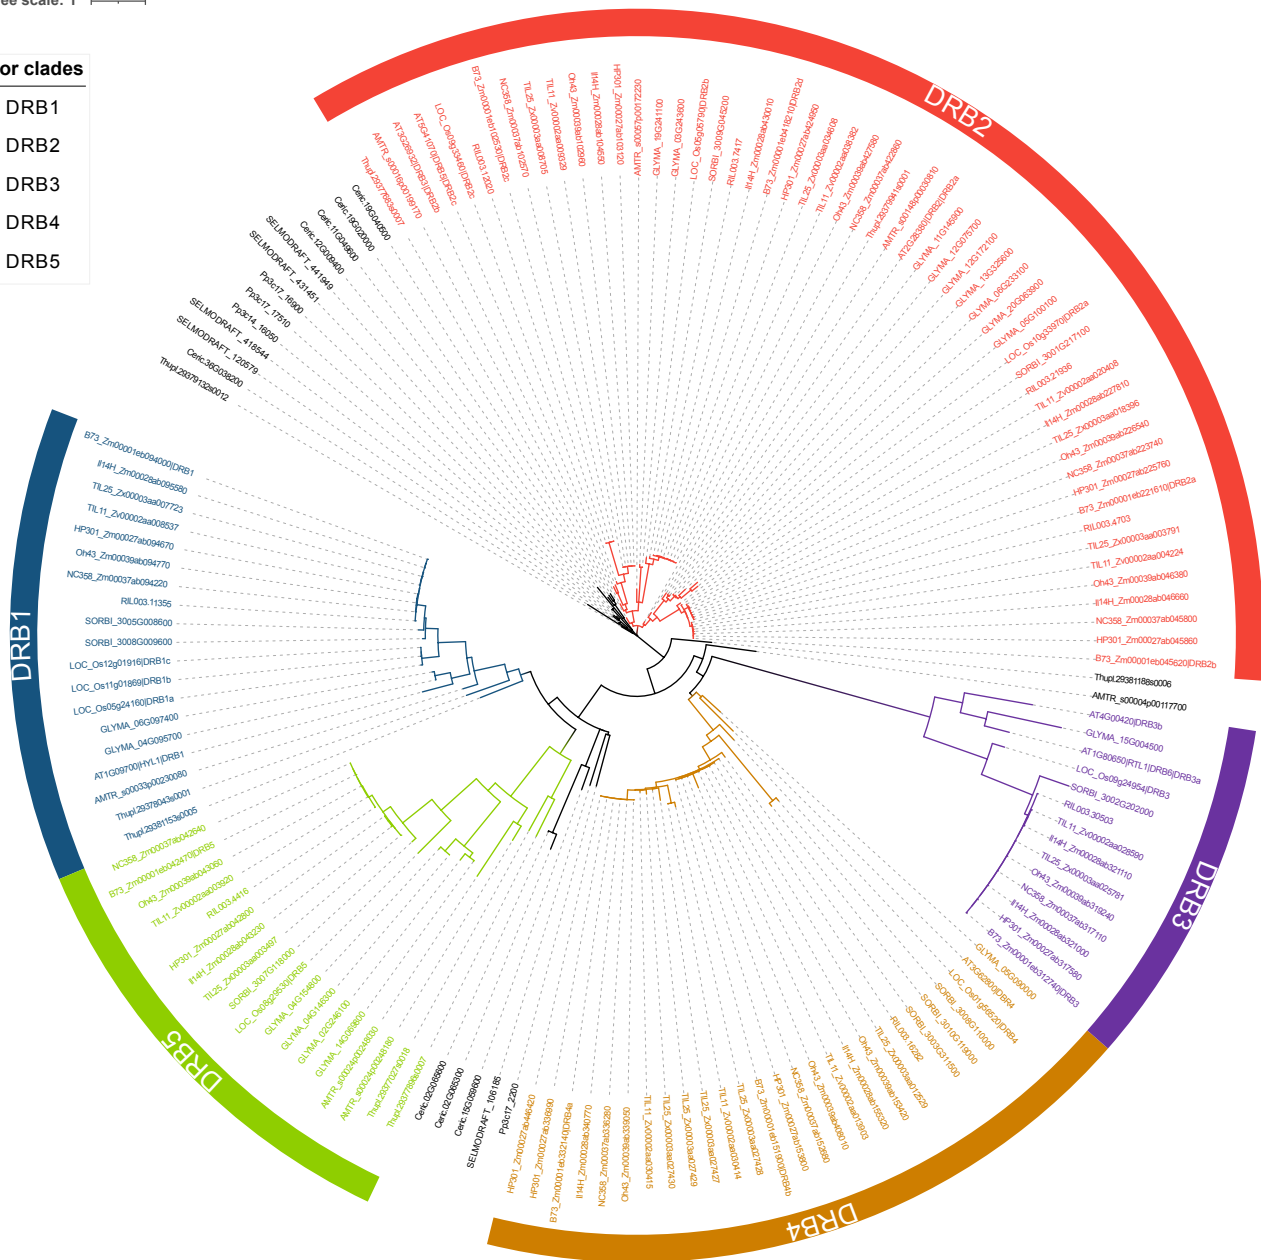

Figure S1G

H

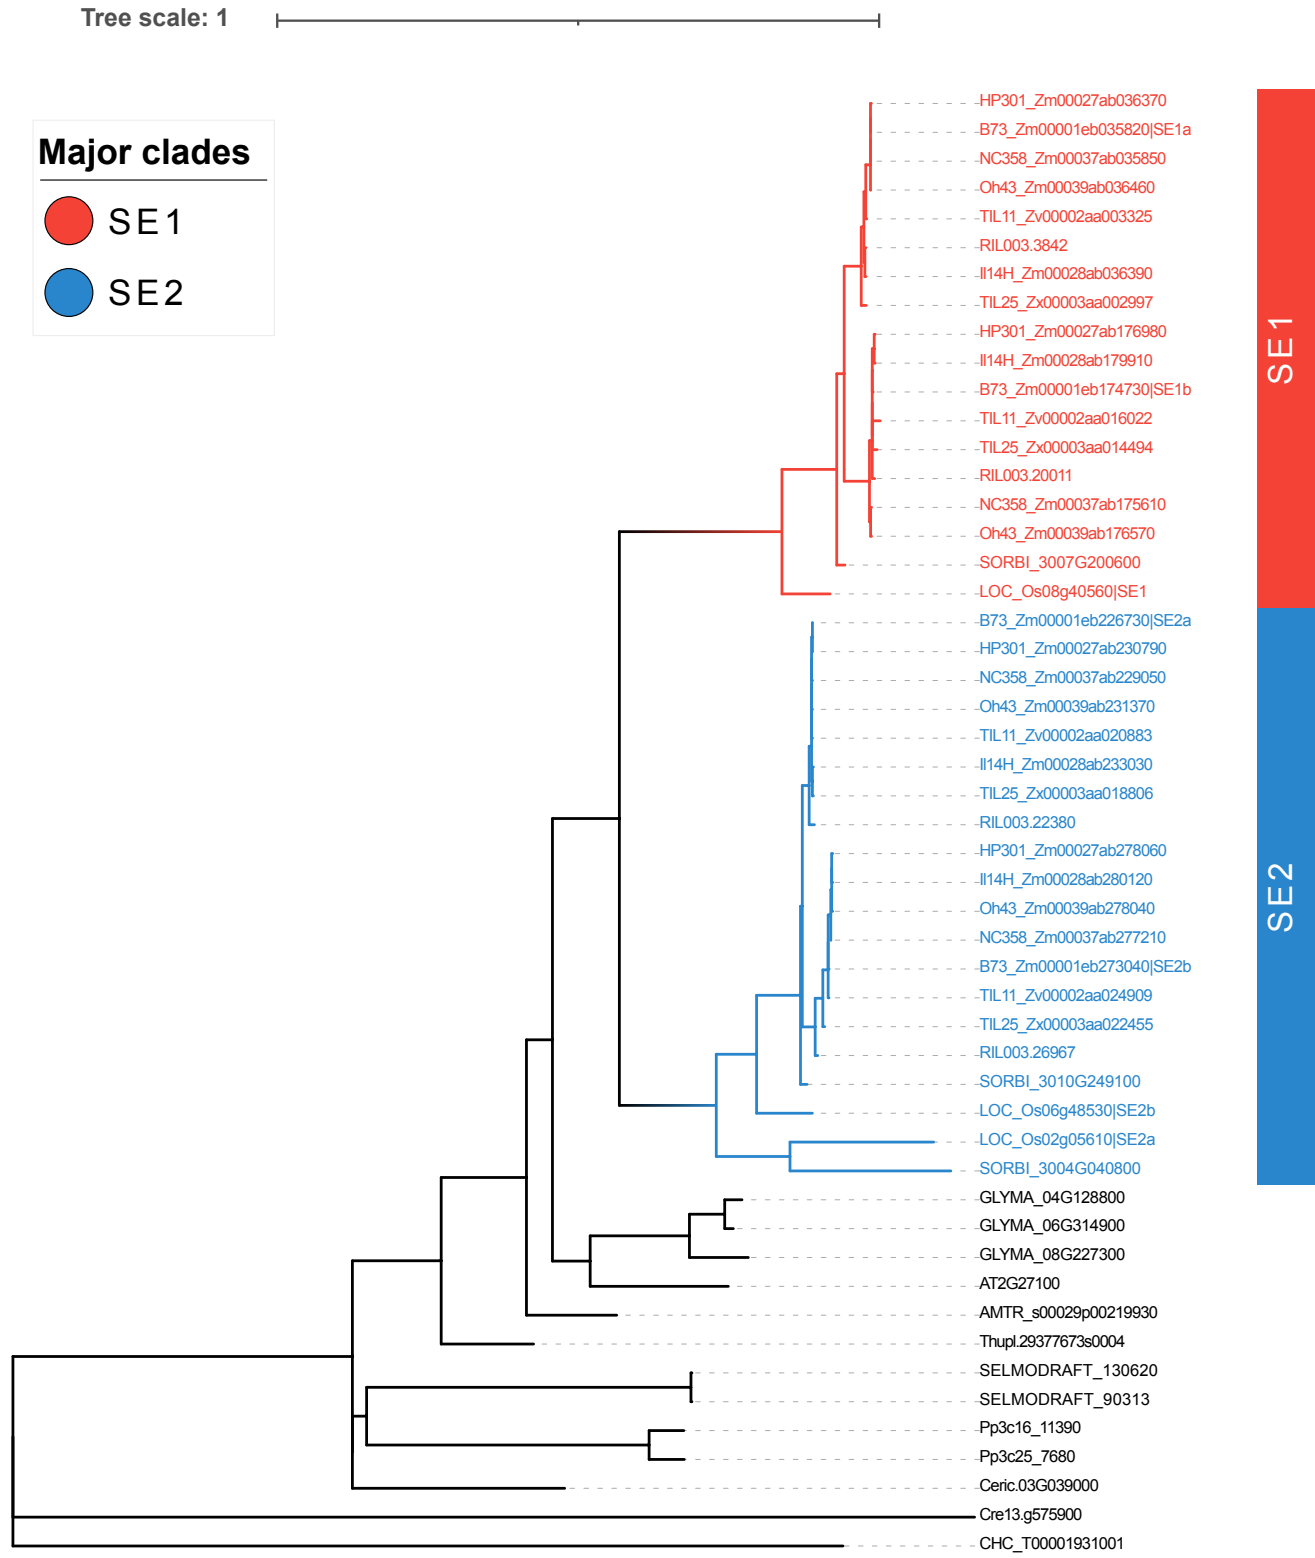

Figure S1H

J

Tree scale: 1

Major clades

HESO1

URT1

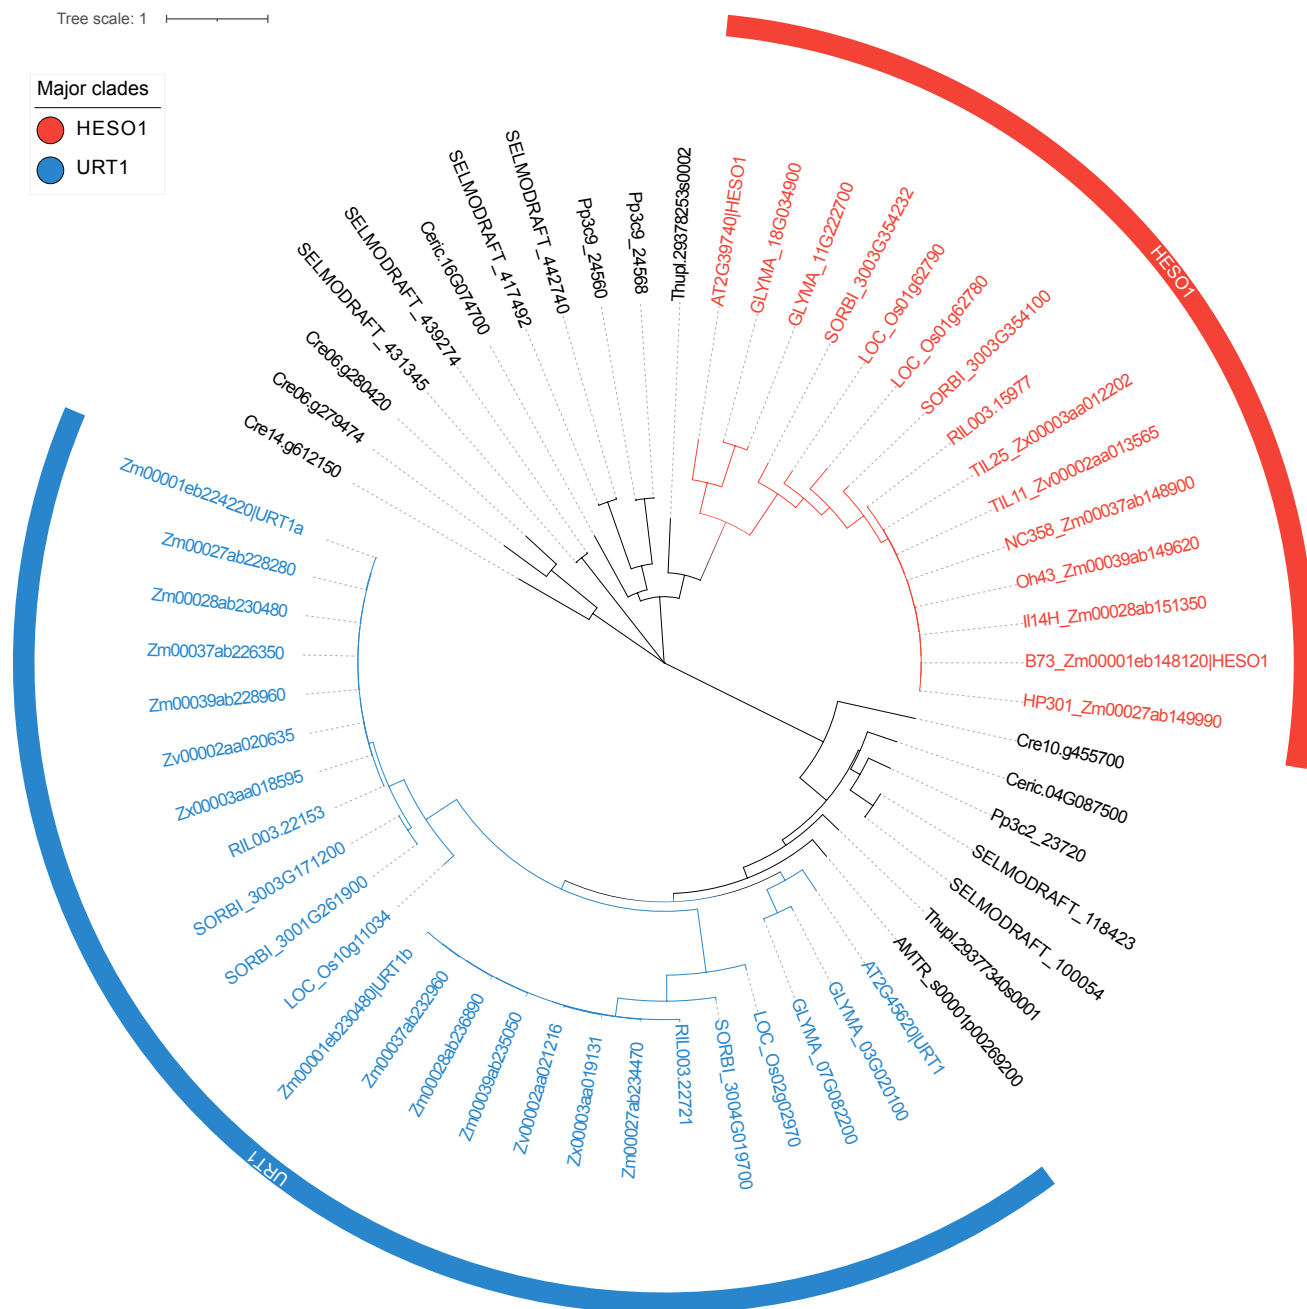

Figure S1J

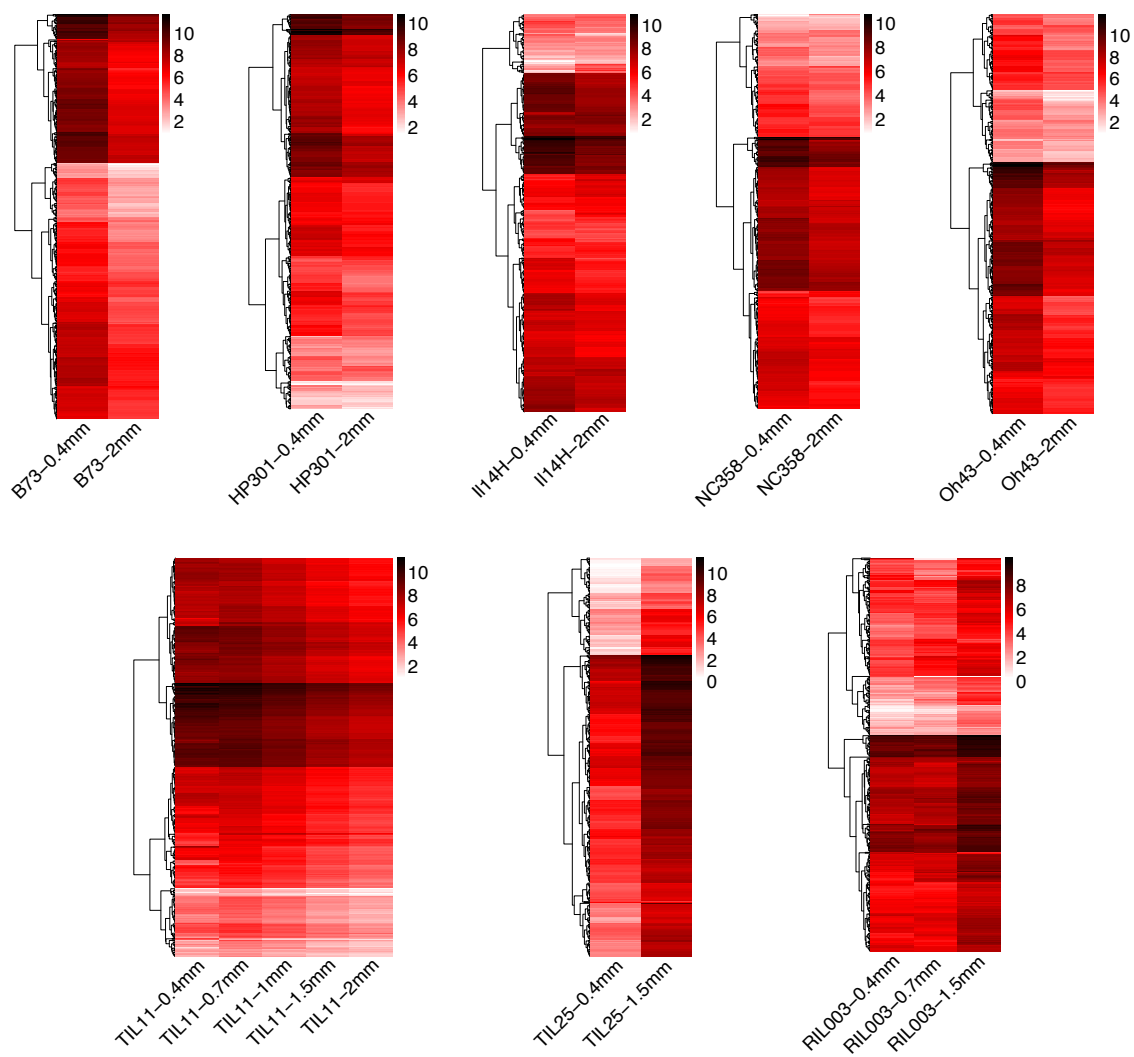

Figure S2

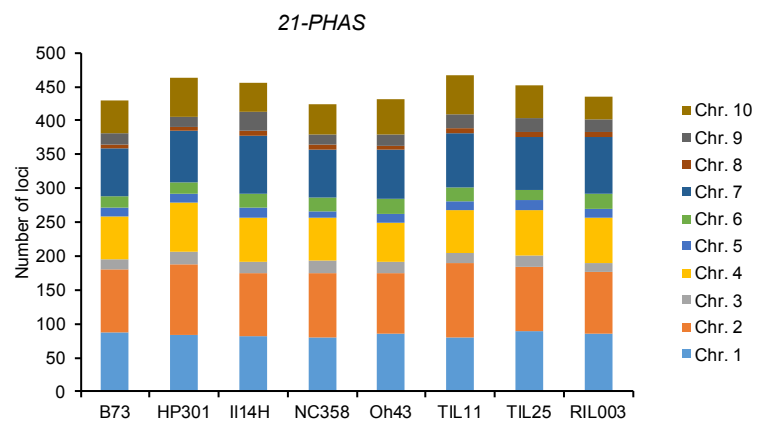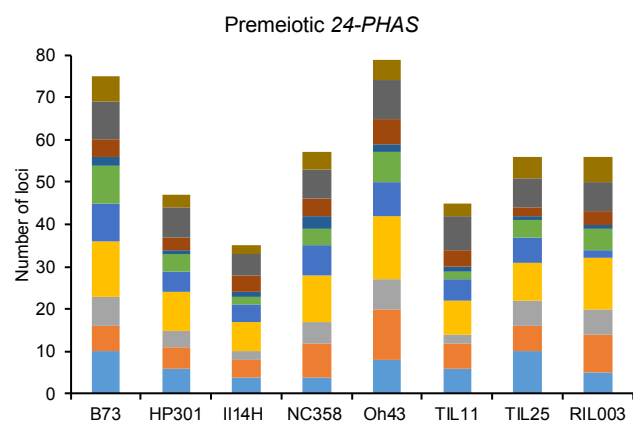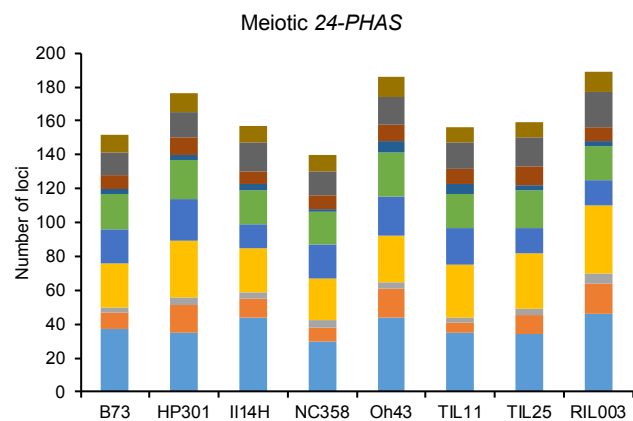

Figure S3

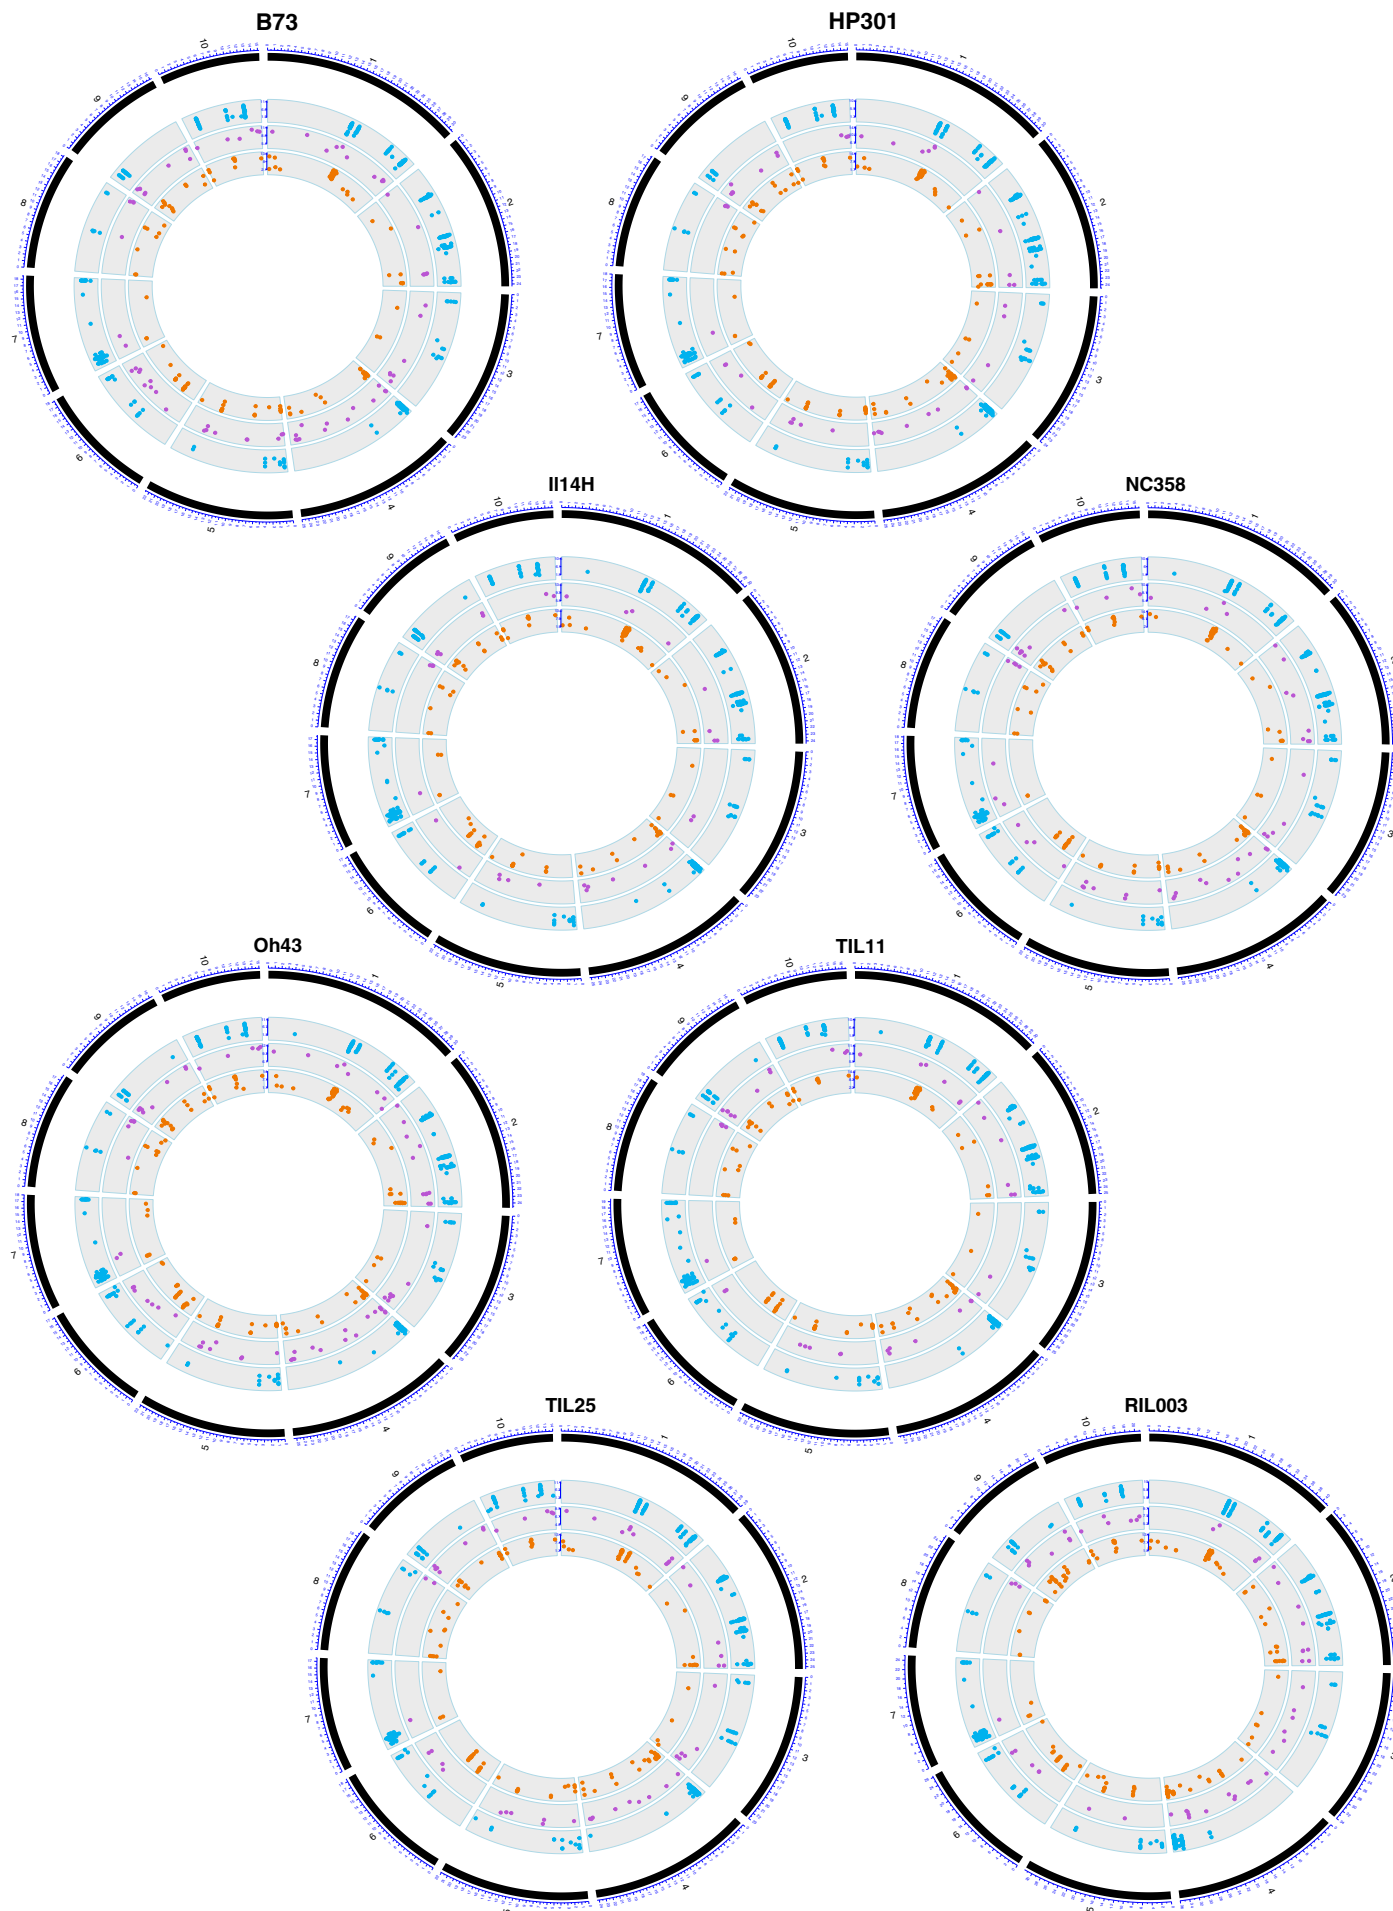

Figure S4

● 21-PHAS ● Premeiotic 24-PHAS ● Meiotic 24-PHAS

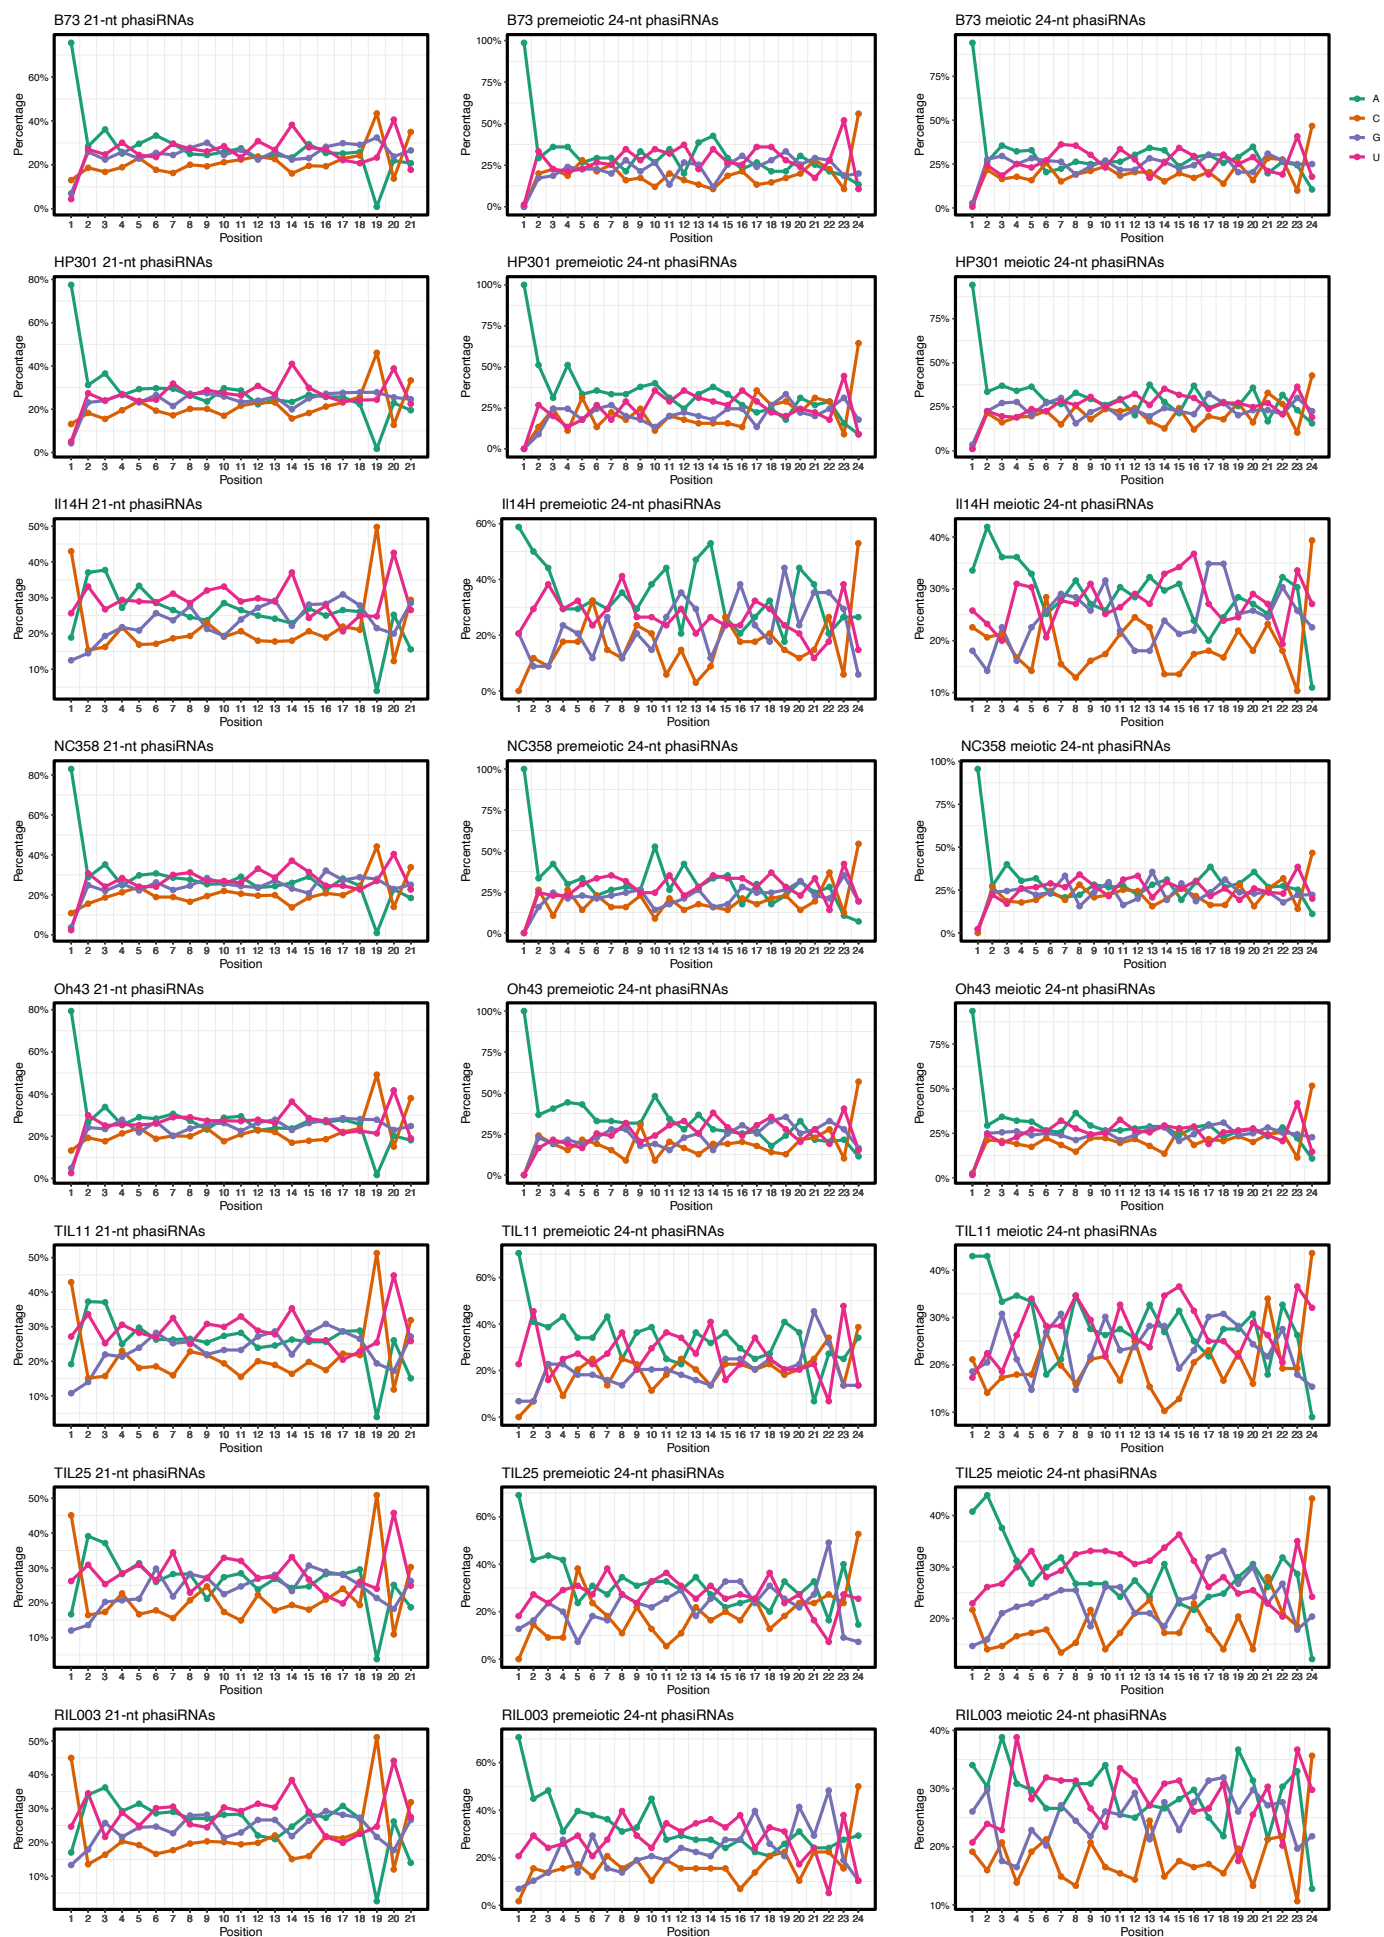

Figure S5

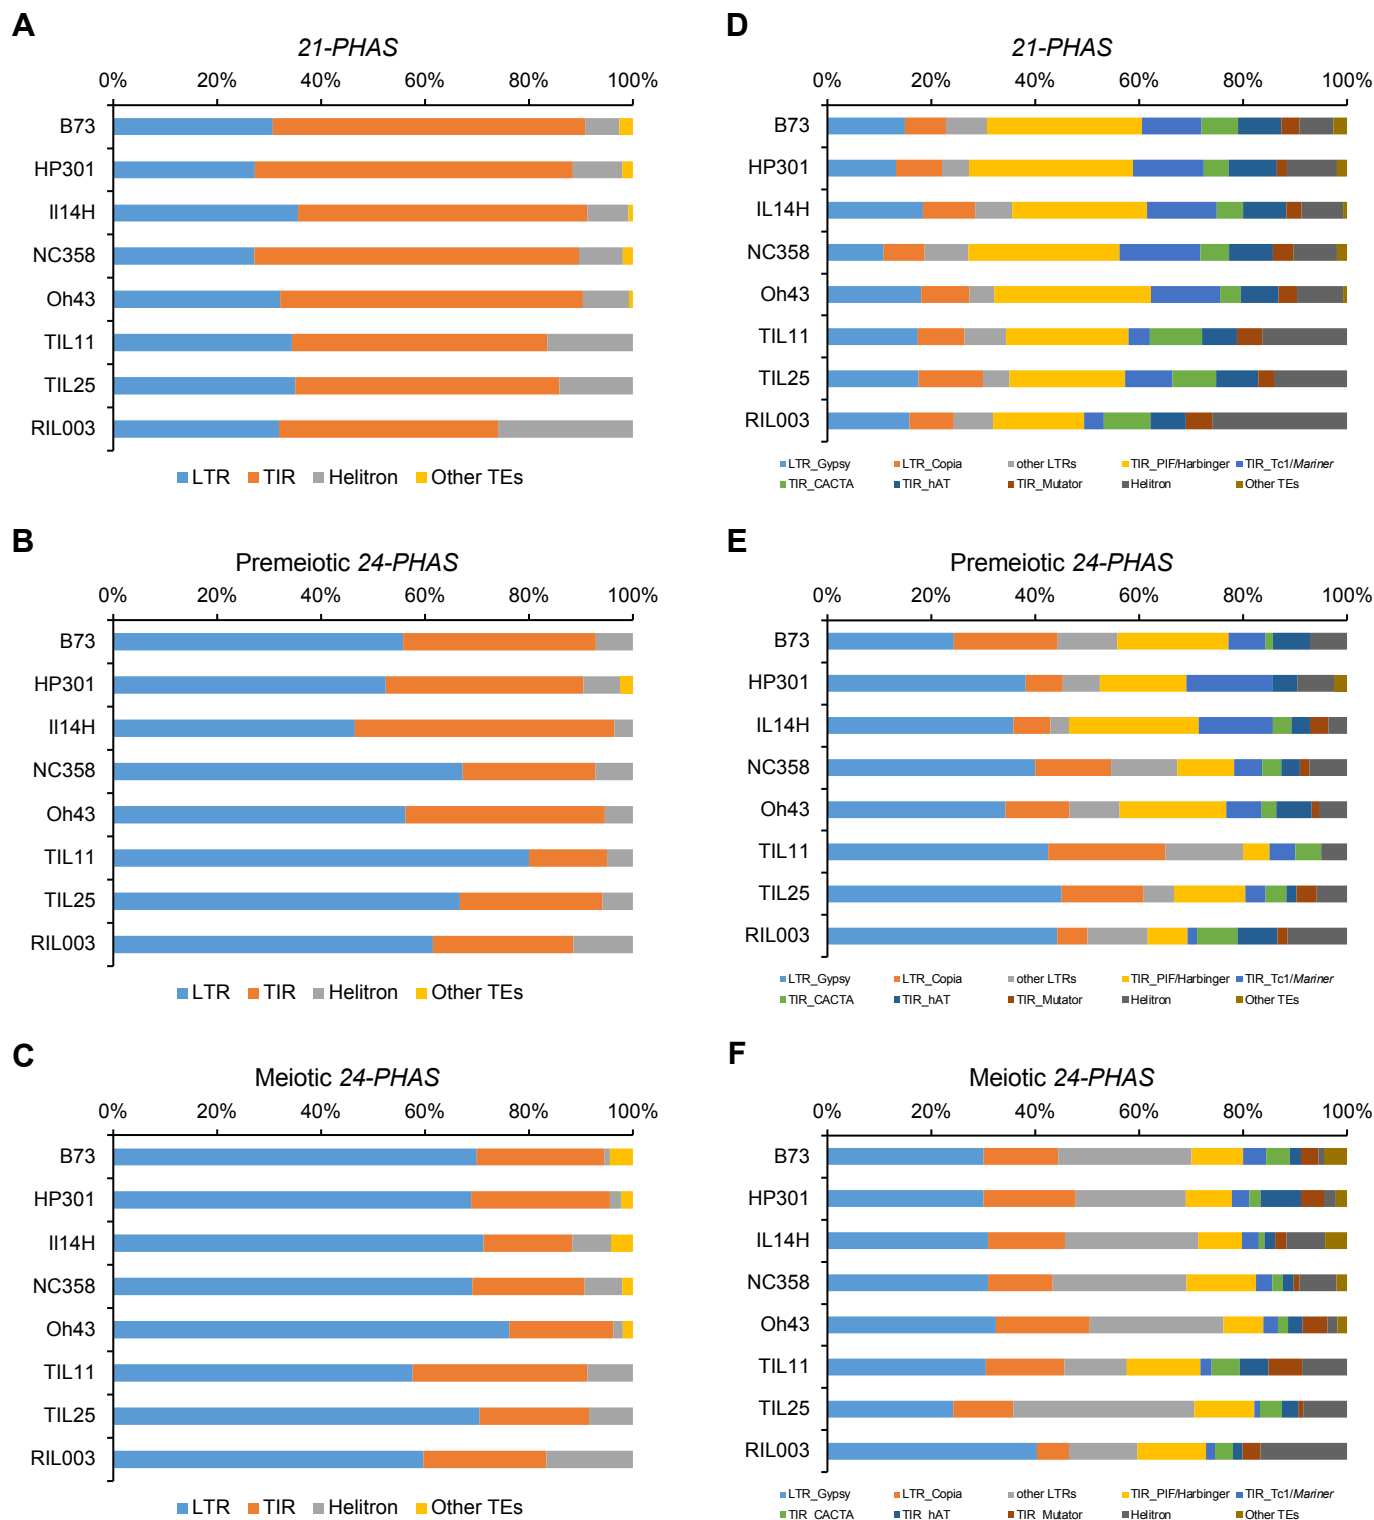

Figure S6

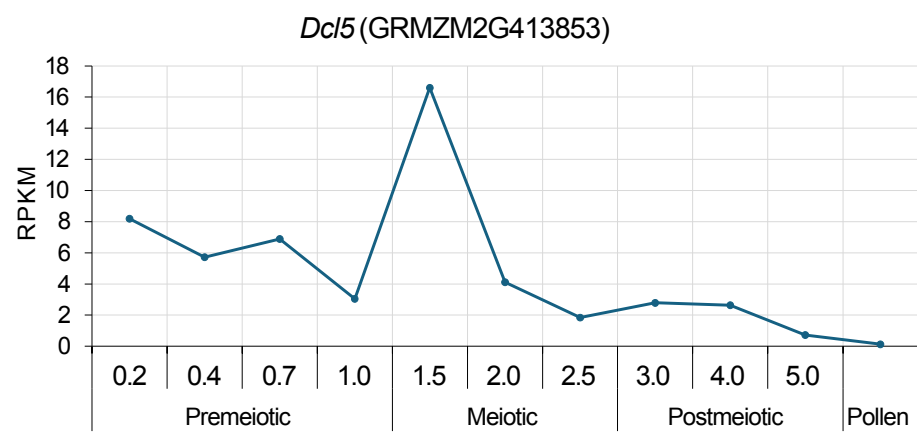

Figure S7

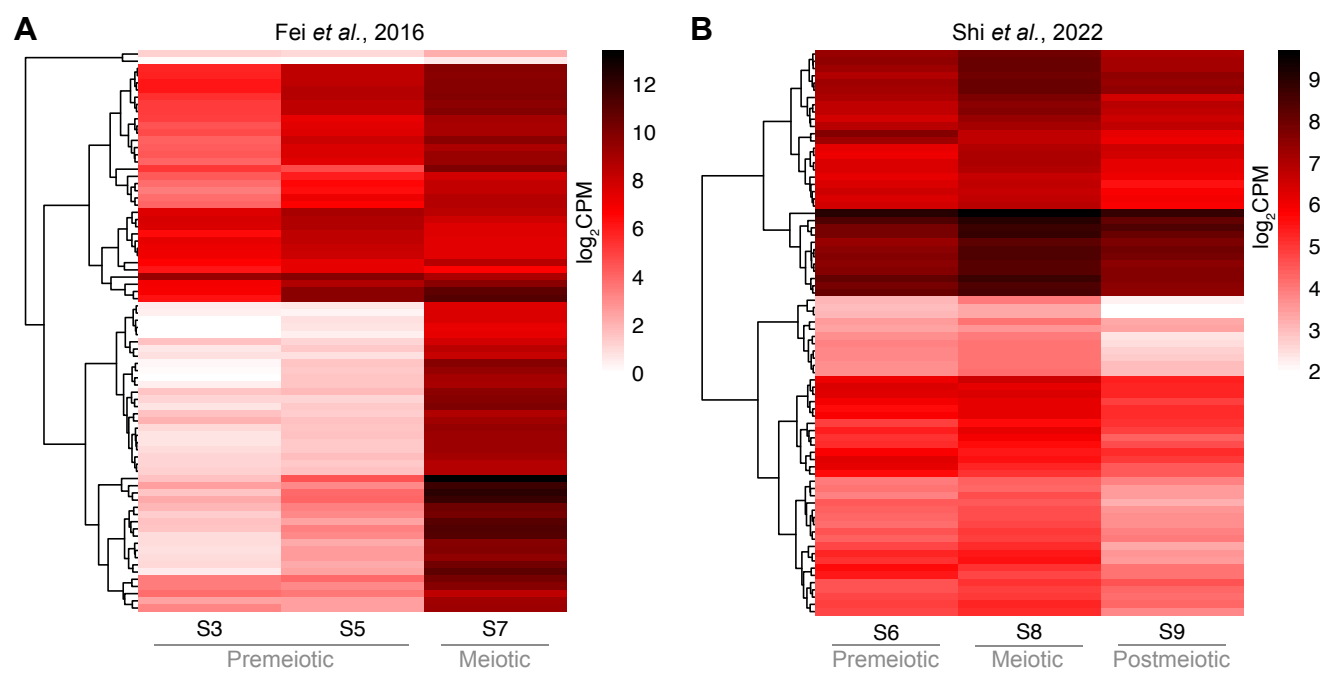

Figure S8

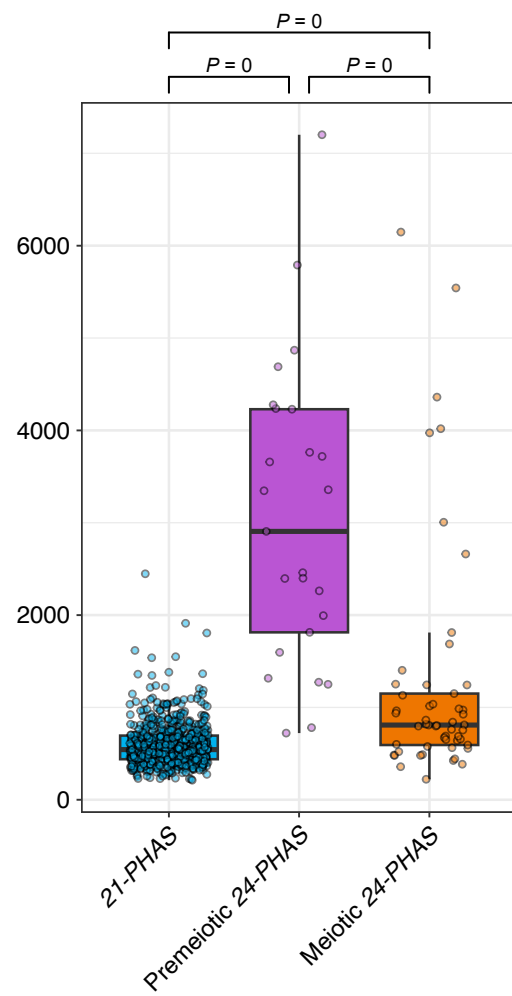

Figure S9

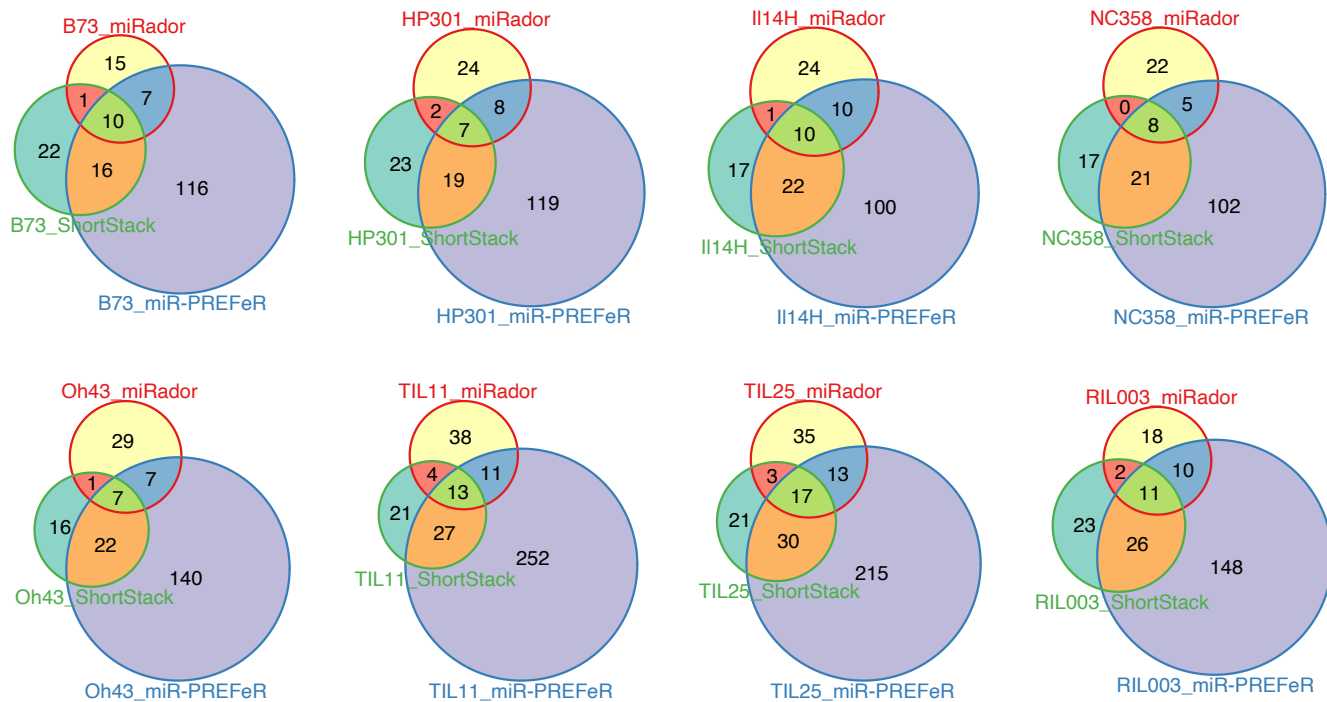

Figure S10

### AGO18a (Zm00001eb104820, Chr. 2)

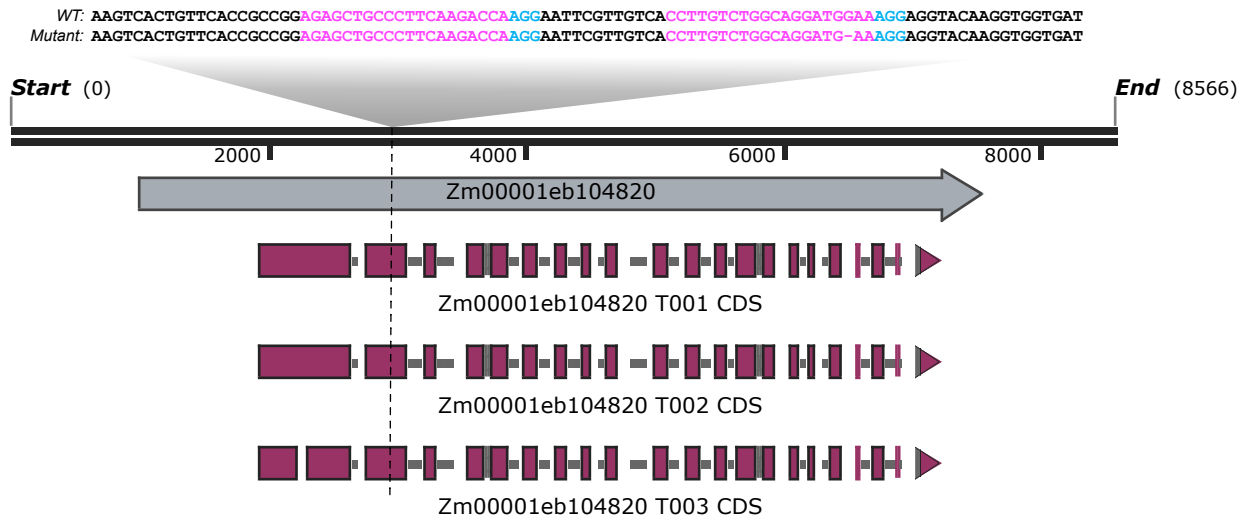

### AGO18b (Zm00001eb050240, Chr. 1)

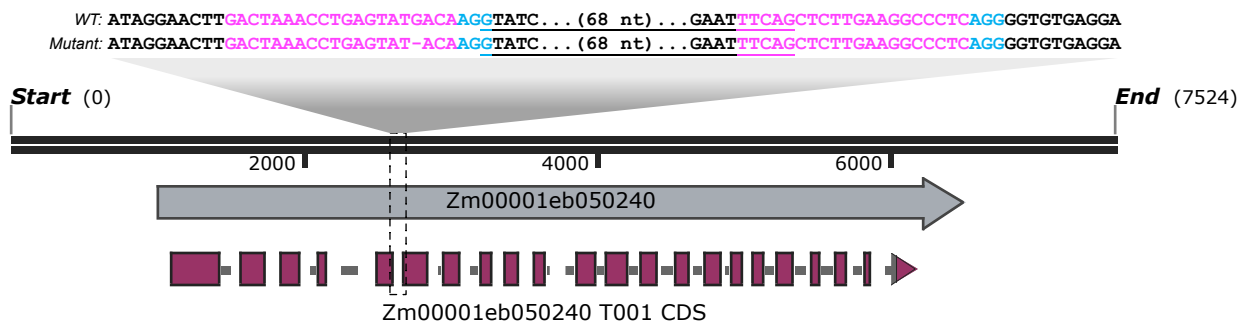

### AGO18c (Zm00001eb320080, Chr. 7)

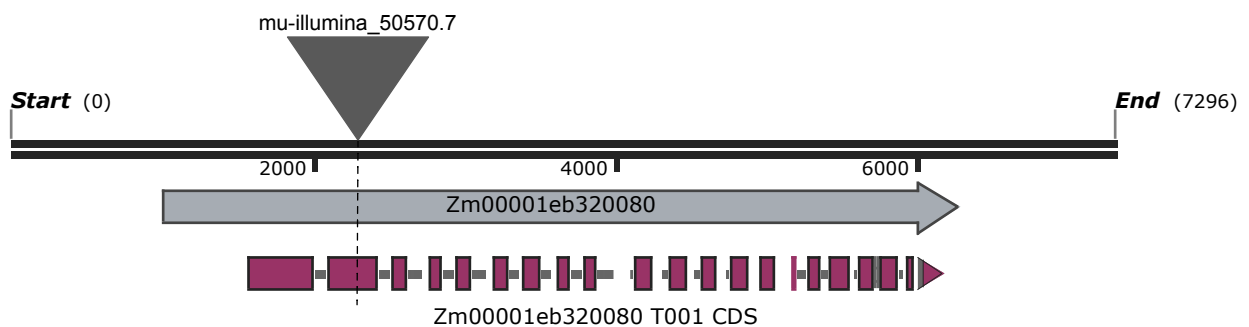

Figure S11

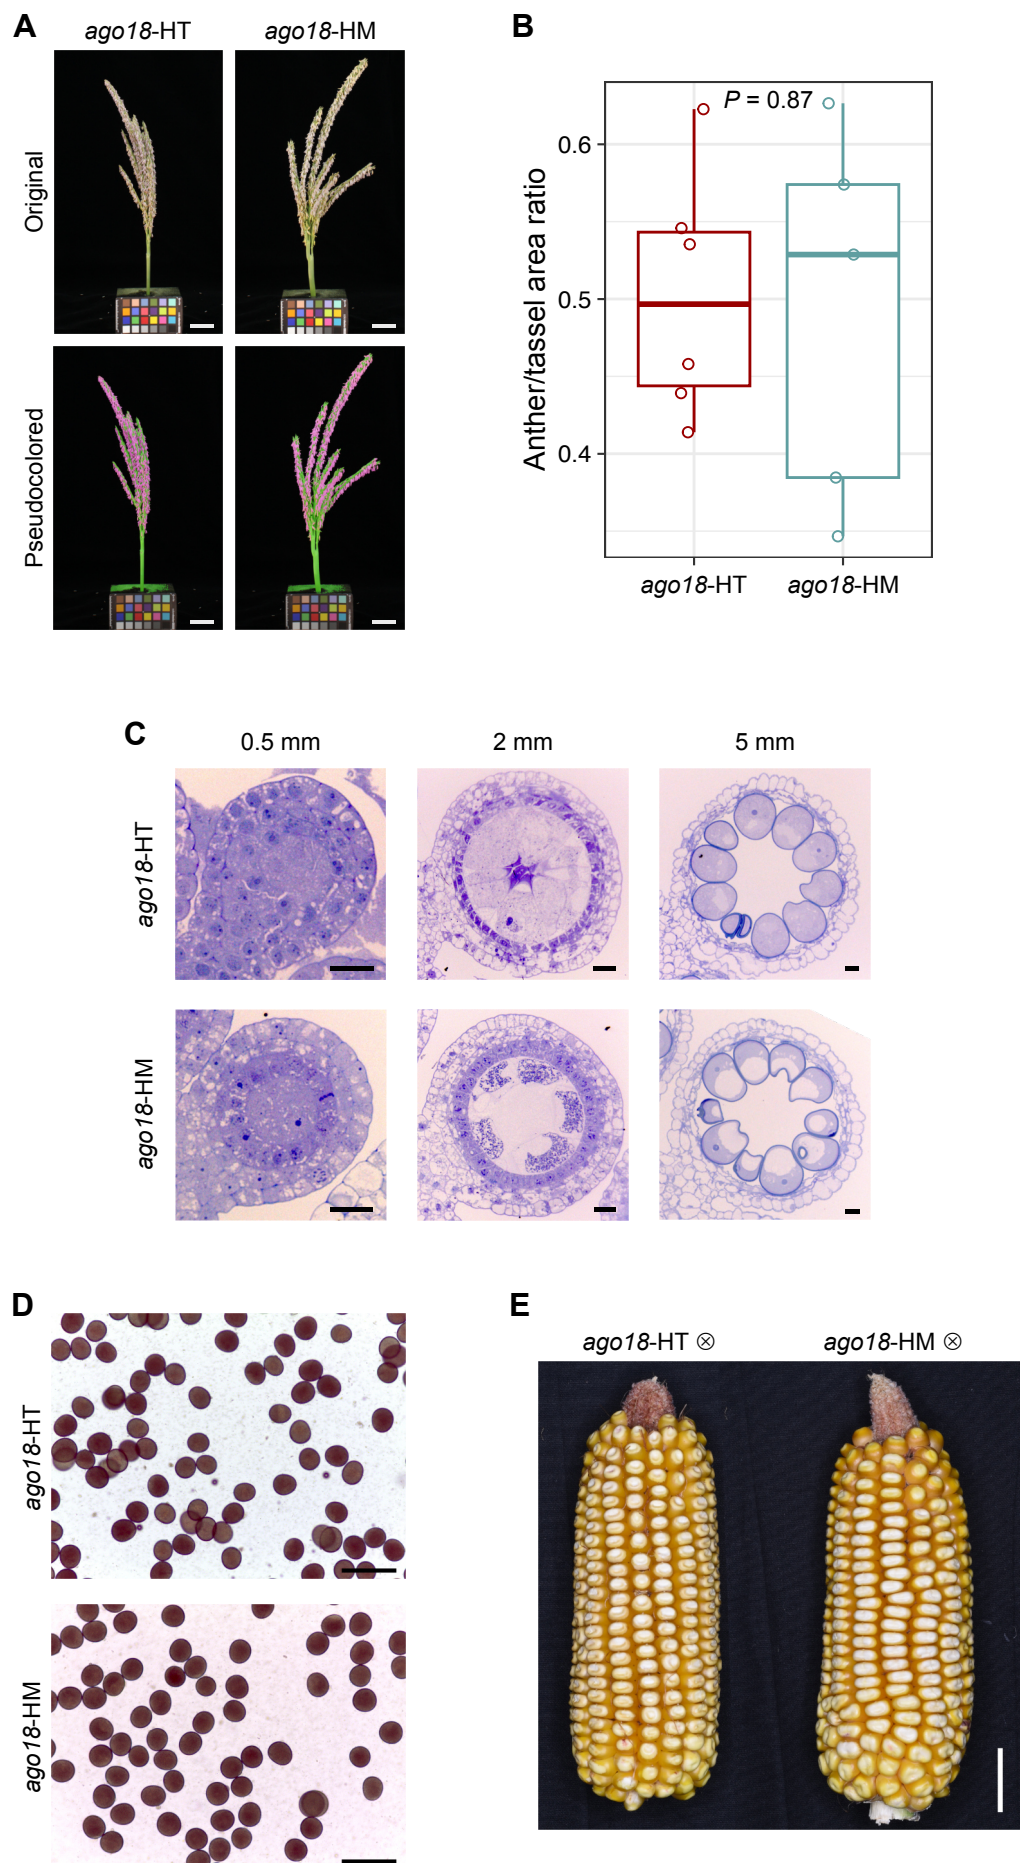

Figure S12

**A**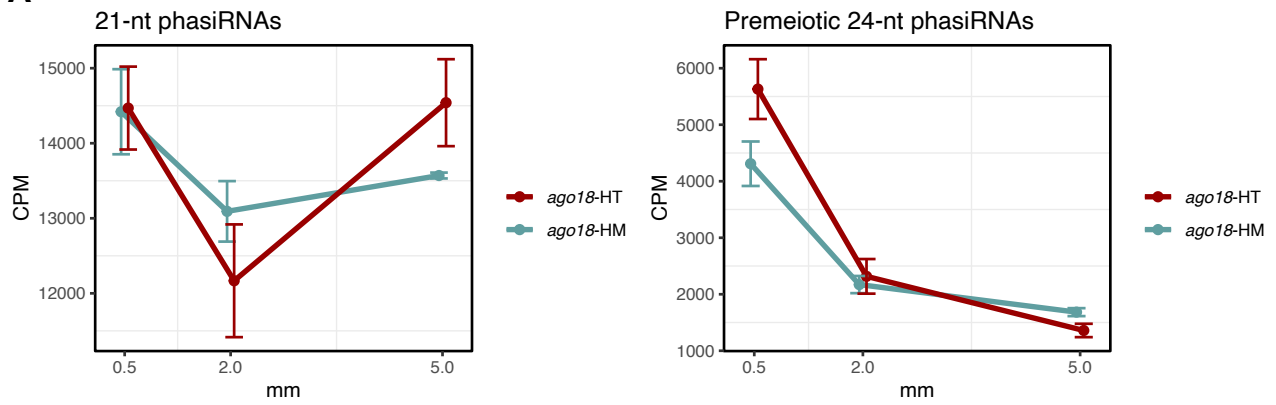**B**

|                           | 0.5 mm      | 2 mm        | 5 mm               |
|---------------------------|-------------|-------------|--------------------|
| 21-nt phasiRNA            | 0.953979698 | 0.355797547 | 0.23542009         |
| Premeiotic 24-nt phasiRNA | 0.121698813 | 0.700015424 | 0.093317272        |
| Meiotic 24-nt phasiRNA    | 0.495300153 | 0.343272602 | <b>0.003812074</b> |

Figure S13

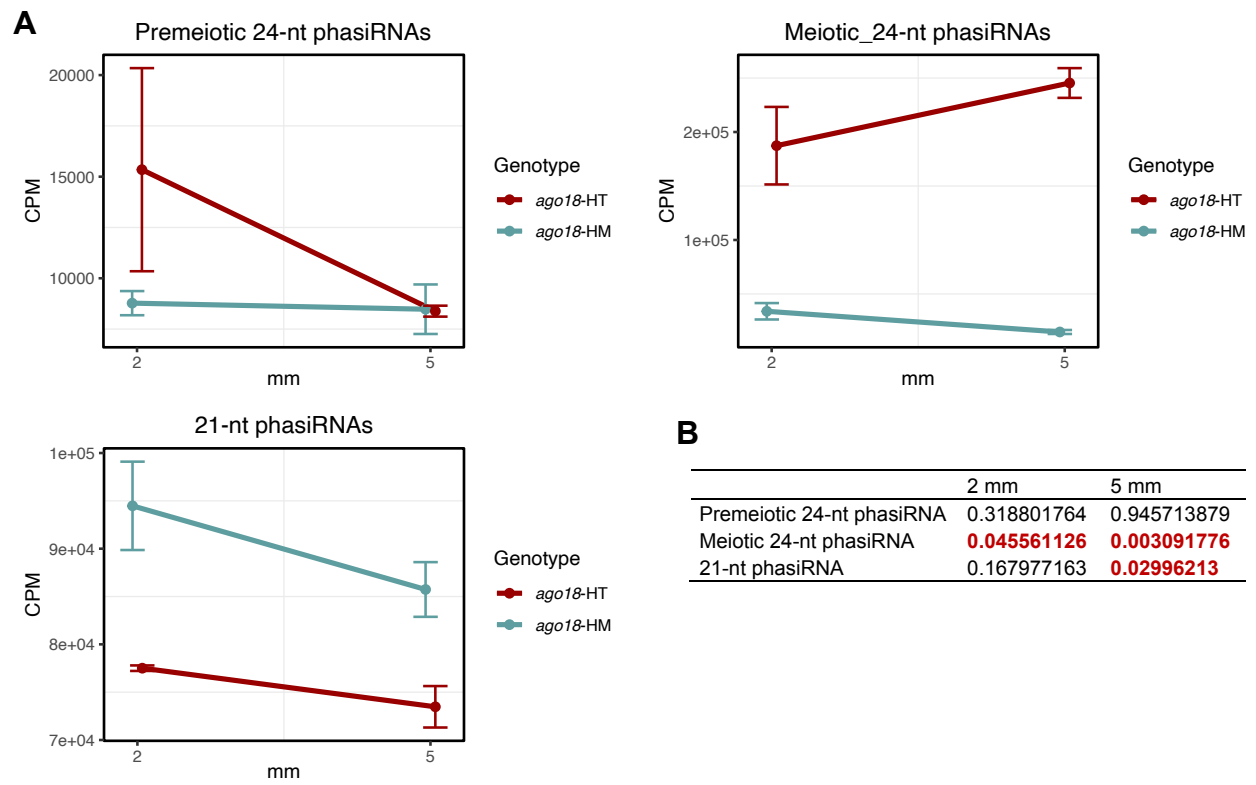

Figure S14

## SUPPLEMENTAL DATASETS

**Dataset S1.** Copy numbers of genes in specific clades of the phylogenies in Figure S1.

**Dataset S2.** Annotation and phasiRNA abundance of reproductive *PHAS* loci in each *Zea* variety.

**Dataset S3.** *P* values of one-way ANOVA with post-hoc Tukey's HSD test of the lengths of 21-*PHAS*, premeiotic 24-*PHAS* loci, and meiotic 24-*PHAS* loci in each *Zea* variety.

**Dataset S4.** Overlaps between *PHAS* loci and various genomic features including transposons, exons, introns, and intergenic regions in each *Zea* variety.

**Dataset S5.** Differential expression analysis of transposons using previously published *dc15* RNA-seq data.

**Dataset S6.** Annotation of rice 24-*PHAS* loci based on previously published data.

**Dataset S7.** Numbers of mature miRNAs identified by miRaor, ShortStack, or miR-PREFeR in each *Zea* variety.

**Dataset S8.** Abundance of miRNAs in each *Zea* variety.

**Dataset S9.** Annotation of *MIR2118* and *MIR2275* loci in the *Zea* genomes.

**Dataset S10.** Summary of *PHAS* precursor targeting by miR2118, miR2275, or other miRNAs in each *Zea* variety.

**Dataset S11.** Motif enrichments of 21-*PHAS*, premeiotic 24-*PHAS*, and meiotic 24-*PHAS* loci in each *Zea* variety.

**Dataset S12.** miRNA-target interactions detected by nanoPARE analysis of each *Zea* variety.

**Dataset S13.** phasiRNA-target interactions detected by nanoPARE analysis of each *Zea* variety.

**Dataset S14.** Differentially expressed genes identified through the RNA-seq analysis of the *ago18* triple homozygous mutant versus triple heterozygous siblings.

**Dataset S15.** Differentially expressed *PHAS* loci identified through the sRNA-seq analysis of the *ago18* triple homozygous mutant versus triple heterozygous siblings.

**Dataset S16.** Differentially expressed miRNA identified through the sRNA-seq analysis of the *ago18* triple homozygous mutant versus triple heterozygous siblings.

**Dataset S17.** Differentially expressed *PHAS* identified through the TraPR sRNA-seq analysis of the *ago18* triple homozygous mutant versus triple heterozygous siblings.

**Dataset S18.** sRNA targets identified by the nanoPARE analysis of the *ago18* triple homozygous mutant and triple heterozygous siblings.

How the deposited data were processed for this re-analysis (not part of the article)

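Anthers of *Zea* varieties and of *ago18* plants were staged by length, and a Smart-seq2 and a nanoPARE library were made from the total RNA of each sample. The authors ran the nanoPARE pipeline on each sample, without pooling replicates. The deposited tables at hand number 126, 1 for miRNAs and 1 for phasiRNAs for each of 63 samples. B73 and *ago18* were mapped by the authors to B73 RefGen_v5 and the other varieties to version 1 assemblies, with *PHAS* loci and transcripts as targets. The version of the pipeline is not stated in the paper's text. The Allen score in the deposited tables is the authors' penalty for mismatches between a small RNA and its predicted site. The RPM that the authors deposited for a site is the number of reads that begin there, scaled to the reads of the library. The deposited fold change is the authors' ratio of the site's signal to a background within the same transcript, and it was not used here. The adjusted p-value of each site was computed by the authors at the EndCut step, with an adjustment the paper's text does not name. The tables hold 181472 sites, of which 14998 have an adjusted p-value below 0.05: 10197 of 92668 for miRNAs and 4801 of 88804 for phasiRNAs.

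A site was assigned to miR2118, miR2275 or another miRNA by the name of its small RNA, and to *21-PHAS*, *24-PHAS* or a transcript by the name of its target. A phasiRNA pair was *cis* when the source and target locus were the same and *trans* when they were different *PHAS* loci. Classes and positions of loci came from Dataset S2, which is complete for 5 varieties in the copy at hand. An interaction in a library was a distinct pair of small RNA and target with an adjusted p-value below 0.05, and a positive pair passed in at least 2 replicates of a group, as in the paper's methods. The 63 samples formed 24 groups of 2 or 3 replicates by variety or genotype and anther length. Premeiotic and meiotic stages followed the legend of Fig. 1 except in TIL25. For TIL25 the legend gives 2 mm as meiotic, while the sample labels and Fig. 1B give 1.5 mm, and the 1.5-mm libraries were taken as meiotic. The legend places the 1-mm anthers of TIL11 in neither stage, so these entered only the comparison of stages within TIL11. Numbers per library were compared as log2(interactions + 1), with a pseudocount of 1, by exact permutation tests that exchanged labels within a variety or an anther length. Shares of loci were compared by Fisher's exact test, which takes loci as independent although they share libraries and, when pooled, come from related genomes. All tests were two-sided, and the 36 p-values were adjusted together by the Benjamini-Hochberg method. Intervals are 95% Wilson intervals, and a count of 0 was taken to allow up to 3 counts, both for counting error only.

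The tables give no library totals. RPM values within a library lie on steps of 0.01 of a read, and the depth was recovered from these steps. At the recovered depth, 80.4 to 89.8% of the values in each library were whole reads. Depth ranged from 1.35 to 18.7 M reads, with a median of 7.55 M. Tables listed 401 to 2752 miRNA sites and 338 to 2129 phasiRNA sites per library, so a share of listed sites has a different base in each library. The permutation test and the rule for positive pairs were tested on simulated data. Of 400 comparisons without an effect, 5.50% had a p-value under 0.05, and of 400 with a planted effect, 100% did. The planted effect was several times the SD of the simulated values, so that share does not give the power for the differences tested here. Of 2000 simulated pairs, 984 were planted in at least 2 replicates and 984 were found. The simulated depth was recovered in 100% of 200 libraries. These libraries were built on the same step of 0.01 of a read, so the last check tests the code and not that step.

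The loci and genes named were taken from every one the paper's text names, the pangene sets of miR160, miR171 and miR396 filled for every variety, the 3 AGO18 genes, every premeiotic *24-PHAS* locus with a positive miR2275 or *cis* pair, the phasiRNA source with the most positive targets in a group, and in each variety the positive pair with the lowest adjusted p-value. This rule and the main tests were fixed before the data were examined. The miR394 set was named after its values were seen. The alternatives fixed at the same time were stricter and looser thresholds, an Allen score of at most 4, distinct target genes, the share of listed sites that pass, counts without the log, other numbers of replicates, loci with a listed site as background, matching on the cleavage position, a replicate block and leaving out each library, which for loci was done only in groups of 3 replicates. Alternatives added after the data were seen were a minimum RPM of 1 read in the shallowest library, at least 2 reads at a site, leaving out *trans* sites that are also miRNA sites, counting miR482 with miR2118, and the mean of the differences within each variety or anther length. Computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots matplotlib 3.10.9. No table of NC358 was at hand, and the small RNA and RNA-seq results of the paper were not analysed here. No gene of the 8617 B73 identifiers tested matched the reference list of gene names.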

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

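The tests in the following paragraphs were chosen only after the results were seen, except the count that gave 39 late positions in RIL003.

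RIL003 0.4-mm replicate 1 had 26 miR2275–*24-PHAS* interactions, far from the other 4 premeiotic libraries of RIL003 in a test of the gap to the nearest library. The test was made on 14 groups of libraries and picked out 1, and about 1 in 20 is picked out by chance. Its depth of 4.49 M reads is within the range of the other premeiotic RIL003 libraries, 3.20 to 4.73 M, which argues against deeper sequencing. RNA of later anthers could be in this library. Of 217 positions that passed in all libraries of 1.5 mm and in no other premeiotic library, with miR2275 at *24-PHAS* left out, 39 passed in it, against 0 to 3 in each other premeiotic library counted the same way. These positions include *24-PHAS* loci, which are tied to the pattern itself. Outside those loci and transcripts with the same RPM, 2 of 34 positions passed, against 0 to 1. A small share of later RNA and a natural difference in stage between replicates cannot be told apart, because too few late positions lie outside *24-PHAS* loci. At 47 miR2275 positions the RPM in this library had a median of 0.398% of the 1.5-mm mean.

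The miR2118–*21-PHAS* interactions of TIL25 went up from 0.4 to 1.5 mm, with a premeiotic-to-meiotic log2 difference of −0.46, while in the maize inbred lines and TIL11 every premeiotic library lay above every meiotic one. The difference between varieties was not tested. With a p-value of 0.100, the smallest possible, the direction in TIL25 is not established by its own test, and it was 0.19 when only adjusted p-values below 0.01 were counted. The 0.4-mm libraries of TIL25 are shallower, 1.71 to 2.56 M reads against 4.33 to 5.97 M. With a minimum RPM of 1 read in the shallowest library, the difference was −0.42 (exact permutation p = 0.200). Depth and stage cannot be told apart in TIL25, since depth differs between all its libraries of the stages and a minimum RPM removes only part of its effect. In the paper's Dataset S8, the miR2118 entry found by miRador was higher at 1.5 mm than at 0.4 mm in TIL25, by 1.94 on the log2 scale. It was also higher by 0.632 in RIL003, where the interactions were fewer at 1.5 mm. In the maize inbred lines and TIL11 this entry changed by −2.53 to −1.10, but there from 0.4 to 2 mm, a later length. Any other miR2118 entries were not compared. A later or longer presence of miR2118 in TIL25 is therefore only a candidate explanation, beside depth.

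The *ago18* libraries held 3 positive *cis* pairs of premeiotic *24-PHAS* loci, which the paper's text does not discuss. B73_24PHAS_4531, on chromosome 1 from 192807189 to 192810169, passed in the mutant at 0.5 mm with 1.37 ± 0.890 RPM (SD, n = 3) and in the heterozygote with 0.136 ± 0.0357 RPM (SD, n = 2). B73_24PHAS_51550, on chromosome 9 from 151893610 to 151897518, passed in the heterozygote with 0.191 ± 0.0423 RPM (SD, n = 2). With at least 2 reads required at the position, 1 of the 3 pairs remained, that of the mutant. Single-read positions thus may account for the pairs of the heterozygote but not for that of the mutant, whose site held 1 to 7.71 reads. A difference between genotypes at this locus was not tested, and no other technical explanation was tested.

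Positive phasiRNA pairs in RIL003 fell on 79 assembled transcripts, which are not in the paper's list of target genes. In RIL003, 87.9% of the passing pairs on transcripts also passed on a *PHAS* locus with the same small RNA, library and RPM, against 17.9 to 61.1% in the other varieties. This is consistent with assembled transcripts that are *PHAS* precursors, since the RIL003 transcripts were assembled from the RNA-seq and nanoPARE reads of anthers and those of the other varieties come from gene annotations. No biological explanation was tested.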

How the results depend on the processing

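All alternatives set before the data were examined were run. The alternatives named as added were chosen only after the results were seen. A call here is a p-value under 0.05 before adjustment for multiple tests, and a difference is premeiotic minus meiotic or mutant minus heterozygote. The miR2118 differences of the maize inbred lines and TIL11, the miR2275 difference of the maize inbred lines, the 1.5-mm result of TIL11 and the pooled share of miR2275-targeted loci kept their direction and call under every alternative, except that the last reversed against a background of loci with a listed site. For the other changes, the cause was not tested except where stated.

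With adjusted P values below 0.01, the TIL25 miR2118 difference reversed to 0.19 and the TIL11 miR2275 difference was −3.13 (exact permutation p = 0.0606). Below 0.1, the miR2118 difference of TIL11 0.7 mm was 3.05 (permutation p = 0.0577). With an Allen score of at most 4, that difference was 2.67 (permutation p = 0.0604) and the RIL003 miR2275 difference −3.25 (exact permutation p = 0.0536). As raw numbers, the TIL11 miR2275 difference was −35.1 interactions (exact permutation p = 0.0866), and the *ago18* differences became calls, at −42.3 miRNA (exact permutation p = 0.0432) and −26.9 phasiRNA interactions (exact permutation p = 0.0467). As shares of listed pairs, the RIL003 miR2118 difference was 6.32 percentage points (exact permutation p = 0.232) and the TIL11 miR2275 difference −30.3 (exact permutation p = 0.160). On this measure the *ago18* differences reversed, to 0.458 for miRNAs and 0.112 for phasiRNAs over all lengths and to 2.25 and 0.813 at 0.5 mm. The mutant 0.5-mm tables list 508 to 978 miRNA sites and the heterozygote tables 1844 to 2527, so the share has a smaller base in the mutant. With the mean of the differences within each length, an alternative added after the data were seen, the *ago18* differences were −0.73 (exact permutation p = 0.0222) and −1.40 (exact permutation p = 0.0275), and with the added minimum RPM −0.35 (exact permutation p = 0.659) and −0.95 (exact permutation p = 0.205). Across the alternatives the *ago18* result thus lies on both sides of 0.05.

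Among loci with a listed site, the miR2275 difference reversed to 13.7 percentage points pooled, 25.6 in HP301 and 28.6 in Il14H, where the premeiotic base fell to 4 loci pooled, 2 in HP301 and 1 in Il14H. On that background the *cis* difference was −6.82 in B73, reversed, and −55.0 in TIL11 (Fisher's exact p = 0.108). When 1 replicate was enough, the B73 miR2275 difference was −13.0 (Fisher's exact p = 0.000295), the *cis* difference −3.26 pooled (p = 0.127 by Fisher's exact test) and 12.7 in B73 (Fisher's exact p = 0.000390), and the *trans* difference −3.15 (Fisher's exact p = 0.00483). When every replicate was required, the TIL11 *cis* difference was −7.69 (Fisher's exact p = 0.0720). With at least 2 reads, added after the data were seen, the *cis* difference was −0.649 in B73, reversed, and −7.05 in TIL11 (Fisher's exact p = 0.128).

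Replicate numbers do not pair the libraries: the deviations of same-numbered libraries from their group means correlated between −0.307 and 0.204 over all comparisons. With the replicate number as a block, the results that changed side were RIL003 miR2118 at 1.28 (exact permutation p = 0.0556), TIL11 miR2275 at −2.81 (exact permutation p = 0.0556), RIL003 miR2275 at −3.95 (exact permutation p = 0.0556), TIL11 0.7 mm at 3.18 (permutation p = 0.0700), and the *ago18* differences at −0.71 for miRNAs (exact permutation p = 0.0234) and −1.38 for phasiRNAs (exact permutation p = 0.0312). The block leaves fewer arrangements and drops libraries without a partner, and it changed no other call.

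With each library left out in turn, the TIL11 miR2275 difference ranged from −3.26 to −2.42 and was no longer a call in 6 of 11 fits, without each 0.4-mm library (−2.71), 0.7-mm replicate 1 (−2.46) and each 1.5-mm library (−2.45, −2.42 and −2.42). The RIL003 miR2275 difference ranged from −4.59 to −3.40, and only without 0.4-mm replicate 1 was it still a call, the other 7 fits having p-values of 0.0571 or 0.0952 at −4.15 to −3.40, as fewer libraries allow fewer arrangements. The TIL11 0.7-mm difference ranged from 2.82 to 3.47 and lost its call in 6 of 14 fits, without each 0.7-mm library (3.19, 3.29 and 3.06), 1-mm replicate 1 (3.37) or 3 (3.42), or 2-mm replicate 1 (2.98). The *ago18* miRNA difference ranged from −0.81 to −0.41 and became a call in 7 of 17 fits, without each mutant 0.5-mm library (−0.60, −0.70 and −0.71), heterozygote 2-mm replicate 3 (−0.74) or each heterozygote 5-mm library (−0.69, −0.67 and −0.81). The phasiRNA difference ranged from −1.61 to −0.72 and became a call without mutant 0.5-mm replicate 2 (−1.43), heterozygote 2-mm replicate 3 (−1.61) or 5-mm replicate 2 (−1.42). At 5 mm the miRNA difference ranged from −0.60 to 0.0530, reversed without mutant replicate 3, and at 2 mm the phasiRNA difference from −2.40 to 0.00341, reversed without heterozygote replicate 1. At 2 mm the miRNA difference ranged from −1.18 to −0.287 and at 5 mm the phasiRNA difference from −2.15 to −0.989, both without a reversal. The 108 fits on loci left out libraries only from groups of 3 replicates, in Il14H, Oh43 and TIL11, and kept direction and call. Every positive premeiotic locus of the varieties lies in a group of 2 replicates, so these fits could not change the premeiotic counts, and B73 and HP301 were not tested in this way. The meiotic loci of Oh43 detected as miR2275 targets, 46 with all libraries, numbered 39, 25 and 24 without 2-mm replicates 1, 2 and 3.

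Of 798 counts of positive pairs under alternatives set before the data were examined, 209 moved by more than 1.5 times, as did 54 of 186 under added ones. Over the groups of the varieties, the 1017 miR2118–*21-PHAS* pairs were 510 below 0.01. Pairs of other miRNAs numbered 1076, 3292 with 1 replicate enough, 718 with every replicate required and 607 as distinct genes. The *cis* and *trans* pairs of the varieties were instead counted once per variety, and all pairs of *ago18* over groups. The *cis* pairs of 21-nt phasiRNAs numbered 88, 339 with 1 replicate enough, 58 with every replicate and 49 with at least 2 reads, and those of 24-nt phasiRNAs 98, 207, 55 and 52. The 306 *trans* pairs of 21-nt phasiRNAs were 160 below 0.01, 503 with 1 replicate enough and 55 without sites shared with a miRNA, and the 168 of 24-nt phasiRNAs were 259 with 1 replicate enough and 96 without shared sites. In *ago18*, the 370 miRNA pairs were 891 with 1 replicate enough, 178 with every replicate and 244 below 0.01, and the 132 phasiRNA pairs were 344, 84 and 83, and 34 without shared sites. Among them, the 92 *trans* pairs of 21-nt phasiRNAs were 47 below 0.01, 149 with 1 replicate enough and 11 without shared sites, and the 18 of 24-nt phasiRNAs were 0 with every replicate and 1 without shared sites. The 2 and 10 *cis* pairs of *ago18* were 41 and 37 with 1 replicate enough and 0 and 4 with at least 2 reads, and the 10 were 5 with every replicate. Counted over pairs of replicates, so that groups of 2 and 3 compare alike, the mutant at 0.5 mm had 35.7 miRNA and 14.3 phasiRNA pairs against 122 and 71, at 2 mm 19.7 and 2.00 against 37.7 and 8.33, and at 5 mm 9.00 and 1.00 against 18.0 and 3.33.

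Of the passing *cis* sites of the varieties, 41.4 to 47.2% rest on 1 read or less, which limits how firmly single *cis* calls can be read. Whether deeper libraries would give more *cis* calls was not tested. The shallowest groups are TIL25 at 0.4 mm and the mutant at 0.5 mm.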

Differences from the paper's values

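Only the setting of at least 2 reads was chosen after these values were seen. Of 151 values given both by the paper with its datasets and by the re-analysis, 141 were identical, and 1 differed by more than 1.5 times and more than the spread between replicates. Positive *cis* pairs of 21-nt phasiRNAs in the *ago18* heterozygote at 0.5 mm numbered 2, and the paper's reported value is 1. The count was 2 with adjusted P values below 0.01 or 0.1, with every replicate required, with matching on the cleavage position, over distinct loci and over pairs of replicates, and 31 with 1 replicate enough. The looser threshold could not move it, since all 16 and all 17 listed pairs of the heterozygote 0.5-mm libraries already passed. None of the alternatives set before the data were examined closed the gap. With at least 2 reads at the site, the setting chosen after seeing the values, the count was 0.

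The paper states that phasiRNAs regulate a small number of protein-coding transcripts in every variety. In RIL003, positive pairs fell on 79 assembled transcripts, whose coding potential the tables do not give. The paper states that interactions were consistently fewer in the *ago18* mutant. Positive pairs and mean numbers per library were lower in the mutant at each length, but the heterozygote 2-mm replicate 3, with 41 miRNA-mediated interactions, lay below all mutant libraries of that length.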

Other observations

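The tests in the following paragraphs were chosen only after the results were seen, except the comparison at positions that pass in no *ago18* library and the comparison of RPM profiles.

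At 0.5 mm the *ago18* mutant libraries are shallower than those of the heterozygote. At 57 miR2118–*21-PHAS* positions listed in all 5 libraries, the RPM, which is scaled to depth, had a median log2 ratio of −1.02, mutant over heterozygote, and was lower in the mutant at 46. Each mutant library had a median between −0.965 and −0.390. Depth as the whole cause is therefore unlikely for these positions. A general fall in RPM in the mutant libraries of 0.5 mm is neither shown nor excluded by these tables. At 81 positions that pass in no library the median log2 ratio was 0.396, but a listed position holds at least part of a read, and 1 read is a higher RPM in a shallower library. Of the values at these positions, 33.3% in the mutant and 11.1% in the heterozygote were 1 read or less. At 2 and 5 mm, the listed positions that pass in no library showed little fall. Their median log2 ratios were −0.107 (312 positions) and −0.0265 (248 positions), which does not decide the question at 0.5 mm. At 2 mm, 8 miR2275–*24-PHAS* positions listed in all 6 libraries had a median log2 ratio of −4.15, and 7 were lower in the mutant. Of the values at these 8 positions, 58.3% in the mutant and 25.0% in the heterozygote were 1 read or less. The lower RPM at miR2118 positions may reflect the loss of AGO18 or such a general fall, as hypotheses found on the same libraries. Differences in stage between the plants were not tested.

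The heterozygote 2-mm replicate 3 had fewer interactions than the mutant libraries of 2 mm. Its depth of 9.96 M reads lies above that of the other heterozygote libraries of 2 mm, 7.44 and 8.01 M, which argues against depth. Over 78 positions on transcripts outside *PHAS* loci, its log2 RPM correlated across positions, which are not independent replicates, at a mean r of 0.653 with the mutant 2-mm libraries (0.596 to 0.721) and 0.628 with the other heterozygote 2-mm libraries. The mean r was 0.461 with the mutant and 0.578 with the heterozygote at 5 mm. The range of r with the mutant 2-mm libraries overlapped those with the heterozygote at 2 mm (0.591 to 0.665) and at 5 mm (0.534 to 0.624). Only the range with the mutant at 5 mm, 0.374 to 0.582, lay below both 2-mm ranges. Because of the overlaps, a mislabelled sample, a sample of another stage and natural variation cannot be told apart.

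Libraries of 2-mm anthers varied widely in miR2275–*24-PHAS* interactions in the *ago18* heterozygote, with 66, 59 and 2, and in B73, with 20 and 3. The spread was smaller in the other 2-mm groups with intact AGO18 genes. These had 65 and 68 interactions in HP301, 55 and 58 in Il14H, 30, 49 and 57 in Oh43, and 7, 3 and 3 in TIL11. In the heterozygote the library with 2 interactions held 9.96 M reads, more than the 7.44 and 8.01 M behind 66 and 59, which argues against depth. In B73 the library with 20 interactions was the deeper one, at 14.8 against 8.66 M reads, so depth and other causes cannot be told apart there. Small differences in stage within the 2-mm length were not tested.

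Many *trans* sites are also miRNA sites. Of 3713 loci in the lists at hand, 9 have a 22-nt major small RNA, a length noticed on the sources with the most *trans* pairs. The major small RNA of 8 of the 9 was closer to a listed miR2118 or miR2275 sequence than each of 1000 shuffled copies. In the classed varieties and *ago18*, 704 of 818 passing *trans* sites (86.1%) from 5 loci with such a near copy were also passing miRNA sites, against 0 of 213 (a limit of 1.41%) from 95 other source loci. The loci with a 22-nt major small RNA were the source of 252 of 287 positive *trans* pairs (87.8%) in these libraries. This is consistent with source loci whose major small RNA is a copy of miR2118 or miR2275, so that these *trans* pairs may be miRNA cleavage counted again under a phasiRNA name. Of the others, 35 pairs came from loci without a 22-nt major small RNA.

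The *cis* pairs of premeiotic *24-PHAS* loci in B73 rest on few reads. With at least 2 reads required at the position, 0 of the 2 pairs were left, so single-read positions are a candidate explanation.

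Few premeiotic *24-PHAS* loci have a predicted miR2275 site in the paper's Dataset S10. If detected loci are among the predicted ones, 3 of 33 predicted premeiotic loci (9.09%) and 234 of 615 predicted meiotic loci (38.0%) were detected (Fisher's exact p = 0.000588). Among loci with a miR2275 site listed in the tables, however, 3 of 4 premeiotic and 234 of 382 meiotic loci were detected (Fisher's exact p = 1.00). Whether the scarcity of predicted sites alone accounts for the difference between the classes cannot be told, because the predictions of Dataset S10 and the listed sites come from different programs, and a site is listed only where reads begin. Premeiotic precursors that are already low at 2 mm, when miR2275 acts, were not tested.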
